# Heterogeneous gene expression during early arteriovenous fistula remodeling suggests that downregulation of metabolism predicts adaptive venous remodeling

**DOI:** 10.1038/s41598-024-64075-8

**Published:** 2024-06-10

**Authors:** Yuichi Ohashi, Clinton D. Protack, Yukihiko Aoyagi, Luis Gonzalez, Carly Thaxton, Weichang Zhang, Masaki Kano, Hualong Bai, Bogdan Yatsula, Rafael Alves, Katsuyuki Hoshina, Eric B. Schneider, Xiaochun Long, Rachel J. Perry, Alan Dardik

**Keywords:** Cardiovascular biology, Cardiovascular biology, Bioinformatics, Haemodialysis

## Abstract

Clinical outcomes of arteriovenous fistulae (AVF) for hemodialysis remain inadequate since biological mechanisms of AVF maturation and failure are still poorly understood. Aortocaval fistula creation (AVF group) or a sham operation (sham group) was performed in C57BL/6 mice. Venous limbs were collected on postoperative day 7 and total RNA was extracted for high throughput RNA sequencing and bioinformatic analysis. Genes in metabolic pathways were significantly downregulated in the AVF, whereas significant sex differences were not detected. Since gene expression patterns among the AVF group were heterogenous, the AVF group was divided into a ‘normal’ AVF (nAVF) group and an ‘outliers’ (OUT) group. The gene expression patterns of the nAVF and OUT groups were consistent with previously published data showing venous adaptive remodeling, whereas enrichment analyses showed significant upregulation of metabolism, inflammation and coagulation in the OUT group compared to the nAVF group, suggesting the heterogeneity during venous remodeling reflects early gene expression changes that may correlate with AVF maturation or failure. Early detection of these processes may be a translational strategy to predict fistula failure and reduce patient morbidity.

## Introduction

Hemodialysis is one of the essential renal replacement therapies for patients with end-stage renal disease^1–3^. Hemodialysis requires patients to have a vascular access such as an arteriovenous fistula (AVF), an artificial vascular graft, or a vascular catheter to allow connection of the dialysis machine to the patient’s bloodstream^4–6^. Among these options, the AVF is the preferred method as AVF are associated with fewer complications and increased durability^7–9^. Nevertheless, the primary patency rate of the AVF is still as poor, only 50–70% at 1 year, with associated interventions and/or re-operations^10–12^. Moreover, 30–60% of AVF require an intervention before clinical use on hemodialysis to assist their maturation^13^. Physiological venous remodeling in the fistula environment, including appropriate neointimal hyperplasia and outward remodeling, is essential for successful AVF maturation^14,15^, but the mechanisms of successful venous remodeling are still poorly understood.

The mouse aortocaval fistula model recapitulates human AVF maturation with venous adaptive remodeling postoperatively through day 28 and then approximately 1/3 of these fistulae fail by day 42, and with greater failure in female mice^16–18^. The mouse AVF model has shown several important processes play a role in venous remodeling, including regulation of markers of arteriovenous differentiation^19–21^, dynamic extracellular matrix production and degradation^22–25^, activation of the innate and adaptive immune responses^26–28^ as well as a role for sex hormones^17,18^. Although these studies have described some of the mechanisms of venous remodeling within the fistula environment, it is still unknown whether these mechanisms predict fistula failure.

High-throughput RNA sequencing (RNA-seq) combined with bioinformatic analyses is a powerful tool to detect changes of global patterns of gene expression using an unbiased approach^29^. We hypothesized that RNA-seq analysis of gene expression during venous remodeling would identify early changes in gene expression that might affect fistula maturation.

## Results

### Quality control and mapping of RNA sequencing data

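The RNA-seq data came from the IVC of 12 mice, 6 with an AVF and 6 sham-operated, collected on postoperative day 7. Each mouse gave 1 library, made from poly(A) RNA and sequenced in paired ends, and libraries were not pooled. The authors deposited expected counts per gene, estimated by RSEM from reads aligned to GRCm39 and not normalized between samples. The table listed 55414 genes by Ensembl identifier, of which 54749 have a name in the mouse annotation used here. Expected counts share reads between genes of similar sequence, and 5.72% to 7.75% of the values of a library were not whole numbers. Total counts ranged from 15177881 to 22717423 per library, with a median of 18708602 in the AVF group and 20582468 in the sham group. Ribosomal RNA genes took 46.0% of the counts of sample #07, a female AVF, and 2.39% to 12.6% in the other libraries, which left 8196603 other counts in sample #07. Counts were rounded and normalized by the trimmed mean of M values (TMM), and expression is given as normalized CPM, the counts of a gene scaled to the normalized size of its library. A gene with 3 counts in a library had 0.127 to 0.324 normalized CPM, the least taken as detected, and these limits cover counting error only. Differential expression was tested with edgeR's quasi-likelihood test, with p values adjusted over all tested genes by the Benjamini-Hochberg procedure. Genes with an adjusted p value under 0.05 and a change of at least 2-fold were counted as DEG. Mice with the same number and sex in the sample labels were compared as pairs in a further model, with the number as a block.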

To assess unbiased transcriptomics data, RNA was extracted from the Inferior vena cava (IVC) of 6 sham-operated mice and 6 mice with patent AVF, with equal numbers of female and male mice on postoperative day 7. The qualities of the 12 total RNA extractions from the 12 IVC samples were sufficiently high with a mean RNA quality number (RQN) 9.0 ± 0.4 (Supplementary Table S1). The raw RNA sequencing data were obtained by preparing messenger RNA (mRNA) libraries and performing next generation sequencing (NGS). The average read counts were 28,364,587 ± 1,700,233 and the sequence lengths were 101 bases in all reads. After quality control, the average read counts were 27,193,479 ± 1,665,134 and the sequence lengths distributed from 36 to 101 bases. Mapping to the reference genome, the average number and percentage of the uniquely mapped reads were 22,392,491 ± 1,456,774 and 82.3 ± 1.6%, respectively. Since the sequencing data were mostly conserved after quality control and appropriately mapped along the reference genome, all mRNA expression values derived from the 12 whole transcriptomics data were utilized.

### Differentially expressed genes (DEG) and gene ontology (GO) enrichment analysis comparing the sham and AVF groups

To determine differences between the IVC in mice treated with either a sham procedure or an AVF, we identified differentially expressed genes (DEG) from the transcriptomics data. 

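Of the 15912 genes with more than 1 CPM in at least 2 of the 12 samples, 759 were DEG between the AVF and sham groups by edgeR's quasi-likelihood test. The exact test of edgeR gave 1056 DEG and the Wald test of DESeq2 gave 1065, while leaving out samples #05 and #09 gave 475. With the mouse's number as a block, 668 genes were DEG, of which 563 were also DEG without the block. Deviations from the group mean correlated by 0.111 on average between AVF and sham samples of the same number and sex, and by -0.021 between all other AVF and sham samples. Deviations balance out within a group, which ties the second value to the first. Sex was not removed from them, so sex may add to the first. With each of the 12 samples left out in turn, the number of DEG ranged from 470 to 1023. In 333 of the 759 DEG every AVF sample lay on the same side of every sham sample, which chance gives in 0.22% of genes, although the DEG had been selected for a difference between these groups.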

Among the 15,912 genes that were sufficiently expressed in the data set, 1057 genes were expressed differentially between the 2 groups, setting the cutoff as |log2(Fold Change) |≥ 1 and adjusted p value < 0.05. 

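Expression was higher in the AVF group for 536 DEG and lower for 223, against 502 and 166 with the number as a block. Elastin (Eln, ENSMUSG00000029675), on chromosome 5 of GRCm39 from 134731445 to 134776322, had the lowest adjusted p value. Its expression was 3390 ± 1090 (SD, n = 6) normalized CPM in the AVF group and 286 ± 63.1 (SD, n = 6) in the sham group, a log2 fold change of 3.57 (standard error 0.24, adjusted p = 1.59e-05, edgeR's quasi-likelihood test). Pclaf, a gene of DNA replication, had a log2 fold change of 1.95 (standard error 0.16, adjusted p = 5.53e-05, edgeR's quasi-likelihood test), and Cthrc1 one of 2.63 (adjusted p = 6.45e-05, same test). Among the genes with lower expression, Fam174b fell from 55.8 ± 4.33 (SD, n = 6) to 23.8 ± 3.42 (SD, n = 6) normalized CPM, a log2 fold change of -1.23 (standard error 0.10, adjusted p = 5.53e-05, edgeR's quasi-likelihood test). Sham sample #22 had 47.4, the lowest of its group. Lepr and Pla2g5 had log2 fold changes of -1.20 and -2.18. The mean distance between samples, as 1 minus Spearman's correlation of log2 CPM, was 0.0455 within the AVF group and 0.0261 within the sham group. This ratio of 1.74 had a p of 0.00216 in an exact permutation test of each sample's mean distance to its own group (two-sided, n = 6 and 6). That is the smallest p that these group sizes allow. Without sample #09 the ratio was 1.36 (exact permutation test, p = 0.013, n = 5 and 6). Samples of a group share pairwise distances, so 1 far sample raises the values of its whole group. The values are therefore not independent, and these p values can be too small.

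**Figure D1:**
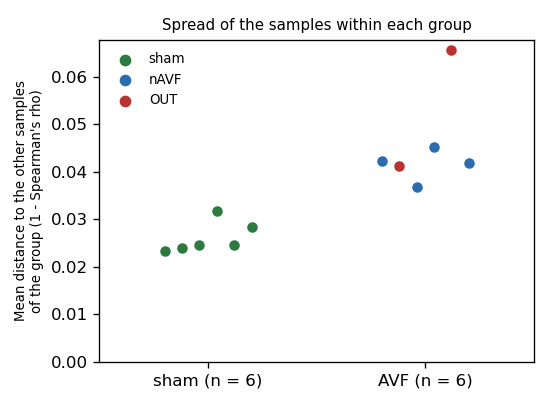
Mean distance of each sample to the other samples of its operation group (1 minus Spearman's rho, without units), 1 point per mouse, for 6 sham and 6 AVF mice, with the AVF points coloured by nAVF and OUT. Sample #09 lies at 0.0657, the other AVF samples between 0.0367 and 0.0453, and the sham samples between 0.0234 and 0.0318.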

Compared with the IVC in sham mice, 696 genes had significantly increased expression in mice with an AVF, and 361 genes had significantly increased expression in sham-operated mice (Fig. 1a). mRNA expression of the 1057 DEG are shown with a heatmap plot (Fig. 1b) and a principal component analysis (PCA) plot (Fig. 1c) that show homogenous expression of the 6 sham samples, whereas the 6 AVF samples were relatively more heterogeneous. Of note, we observed that the AVF were clustered into 2 groups, a group of 4 AVF samples (Fig. 1c, blue circle) that were significantly different than the 6 sham samples (Fig. 1c, green circle) and a group of 2 AVF samples (Fig. 1c, red circle) that were distinctly different from the 4 AVF samples. 

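In a principal component analysis of log2 CPM, scaled per gene, over these DEG, the leading component held 61.1% of the variance and the next 17.5%. On the leading component, the 6 AVF samples lay between 11 and 28.4 and the 6 sham samples between -26.4 and -14.3. On the next component, samples #05 and #09 lay at 15.3 and 24.2, the other AVF samples between -15.3 and -7.75, and the sham samples between -3.19 and 4.35. Over all tested genes, the leading component held 25.5%.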

The 2 outlying AVF samples (the ‘outliers’ group, OUT) consisted of 1 male (sample #05) and 1 female AVF (sample #09), and the 4 other AVF samples (the ‘normal’ AVF group, nAVF) consisted of 2 female and 2 male AVF. 

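Sample #05 had 19258894 counts and sample #09 had 18136286, within the range of the other 10 libraries. The labelled sexes were checked on Xist, which is transcribed from the inactive X chromosome, and on the Y-linked Ddx3y. Xist was at 0.0974 normalized CPM in sample #05 and at 545 in sample #09, and Ddx3y at 129 in sample #05 and 0 in sample #09. In the other 10 samples, every library labelled female had more Xist than every library labelled male, and the reverse held for Ddx3y.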

All 6 AVF were patent. 

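The paper does not state the distance behind its clustering, and 1 minus Spearman's correlation between the counts of the 6 AVF samples was used here. With samples #05 and #09 as 1 group and the other 4 AVF samples as another, the average silhouette width was 0.246 over the genes with a count in any AVF sample. The widths of single samples ranged from 0.193 in sample #04 to 0.381 in sample #09. Over the genes passing the filter on CPM, the average was 0.511, and without the genes that differed between the pair and the other 4 samples it was 0.0249. None of the other splits of the 6 samples into 2 and 4, out of 15 splits in all, had an average over 0.0605.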

To validate the separation of the 2 outlying AVF, a hierarchial sample clustering was performed; the 2 samples in the OUT group were clustered separately from the other 4 samples in the nAVF group, with an average silhouette score 0.426 (Fig. 1d)^30^.

**Figure 1:**
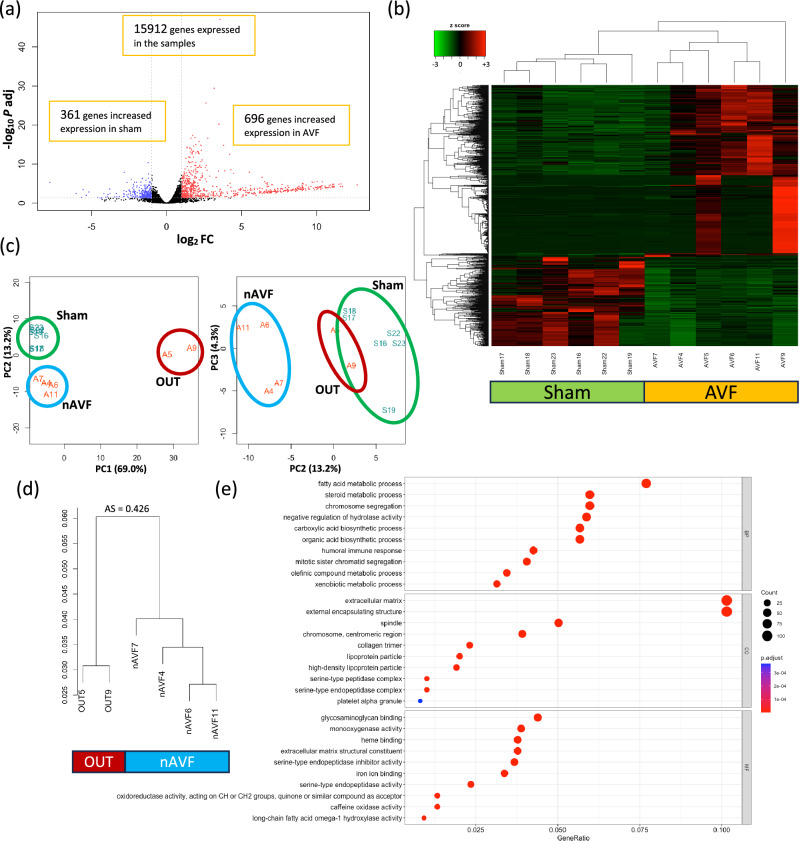
Differentially expressed genes (DEG) and gene ontology (GO) enrichment analyses between the sham and AVF groups. (**a**) Volcano plot of 15,912 genes expressed among the 12 samples (n = 6 sham, n = 6 AVF). 1057 genes were expressed differentially; genes (n = 696) with increased expression in AVF samples are in red dots, and genes (n = 361) with increased expression in sham samples are in blue dots. (**b**) Heatmap plot of the 1057 DEG. (**c**) Principal component analysis (PCA) plot of the 12 samples grouping the 1057 DEG. The 6 sham samples are circled in green; the 4 normal AVF (nAVF) samples are circled in blue; the 2 outlier (OUT) samples are circled in red. (**d**) Dendrogram of the hierarchial sample clustering. The 2 samples in the OUT group were clustered in a group distinct from the other 4 AVF samples (nAVF). The average silhouette (AS) score was 0.426. (**e**) GO enrichment analysis. 317 GO terms were significantly overrepresented among the 1057 DEG. GO terms of the top 10 lowest adjusted P values for each ontology (BP, CC, and MF) are shown. The x-axis shows the ratio of the number of DEG allocated to each GO term compared to the total number of DEG. The color of each dot reflects the adjusted P values. *AVF* arterio-venous fistula, *AS* average silhouette score, *Log2FC* logarithm of a fold change of AVF vs Sham to base 2, *P adj* adjusted P value calculated by the Benjamini–Hochberg procedure, *PC* principal component, *nAVF* normal AVF, *OUT* outliers, *BP* biological process, *CC* cellular component, *MF* molecular function.

To compare differential gene expression between the sham and AVF groups, gene ontology (GO) enrichment analysis was performed on the 1057 DEG. 317 GO terms were significantly overrepresented among the 1057 DEG. GO terms generally consisted of 3 subgroups, and there were 229 biological process (BP) terms, 20 cellular component (CC) terms and 68 molecular function (MF) terms within the 317 GO terms; the top 10 BP, CC and MF terms with the lowest adjusted p values were shown in Fig. 1e. To validate the heterogeneity within the AVF group, we extracted 13 GO terms related to immunity and 5 GO terms related to coagulation among the 317 GO terms (Supplementary Figs. S1, S2). 64 DEG were included in the 13 immune terms and 37 DEG in the 5 coagulation terms. 

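By edgeR's quasi-likelihood test, 24 of the 37 coagulation genes listed in Supplementary Fig. S2 and 26 of the 64 immune genes listed in Supplementary Fig. S1 were DEG with higher expression in the OUT group than in the nAVF group. No listed gene was a DEG with lower expression in the OUT group. With p values adjusted over each list alone, the counts were 25 and 34. The lists were drawn from DEG of the same 12 samples, so these counts are not independent of the earlier comparison. The median log2 fold change of OUT against nAVF was 8.72 over the coagulation genes and 2.38 over the immune genes. With sample #09 left out these medians were 7.45 and 1.01, and with sample #05 left out 9.25 and 2.985.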

Heatmap plots of the 64 immune genes and the 37 coagulation genes showed that the 2 AVF samples (sample #05 and #09) forming the OUT group showed different patterns of gene expression than the 4 AVF samples forming the nAVF group (Supplementary Figs. S1, S2). These data suggest that although all 6 of the AVF showed gene expression that was distinct from the sham veins, 2 of the 6 AVF (‘OUT’) showed a different pattern of gene expression compared to 4 of the 6 AVF (‘nAVF’).

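Among the DEG with higher expression in the AVF group than in the sham group, 163 were also DEG with higher expression in the OUT group than in the nAVF group. 0 of these genes were DEG between AVF and sham once samples #05 and #09 were left out. In nAVF against sham, 296 of the genes higher in AVF were DEG with higher expression, and of the genes lower in AVF 67 were DEG with lower expression. The number of genes with an unadjusted p value under 0.05 was 5023 with all 6 AVF samples and 4220 without the OUT samples. From heatmaps of the immune and coagulation genes, the paper proposes that the OUT samples had a pattern of gene expression different from the other AVF, although all AVF differed from the sham veins.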

### Gene expression microarray analysis comparing sham and AVF groups

To validate the RNA-seq results, we examined our previously performed gene expression microarray analysis^23,31^. In the microarray data, comparing 4 IVC samples from mice with an AVF with 4 IVC samples from sham-operated mice on postoperative day 7, 1196 genes were identified as DEG; MetaCore pathway analysis showed 39 pathways were significantly changed between the sham and AVF (Supplementary Table S2). Among these pathways, many metabolic pathways, such as tricarboxylic acid cycle and mitochondrial long chain fatty acid beta-oxidation, were significantly different. Six pathways related to cell cycle and a pathway of extracellular matrix (ECM) remodeling were also different between the sham and AVF groups. Analysis of several of these pathways showed that each of these metabolic pathways were significantly suppressed in the AVF (Supplementary Table S3). Importantly, almost all these genes downregulated in the AVF in the microarray analysis were also significantly less expressed in the AVF group in the RNA-seq data (Supplementary Table S3). These results show that the RNA-seq data are consistent with the previously reported gene expression microarray data and suggest that at least some metabolic pathways are suppressed during the early phase of venous remodeling.

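Supplementary Table S3 lists 60 genes of the tricarboxylic acid cycle, branched-chain amino acid metabolism, fatty acid beta-oxidation and oxidative phosphorylation that were chosen from the microarray data. In the RNA-seq data of the 6 AVF and 6 sham mice, 58 of them had a negative log2 fold change, and 31 had an adjusted p value under 0.05 over all tested genes (edgeR's quasi-likelihood test). With p values adjusted over the list alone, the number was 45, and with the number of the mouse as a block it was 38, including all 31 genes found without the block. The counts by list were 19 of 25 genes for oxidative phosphorylation, 6 of 13 for the tricarboxylic acid cycle, 5 of 11 for fatty acid beta-oxidation and 4 of 16 for branched-chain amino acids. Cpt1b had the largest change, from 52.3 ± 31 (SD, n = 6) to 10.2 ± 6.2 (SD, n = 6) normalized CPM, a log2 fold change of -2.35 (standard error 0.47, adjusted p = 0.00788, edgeR's quasi-likelihood test). Acaa2 had a log2 fold change of -1.37 (standard error 0.29, adjusted p = 0.0108, edgeR's quasi-likelihood test), and Suclg1 one of -1.28. Among genes without a fall, Dhtkd1 had a log2 fold change of 0.14 (adjusted p = 0.752, edgeR's quasi-likelihood test), which was negative without the OUT samples.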

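The mean log2 expression of the listed genes was 6.16 ± 0.34 (SD, n = 6) in the AVF group and 6.82 ± 0.55 (SD, n = 6) in the sham group, so that the groups overlapped. In every pair of the same number and sex, the AVF sample had the lower value. The values of a pair were closest in samples #05 and #17 (5.998 and 6.081) and farthest apart in samples #07 and #19 (5.896 and 7.326). Leaving out 1 sample at a time changed the number of genes with lower expression to between 6 and 44, and leaving out both OUT samples changed it to 6. In the nAVF group all 60 listed genes had negative log2 fold changes against sham, and 5 passed the adjusted threshold (21 with the block). In the OUT group 57 were negative and 0 passed (9 with the block).

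**Figure D2:**
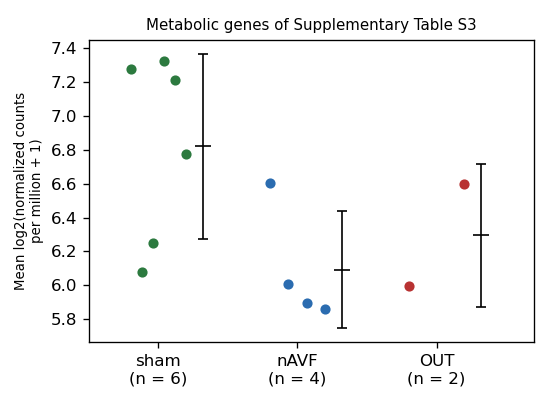
Mean log2 of normalized CPM plus 1 over the listed metabolic genes, 1 point per mouse, in the sham (n = 6), nAVF (n = 4) and OUT (n = 2) groups, with the mean and SD of each group in black. The sham samples lie between 6.08 and 7.33, the nAVF samples between 5.86 and 6.61, and the OUT samples at 6.00 and 6.59.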

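The median log2 fold change of the listed genes was -0.73, and the lowest median among 10000 random lists of as many genes matched on mean expression was -0.14. Fisher's exact test of the listed genes against all other tested genes gave an odds ratio of 20.5 (p = 1.69e-24), with genes not being independent replicates. With the mean expression of brown fat marker genes as a covariate, 1 listed gene had lower expression in AVF at the adjusted threshold. Some of these markers act in the same metabolism, so this covariate may remove a change in the vein as well. With marker genes of neurons as the covariate, 47 listed genes had lower expression, and with both covariates 0 did. From its RNA-seq data set beside the earlier microarray data, the paper proposes that at least some metabolic pathways are suppressed early in venous remodeling.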

### Subgroup comparison between nAVF and OUT groups

To further examine the heterogeneity among the AVF group, physiological data were compared (Fig. 2a). There was no significant difference in body weight change (days 0 to 7) among the sham, nAVF and OUT groups. On postoperative day 7, all 6 sham-operated IVC and all 6 AVF were patent. The aorta diameter, IVC diameter, aorta peak systolic velocity, resistance index and IVC peak velocity showed statistically significant increases in both the nAVF and the OUT groups compared to the sham group; however, there were no significant differences between the nAVF and the OUT groups. These data suggest that the nAVF and OUT groups were patent and not physiologically distinguishable at day 7.

**Figure 2:**
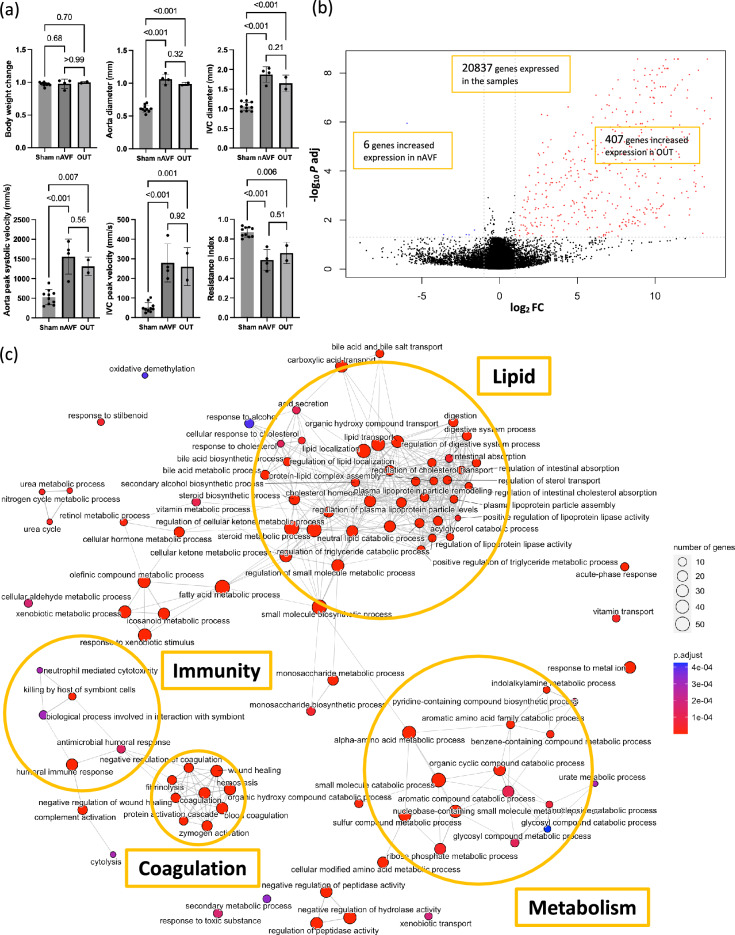
Differentially expressed genes (DEG) and gene ontology (GO) analyses between the normal AVF (nAVF) and outliers (OUT) groups. (**a**) Comparison of ultrasound findings among the sham (n = 6), nAVF (n = 4) and OUT (n = 2) samples. (**b**) Volcano plot of 20,837 genes expressed among the 6 AVF samples. 413 genes were expressed differentially; genes (n = 407) with increased expression in the OUT samples are in red dots, and genes (n = 6) with increased expression in the nAVF samples are in blue dots. (**c**) Enrichment map plot of the top 100 BP terms. Connected edges indicate mutually overlapping DEG sets. *AVF* arterio-venous fistula, *IVC* inferior vena cava, *Log2FC* logarithm of a fold change of nAVF vs OUT to base 2, *P adj* adjusted P value calculated by the Benjamini–Hochberg procedure, *PC* principal component, *BP* biological process, *CC* cellular component, *MF* molecular function.

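The comparison of the 2 OUT and 4 nAVF samples covered 22123 genes with a total of more than 12 counts over the 12 samples and a count in the AVF samples, and 352 were DEG by edgeR's quasi-likelihood test. With edgeR's exact test in its place the number was 532. Leaving out each nAVF sample in turn gave 275 to 353 DEG. No model with the number of the mouse as a block was possible, since no OUT sample shares number and sex with an nAVF sample. The groups were formed from the expression of the same samples, so the p values do not account for that choice.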

DEG between the nAVF and the OUT groups showed that among the 20,837 genes that were sufficiently expressed in the data set, 413 genes were determined as DEG between the 2 groups, setting the cutoff as |log2(Fold Change) |≥ 1 and adjusted p value < 0.05. Compared with the nAVF group, 407 genes had significantly increased expression in the OUT group, whereas only 6 genes had significantly decreased expression (Fig. 2b). 

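Of these DEG, 351 had higher and 1 had lower expression in the OUT group. The 5 genes with the lowest adjusted p values were Sult2a8, Ugt2b1, Fabp1, Mug1 and Akr1c6, each with no more than 3 counts in any nAVF sample. Mug1 was at 144 ± 29.1 (SD, n = 2) normalized CPM in the OUT group, at least 744-fold higher than in the nAVF group (adjusted p = 8.47e-06, edgeR's quasi-likelihood test). Fabp1 was at 82.6 ± 1.79 (SD, n = 2) in the OUT group, at least 428-fold higher, with the same test giving an adjusted p of 7.49e-06. The gene with lower expression in the OUT group was Gm8226, a pseudogene whose reads could have been shared with its parent gene, with a log2 fold change of -5.95 (standard error 0.50, adjusted p = 0.000307, edgeR's quasi-likelihood test).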

The heatmap plot and PCA plot both showed that the 2 groups were well separated with little overlap (Supplementary Fig. S3).

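Over these DEG, the leading principal component held 94.4% of the variance of the 6 samples.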

GO enrichment analysis of the 413 DEG between the nAVF and OUT groups showed 239 GO terms consisting of 150 BP terms, 19 CC terms and 70 MF terms. The top 10 BP, CC and MF terms with the lowest adjusted p values are shown in Supplementary Fig. S4. We observed that among the 150 BP terms, many terms related to metabolic processes, such as steroid metabolic process (GO:0008202), fatty acid metabolic process (GO:0006631), α-amino acid metabolic process (GO:1901605), aromatic compound catabolic process (GO:0019439), and glycosyl compound metabolic process (GO:1901657). In addition, terms related to immunity and coagulation were clustered in the enrichment map plots (Fig. 2c, Supplementary Fig. S4).

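Cytochrome P450 genes, UDP-glucuronosyltransferase genes and apolipoprotein genes, taken by symbol, stood in for terms of steroid, lipid and aromatic compound metabolism. 53 of the 125 tested genes of these families were DEG with higher expression in the OUT group and 0 with lower expression. The counts were 29 of 77 for cytochrome P450, 11 of 19 for UDP-glucuronosyltransferase and 13 of 29 for apolipoprotein genes. Among all other tested genes, 298 of 21998 had higher expression, an odds ratio of 53.5 (Fisher's exact test, two-sided, p = 1.97e-62, across genes). The paper found the terms that these families stand for in the same samples, so this test is not independent of its result.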

KEGG pathway enrichment analysis of the 413 DEG between the nAVF group and the OUT group showed 34 KEGG pathways that were significantly overrepresented (Table 1). Similar to the GO enrichment analysis, 16 metabolism-related pathways were detected including carbon metabolism (mmu01200), metabolism of xenobiotics by cytochrome P450 (mmu00980), arachidonic acid metabolism (mmu00590) and biosynthesis of amino acids (mmu01230), consistent with several metabolic processes being active in the OUT group compared with the nAVF group. 

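Supplementary Fig. S7 shows 41 genes of the complement and coagulation cascades that had counts in the AVF samples. Of these, 28 were DEG with higher expression in the OUT group than in the nAVF group by edgeR's quasi-likelihood test, and 0 were DEG with lower expression.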

The complement and coagulation cascades (mmu04610) were also overrepresented with the highest gene ratio and the lowest adjusted p value. These data are consistent with the nAVF and OUT groups having distinct patterns of gene expression, with notable increases in gene expression reflecting increased metabolism, immunity, and coagulation in the OUT group.

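Albumin (Alb), ENSMUSG00000029368, was at 1850 and 5590 normalized CPM in samples #05 and #09, and between 0.127 and 2.67 in the other 10 samples. Hepatocyte marker genes together took 0.357% of the counts of sample #05 (95% exact binomial interval 0.354% to 0.36%) and 0.91% of those of sample #09 (0.906% to 0.914%), against 0.00344% to 0.0113% in the other samples. From its enrichment analyses of GO terms and KEGG pathways, the paper proposes that the nAVF and OUT groups have distinct patterns of gene expression, with increased metabolism, immunity and coagulation in the OUT group.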

**Table 1:** KEGG pathway enrichment analysis comparing the nAVF and the OUT groups.

KEGG ID	Description	Gene ratio	(%)	*P* adj
mmu04610	Complement and coagulation cascades	36/74	48.6	2.80E−29
mmu00140	Steroid hormone biosynthesis	33/69	47.8	1.10E−26
mmu00830	Retinol metabolism	33/76	43.4	3.90E−25
mmu05204	Chemical carcinogenesis—DNA adducts	26/70	37.1	1.20E−17
mmu04976	Bile secretion	26/76	34.2	1.10E−16
mmu00591	Linoleic acid metabolism	16/39	41.0	1.30E−11
mmu04979	Cholesterol metabolism	16/44	36.4	1.10E−10
mmu00983	Drug metabolism—other enzymes	19/76	25.0	1.50E−09
mmu00982	Drug metabolism—cytochrome P450	15/60	25.0	1.50E−07
mmu00053	Ascorbate and aldarate metabolism	10/25	40.0	3.10E−07
mmu00980	Metabolism of xenobiotics by cytochrome P450	14/60	23.3	1.00E−06
mmu00120	Primary bile acid biosynthesis	11/38	47.1	1.60E−06
mmu00260	Glycine, serine and threonine metabolism	8/17	28.9	2.20E−06
mmu01240	Biosynthesis of cofactors	11/38	14.7	4.60E−06
mmu00590	Arachidonic acid metabolism	13/64	20.3	1.30E−05
mmu00040	Pentose and glucuronate interconversions	9/29	31.0	1.30E−05
mmu04975	Fat digestion and absorption	9/30	30.0	1.70E−05
mmu00270	Cysteine and methionine metabolism	11/48	22.9	2.10E−05
mmu00380	Tryptophan metabolism	10/40	25.0	2.50E−05
mmu01230	Biosynthesis of amino acids	12/68	17.6	1.20E−04
mmu04726	Serotonergic synapse	15/107	14.0	1.70E−04
mmu04950	Maturity onset diabetes of the young	6/16	37.5	1.90E−04
mmu05150	Staphylococcus aureus infection	9/42	21.4	2.60E−04
mmu00220	Arginine biosynthesis	6/18	33.3	3.80E−04
mmu00860	Porphyrin metabolism	8/37	21.6	6.20E−04
mmu03320	PPAR signaling pathway	11/70	15.7	6.40E−04
mmu04750	Inflammatory mediator regulation of TRP channels	13/105	12.4	1.80E−03
mmu05207	Chemical carcinogenesis—receptor activation	17/178	9.6	4.70E−03
mmu01200	Carbon metabolism	11/103	10.7	1.70E−02
mmu00430	Taurine and hypotaurine metabolism	4/18	22.2	3.10E−02
mmu02010	ABC transporters	6/42	14.3	3.60E−02
mmu00360	Phenylalanine metabolism	4/19	21.1	3.60E−02
mmu04918	Thyroid hormone synthesis	7/58	12.1	4.60E−02
mmu00340	Histidine metabolism	4/21	19.0	4.90E−02

### Subgroup analysis between the sham and nAVF groups

To characterize the difference in gene expression between the sham (n = 6) and nAVF (n = 4) groups, we performed another subgroup analysis, without the OUT (n = 2) samples. 

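The comparison of 4 nAVF and 6 sham samples covered 22059 genes, and 440 were DEG by edgeR's quasi-likelihood test. DESeq2 gave 777 DEG. With the number of the mouse as a block there were 435, and the fold changes of that model rest on 4 pairs. The nAVF and sham samples of the same number and sex deviated from their groups with a mean correlation of 0.142, to which sex may add. Leaving out each sample in turn gave 238 to 530 DEG.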

Among the 21,649 genes expressed sufficiently in the 2 groups, 403 genes had significantly different mRNA expression values, setting the cutoff as |log2(Fold Change) |≥ 1 and adjusted p value < 0.05. 

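Expression was higher in the nAVF group for 337 of the DEG and lower for 103, against 257 and 178 with the block. Rab27b rose from 24.5 ± 3.28 (SD, n = 6) to 108 ± 32 (SD, n = 4) normalized CPM, a log2 fold change of 2.12 (standard error 0.18, adjusted p = 0.000195, edgeR's quasi-likelihood test). Col12a1 had a log2 fold change of 3.3 (standard error 0.28, adjusted p = 0.000174, edgeR's quasi-likelihood test). Svip fell from 36.5 ± 2.94 (SD, n = 6) to 18.4 ± 2.53 (SD, n = 4), a log2 fold change of -1.00 (standard error 0.12, adjusted p = 0.00081, edgeR's quasi-likelihood test). Ifi27l2b had at most 3 counts in every nAVF sample and was at least 4.59-fold lower than in the sham group (adjusted p = 0.00167, edgeR's quasi-likelihood test). 0 of the genes with higher expression in the nAVF group were also DEG with higher expression in the OUT group than in the nAVF group.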

Compared with the sham group, 324 genes out of the 403 DEG were significantly upregulated in the nAVF group, while 79 genes were significantly downregulated in the nAVF group (Fig. 3a). 

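The mean distance between samples, measured as for the 6 AVF samples, was 0.029 within the nAVF group, 1.11 times that within the sham group, a difference that an exact permutation test (two-sided, n = 4 and 6) did not separate from 0 (p = 0.271). Its values share pairwise distances too. Over the DEG of nAVF against sham, the leading principal component held 80.2% of the variance and the next 4.58%.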

The heatmap and PCA plots showed that the 4 samples in the nAVF group were still more heterogeneous compared to the 6 samples in the sham group (Fig. 3b, Supplementary Fig. S5).

**Figure 3:**
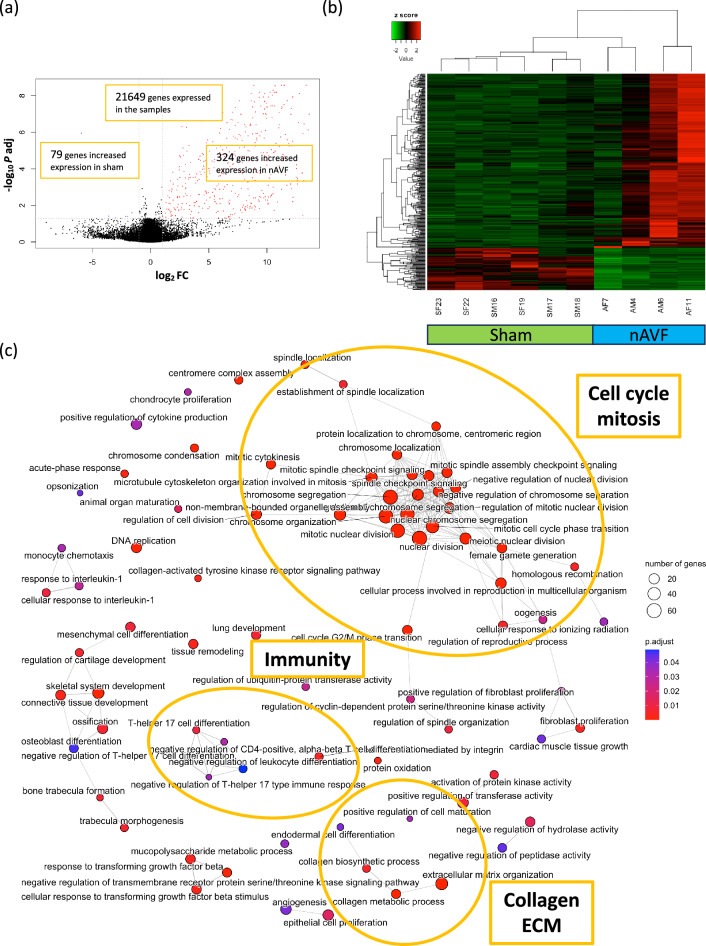
Differentially expressed genes (DEG) and gene ontology (GO) analyses between the sham and normal AVF (nAVF) groups. (**a**) Volcano plot of 21,649 genes expressed among the sham (n = 6) and nAVF (n = 4) samples. 403 genes were expressed differentially; genes (n = 324) with increased expression in the nAVF samples are in red dots, and genes (n = 79) with increased expression in the sham samples are in blue dots. (**b**) Heatmap plot of the 403 DEG. (**c**) Enrichment map plot of the 79 BP terms. Connected edges indicate mutually overlapping DEG sets. *AVF* arterio-venous fistula, *IVC* inferior vena cava, *Log2FC* logarithm of a fold change of nAVF vs Sham to base 2, *P adj* adjusted P value calculated by the Benjamini–Hochberg procedure, *BP* biological process, *CC* cellular component, *MF* molecular function.

GO enrichment analysis of the 403 DEG obtained from the comparison between the sham and nAVF groups identified 122 overrepresented GO terms that consisted of 79 BP terms, 19 CC terms and 24 MF terms. The top 10 BP, CC and MF terms with the lowest adjusted p values are shown in Supplementary Fig. S5. 

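A published list of genes of the S and G2/M phases, with 97 members tested, stood in for the terms of cell cycle and mitosis. 56 of them had higher expression in the nAVF group than in the sham group at the adjusted threshold (edgeR's quasi-likelihood test), and 32 did with the number of the mouse as a block. 0 had lower expression, the median log2 fold change was 1.12, and leaving out each sample in turn gave 38 to 59 genes.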

The enrichment map plot of the 79 BP terms showed that terms related to cell cycle and mitosis as well as terms related to immunity and the ECM were all increased in the nAVF group (Fig. 3c). Enrichment map plots of the 19 CC terms and the 24 MF terms showed that cell cycle and extracellular matrix including collagen were increased in the nAVF group (Supplementary Fig. S5). 

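Of 43 collagen genes with counts, 16 had higher expression in the nAVF group at the adjusted threshold (17 with the block) and 0 had lower expression (edgeR's quasi-likelihood test). Against all other tested genes, Fisher's exact test gave an odds ratio of 18.1 (p = 1.41e-13, across genes). With all 6 AVF samples, 18 of 36 tested collagen genes had higher expression and 1 had lower expression.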

KEGG pathway enrichment analysis of the 403 DEG between the sham and nAVF groups identified 15 KEGG pathways as significantly overrepresented pathways (Table 2), including cell cycle (mmu04110), the p53 signaling pathway (mmu04115), as well as ECM-receptor interaction (mmu04512). These results suggest that the AVF in the nAVF samples showed homogenous expression of genes, at day 7, that could promote venous adaptive remodeling.

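The mean distance of each nAVF sample to the other 3 nAVF samples ranged from 0.0233 to 0.0336. From its comparison of the nAVF and sham groups, the paper proposes that the nAVF samples showed homogenous expression of genes that could promote venous adaptive remodeling.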

**Table 2:** KEGG pathway enrichment analysis comparing the sham and the nAVF groups.

KEGG ID	Description	Gene ratio	(%)	*P* adj
mmu04110	Cell cycle	23/152	15.1	2.27E−09
mmu04974	Protein digestion and absorption	14/76	18.4	1.15E−06
mmu04512	ECM-receptor interaction	14/83	16.9	2.50E−06
mmu04814	Motor proteins	16/171	9.4	5.00E−04
mmu05146	Amoebiasis	11/84	13.1	5.00E−04
mmu04115	p53 signaling pathway	10/69	14.5	5.00E−04
mmu04151	PI3K-Akt signaling pathway	22/310	7.1	8.53E−04
mmu04114	Oocyte meiosis	12/112	10.7	1.19E−03
mmu04510	Focal adhesion	16/196	8.2	1.72E−03
mmu04914	Progesterone-mediated oocyte maturation	10/85	11.8	1.90E−03
mmu05222	Small cell lung cancer	9/90	10.0	1.24E−02
mmu05165	Human papillomavirus infection	19/311	6.1	1.24E−02
mmu04933	AGE-RAGE signaling pathway in diabetic complications	9/99	9.1	2.25E−02
mmu04218	Cellular senescence	12/164	7.3	2.39E−02
mmu04610	Complement and coagulation cascades	6/53	11.3	4.17E−02

### Subgroup analysis between the sham and OUT groups

To further understand the AVF in the OUT group, we compared the sham (n = 6) and OUT (n = 2) groups (Supplementary Fig. S6). Among the 22,163 genes, 701 genes were identified as DEG, setting the cutoff as |log2(Fold Change) |≥ 1 and adjusted p value < 0.05. 

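In the 2 OUT and 6 sham samples, 22150 genes had counts, and 689 were DEG by edgeR's quasi-likelihood test. With the number of the mouse as a block there were 1419 DEG, and samples of the same number and sex deviated with a mean correlation of 0.242, to which sex may add. Only 2 sham mice share number and sex with an OUT mouse, so the fold changes of that model rest on 2 pairs. Without sham sample #19 the number was 1064, and across the other sham samples left out in turn the lowest was 592.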

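Expression was higher in the OUT group for 629 DEG and lower for 60, against 823 and 596 with the number of the mouse as a block. Mug1, Fabp1 and Sult2a8 had no more than 3 counts in every sham sample and were at least 1020-fold, at least 589-fold and at least 421-fold higher in the OUT group. Rgn was at 91.6 ± 46.2 (SD, n = 2) normalized CPM in the OUT group and 0.142 ± 0.0757 (SD, n = 6) in the sham group (adjusted p = 1.57e-06, edgeR's quasi-likelihood test). Among the genes with lower expression, Ric3 had a log2 fold change of -1.47 (standard error 0.23, adjusted p = 0.00511, edgeR's quasi-likelihood test), with 11.6 normalized CPM in sham sample #19. Fhod3, at 8 in sham sample #16, had a log2 fold change of -1.53 (standard error 0.23, adjusted p = 0.00511, edgeR's quasi-likelihood test) and Tmod1 one of -1.21.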

Compared with the sham group, 667 genes out of 701 DEG were significantly upregulated, whereas 34 genes were significantly downregulated in the OUT group. The heatmap plot and the PCA plot showed that the OUT group was robustly clustered separately from the sham group. 

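The leading principal component over these DEG held 87.8% of the variance.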

GO enrichment analysis of the 701 DEG rendered significantly overrepresented 302 GO terms including 198 BP terms, 25 CC terms and 79 MF terms. The top 10 BP, CC and MF terms with the lowest adjusted p values are shown in Supplementary Fig. S6. As seen in the enrichment map plot, some clusters of metabolic processes were formed. 

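327 of the DEG with higher expression in the OUT group than in the sham group were also DEG with higher expression than in the nAVF group, and 177 were also DEG with higher expression in the nAVF group than in the sham group.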

Terms related to coagulation and wound healing were also clustered. Terms of cell cycle and cell division were also distinct in the enrichment map plot of the top 150 BP terms. 

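Of the 97 tested genes of the S and G2/M phases, 38 had higher expression in the OUT group than in the sham group at the adjusted threshold (edgeR's quasi-likelihood test), 46 with the number of the mouse as a block, and their median log2 fold change was 0.81.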

Although the AVF in the OUT group are distinct from the nAVF, these data suggest that the OUT are nonetheless undergoing adaptive remodeling to the fistula environment, and have increased number of genes regulated in the OUT compared to the nAVF (n = 701 vs. n = 403).

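In simulated counts with 200 genes changed 4-fold, none of them of low expression, the same test recovered 187 with 2 against 6 samples and 198 with 4 against 6. Without a fold change threshold, 870 genes had an adjusted p value under 0.05 in OUT against sham and 963 in nAVF against sham (edgeR's quasi-likelihood test), while with the number of the mouse as a block these were 1969 and 695, so without that threshold the order of the groups depended on the model. With the 2-fold threshold, OUT against sham had more DEG than nAVF against sham in every test, filter and model run on all their samples. Of the 629 DEG higher in the OUT group than in sham, 327 were also DEG higher than in the nAVF group. Those genes may come from hepatocyte RNA, so the order of the counts does not show how many genes the vein itself regulates. From its comparison of the OUT and sham groups, the paper proposes that the OUT group undergoes adaptive remodeling, and from its own counts of 701 and 403 DEG that more genes are regulated in it than in the nAVF group.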

### Integrating the subgroup analyses

To further understand the differences between the nAVF and OUT groups, we merged and reanalyzed the subgroup analysis comparing nAVF with OUT (Fig. 2, Table 1, Supplementary Figs. S3, S4) with the subgroup analysis comparing sham with nAVF (Fig. 3, Table 2, Supplementary Fig. S5) and the subgroup analysis comparing sham with OUT (Supplementary Fig. S6). First, we compared the 2 KEGG pathway analyses (nAVF vs. OUT, Table 1; sham vs. nAVF, Table 2). The complement and coagulation cascade (mmu04610) was the only common pathway that was consistently detected in both analyses. 

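F12 was at 9.12 ± 7.19 (SD, n = 2) normalized CPM in the OUT group, at least 47.3-fold higher than in the nAVF group (adjusted p = 0.00686, edgeR's quasi-likelihood test). F11 was at 4.56 ± 2.32 (SD, n = 2) and at least 23.6-fold higher, and F9 at 32 ± 26.6 (SD, n = 2) and at least 166-fold higher, with adjusted p values of 0.00639 and 0.00043 in the same test. Every nAVF sample had no more than 3 counts of each of these genes, and both OUT samples had more counts than every nAVF sample. Sample #09 had more than sample #05 for all 3 genes.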

Comparing the OUT group with the nAVF group, F12, F11 and F9 in the intrinsic coagulation pathway were highly expressed in the OUT group (Supplementary Fig. S7). F10, F5, F2 and fibrinogen in the downstream common coagulation pathway were also upregulated in the OUT group. In addition, in the complement cascade, C4BP, C5 and the C6/7/8/9 complex were significantly increased in the OUT group compared to the nAVF group. 

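F10 had a log2 fold change of 2.99 (standard error 0.45, adjusted p = 0.00947, edgeR's quasi-likelihood test) in the OUT group against the nAVF group, with 21 ± 12.7 (SD, n = 2) and 2.66 ± 1.03 (SD, n = 4) normalized CPM. F5 had a log2 fold change of 2.13 (standard error 0.27, adjusted p = 0.00364, edgeR's quasi-likelihood test). F2, on chromosome 2 of GRCm39 from 91455662 to 91466807, was at 32 normalized CPM in sample #05 and 96.8 in sample #09, at least 333-fold higher than in the nAVF group. The fibrinogen genes Fga and Fgb had log2 fold changes of 12.24 and 10.79, and Fgg was at least 1840-fold higher (adjusted p = 0.00019, 0.000307 and 8.52e-05, same test). Fga was at 175 in sample #05 and 896 in sample #09, and at 0.647 in sample #07, the highest of the nAVF group.

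**Figure D3:**
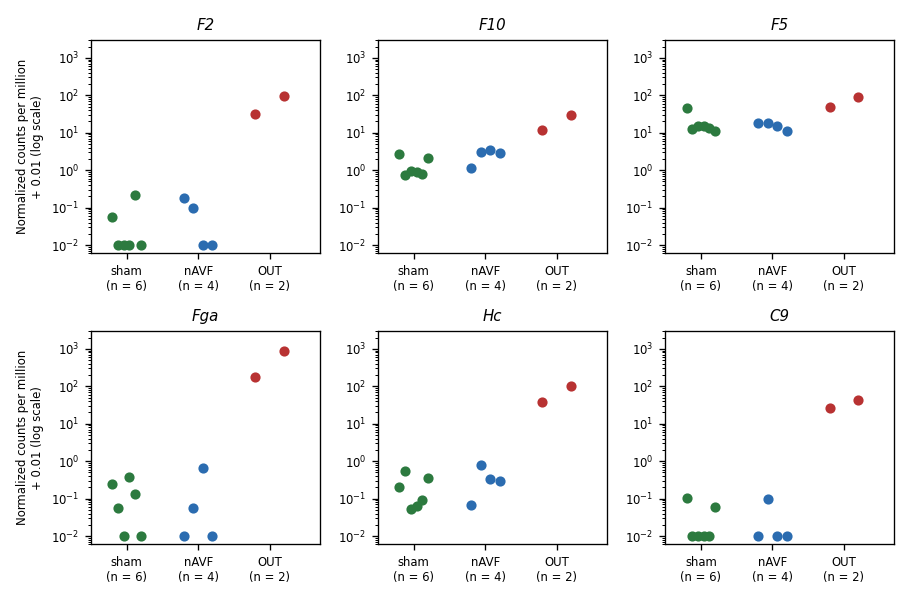
Normalized CPM plus 0.01 (log scale) of 6 genes of the coagulation and complement cascades, 1 point per mouse, in the sham (n = 6), nAVF (n = 4) and OUT (n = 2) groups. The OUT samples lie above all sham and nAVF samples for each gene, and C9 was at 25.7 and 44 in the OUT samples.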

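Hc, which encodes C5, had a log2 fold change of 7.50 (standard error 0.58, adjusted p = 0.000178, edgeR's quasi-likelihood test) in the OUT group against the nAVF group. C4bp was at least 225-fold, C8a at least 214-fold, C8b at least 94.6-fold and C9 at least 180-fold higher in the OUT group, all with no more than 3 counts in each nAVF sample. C8g had a log2 fold change of 3.88 (standard error 0.54, adjusted p = 0.00624, edgeR's quasi-likelihood test), and Vtn one of 3.3. C6 had a log2 fold change of 0.73 and C7 one of -0.42, with adjusted p values of 0.994 and 0.994 (edgeR's quasi-likelihood test). Without sample #04, which had 38.1 normalized CPM of C6 where the other nAVF samples had 6.15 to 10.7 and the OUT samples 22.2 and 30, C6 had 1.68 (adjusted p = 0.019, same test), so its result rested on 1 sample. With each sample left out in turn, the log2 fold change of C7 lay between -1.59 and 0.21.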

Comparing the nAVF group with the sham group, no statistical difference was found among coagulation factors as well as among complement factors (Supplementary Fig. S7). 

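Of the 35 genes of these cascades with enough counts, 5 had an adjusted p value under 0.05 in nAVF against sham (edgeR's quasi-likelihood test) and 11 had an unadjusted p value under it. Among them, expression was higher in the nAVF group for Serpina5, Vsig4 and C4b and lower for F8. Vsig4 had a log2 fold change of 2.64 (standard error 0.63, adjusted p = 0.0361, same test), and C4b, whose reads its paralog C4a could share, one of 1.31 (adjusted p = 0.034, same test).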

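F8 was at 15.7 ± 3.6 (SD, n = 4) normalized CPM in the nAVF group and 32.9 ± 8.14 (SD, n = 6) in the sham group, a log2 fold change of -1.09 (standard error 0.20, adjusted p = 0.0105, edgeR's quasi-likelihood test), with all nAVF samples below all sham samples. Its log2 fold change was -1.17 with the number of the mouse as a block and lay between -1.18 and -0.98 with each sample left out.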

Only F8, the most downstream coagulation factor in the intrinsic pathway, was downregulated in the nAVF group. Additionally, serine protease inhibitors (Serpins), which typically suppress the coagulation cascade^32,33^, showed increased expression in the nAVF group compared with the sham group. These data suggest that OUT show increased expression of complement and coagulation factors whereas nAVF do not.

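Of 44 tested Serpin genes, 5 had higher and 0 had lower expression in the nAVF group at the adjusted threshold (edgeR's quasi-likelihood test). Serpina5 had no count in any sham sample or in sample #07, and was at least 3.91-fold higher in the nAVF group (adjusted p = 0.0383, and 0.117 with the block, edgeR's quasi-likelihood test).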

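Further Serpin genes with higher expression in the nAVF group, named here after their values were seen, included Serpinb9b, Serpinb6b and Serpinh1, with log2 fold changes of 2.61, 1.10 and 0.71. With the number of the mouse as a block, these were 2.44, 1.00 and 0.69. Serpin genes were taken by symbol, and whether these act on the coagulation cascade was not tested. From the genes of these cascades, the paper proposes that OUT show increased expression of complement and coagulation factors and nAVF do not.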

We next integrated the DEG analysis data of the 4 comparisons between AVF and sham, nAVF and sham, OUT and sham, and OUT and nAVF (Table 3). To validate these results, we compared our previously published data directly examining these genes in the identical mouse AVF model. The AVF and nAVF groups showed small but not significant increases in Ephrin B2 and its receptor EphB4, markers of arteriovenous differentiation, consistent with previous reports of their increased expression^19,20,34^. 

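Efnb2 had a log2 fold change of 0.34 in AVF against sham (adjusted p = 0.0941, edgeR's quasi-likelihood test) and 0.36 in nAVF against sham, and with the number of the mouse as a block its adjusted p in AVF against sham was 0.0399 (same test) and over the other tests, filters and models tried it ranged from 0.0399 to 0.184. Ephb4 had 103 ± 8.91 (SD, n = 6) normalized CPM in the AVF group and 93.6 ± 10.9 (SD, n = 6) in the sham group, a log2 fold change of 0.14 (adjusted p = 0.305, edgeR's quasi-likelihood test).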

CD44, CD68 and transforming growth factor-β (TGF-β), important immune response markers during the fistula maturation, were significantly increased in the AVF and nAVF groups; their increases on postoperative day 7 after the AVF creation had been reported previously^20,22,23,26^. 

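Cd44 had a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.00466, edgeR's quasi-likelihood test) in AVF against sham and one of 0.63 in nAVF against sham (adjusted p = 0.0261, same test). Cd68 had 0.83 and 0.91 in those comparisons (adjusted p = 0.0238 and 0.0467, same test). For TGF-β, Tgfb2 was at 128 ± 35.4 (SD, n = 6) normalized CPM in the AVF group and 34.6 ± 5.95 (SD, n = 6) in the sham group, a log2 fold change of 1.89 (standard error 0.18, adjusted p = 0.000135, edgeR's quasi-likelihood test), and Tgfb3 had a log2 fold change of 1.24. Tgfb1 had a log2 fold change of 0.26 (adjusted p = 0.0856, edgeR's quasi-likelihood test) and did not pass the threshold.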

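Type I collagen genes were at 8290 ± 1950 (SD, n = 6) (Col1a1) and 10100 ± 2310 (SD, n = 6) (Col1a2) normalized CPM in the AVF group, with log2 fold changes of 1.34 and 1.19 against sham. Among type IV genes, Col4a1 had a log2 fold change of 1.37 (standard error 0.12, adjusted p = 6.45e-05, edgeR's quasi-likelihood test), and Col4a2 had 1.36. Type VIII genes rose by 2.29 (Col8a1) and 1.33 (Col8a2, with 4.81 normalized CPM in sample #04) on the log2 scale. Col18a1 rose by 0.89 in AVF against sham (adjusted p = 0.0125, edgeR's quasi-likelihood test) and by 0.78 in nAVF against sham (adjusted p = 0.0562, same test). Timp1 had a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.00494, edgeR's quasi-likelihood test), and Mmp2 had 0.77 (adjusted p = 0.00354, same test). In nAVF against sham, Timp1 had a log2 fold change of 1.29 and Eln, which encodes elastin, one of 3.67 (adjusted p = 0.0269 and 3.54e-05, edgeR's quasi-likelihood test).

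**Figure D4:**
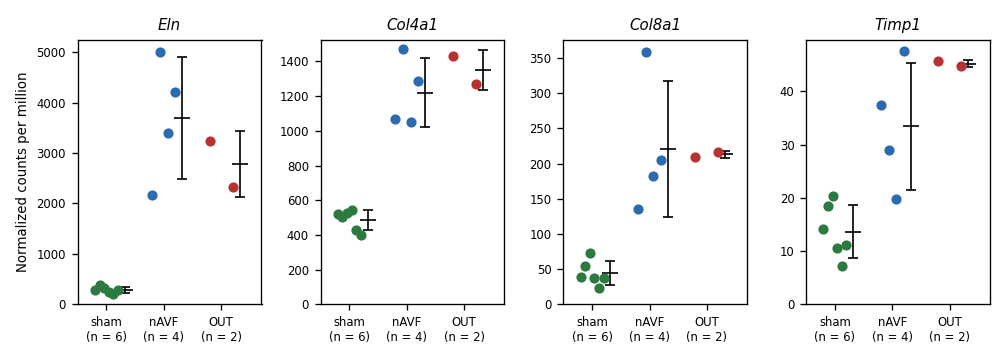
Normalized CPM of 4 genes of the extracellular matrix, 1 point per mouse, in the sham (n = 6), nAVF (n = 4) and OUT (n = 2) groups, with the mean and SD of each group in black. Eln lies between 202 and 382 in sham samples and between 2160 and 5000 in nAVF samples.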

Genes for collagen type I, type IV, type VIII and type XVIII, tissue inhibitor of metalloproteinase 1 (TIMP1), matrix metalloproteinase 2 (MMP2) and elastin also showed significantly more expression in the AVF and nAVF groups compared to the sham group. Upregulation of these molecules on day 7 were also observed previously^23^. Regarding declining changes, NADH: ubiquinone oxidoreductase (NDUF), vascular endothelial growth factor A (VEGF-A) and programmed death-ligand 1 (PD-L1) were significantly decreased in the AVF group, and these were also previously reported (day 7)^26,28,31^. 

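Of the 8 Ndufs genes, 6 had an adjusted p value under 0.05 (edgeR's quasi-likelihood test; 7 with the block), with log2 fold changes from -0.84 to -0.59. Vegfa had a log2 fold change of -0.74 (standard error 0.26, adjusted p = 0.078, edgeR's quasi-likelihood test) and Cd274, which encodes PD-L1, had -0.82 (adjusted p = 0.0717, same test), so neither passed. Over the other tests, filters and models tried, the adjusted p of Vegfa ranged from 0.0284 to 0.194 and that of Cd274 from 0.0236 to 0.0984 (edgeR's quasi-likelihood test and its alternatives).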

The OUT group also showed similar changes compared with the sham group. Therefore, these increases and decreases of gene expression in the AVF, nAVF and the OUT groups are consistent with previously published data.

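In OUT against sham, 43 of the 47 Table 3 genes had the same sign as in AVF against sham, a comparison that holds the same OUT and sham samples and so favours the same sign, and 9 had an adjusted p value under 0.05 (edgeR's quasi-likelihood test). For AVF against sham and nAVF against sham the numbers were 26 and 17. Eln had a log2 fold change of 3.28 (standard error 0.21, adjusted p = 1.3e-05, edgeR's quasi-likelihood test) in the OUT group, and Col4a1 had 1.48, while Vegfa had -0.83 (adjusted p = 0.213, same test).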

**Table 3:**
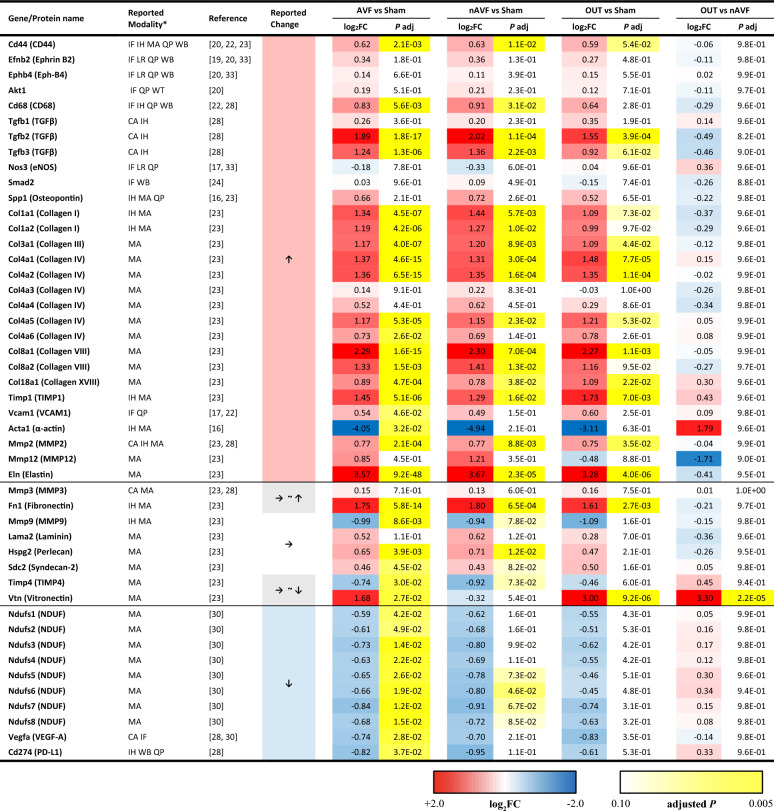
Validation of the next-generation RNA sequencing data with published data using the mouse AVF model.

*CA cytokine array, * F* immunofluorescence, *IH* immunohistochemistry, *LR* literature review, *MA* microarray, *QP* qPCR, *WB* western blotting.

Nevertheless, compared with the nAVF group, the OUT group showed negative log_2_ (Fold Change) in many genes where the AVF and nAVF groups showed increases concordant with the published data (Table 3), such as most of the collagen genes, although no statistical significance was observed. 

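Of the 19 Table 3 genes with higher expression in AVF than sham at the adjusted threshold, 14 had a negative log2 fold change in OUT against nAVF, and 0 passed it (edgeR's quasi-likelihood test). For the 12 collagen genes of Table 3 the log2 fold changes ran from -0.37 to 0.3, with 8 negative. Over all 43 tested collagen genes 30 were negative, with a median of -0.17.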

On the other hand, the OUT group, when compared with the nAVF group, showed relatively increased expression of many genes upregulated in the whole AVF group**,** suggesting attenuated regulation of gene expression in the OUT group. In toto, these data suggest that the AVF in the OUT group have a different pattern of adaptive remodeling in the fistula environment compared to both the nAVF group as well as previous published data, e.g., the OUT group are not characterized by the same adaptive venous remodeling as present in the nAVF group.

### Subgroup analysis between female and male AVF

To determine whether sex differences in gene expression were present in the AVF group, we performed a subgroup analysis between the female AVF samples (n = 3) and the male AVF samples (n = 3). With the cutoff as |log2(Fold Change) |≥ 1 and adjusted *p* value < 0.05, only 24 DEG consisting of 12 upregulated genes and 12 downregulated genes were identified. 

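Between the 3 female and 3 male AVF samples, 7 genes were DEG at this threshold by edgeR's quasi-likelihood test, 1 with higher and 6 with lower expression in the female AVF. Groups of 3 and 3 give no exact permutation p under 0.1 for a single gene.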

To avoid missing important differences in gene expression, we lowered the threshold level for the fold change from 2.0 times to 1.5 times, that is |log2(Fold Change) |≥ 0.585. 

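With the threshold at 1.5-fold the number stayed at 7, against 62 with DESeq2. With the number of the mouse as a block, 14 genes were DEG, 7 higher and 7 lower in the female AVF, and female and male AVF samples of the same number deviated with a mean correlation of 0.43. Both OUT samples have the number 2 and no nAVF sample has it, so the block also takes up the difference between OUT and nAVF. Leaving out each sample in turn gave 5 to 6 DEG.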

Even with this threshold change, only 49 genes were differentially expressed, with 29 genes upregulated, and 20 genes downregulated in the female AVF (Fig. 4a). As expected, 2 genes out of the 29 genes expressed greater in the female AVF were present on the X chromosome, and 5 of the 20 genes less expressed in the female AVF were present on the Y chromosome (Supplementary Table S4). 

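Of the 7 DEG, 1 with higher expression in the female AVF lay on the X chromosome and 4 with lower expression lay on the Y chromosome. Xist was at least 4340-fold higher in the female AVF (adjusted p = 0.000459, edgeR's quasi-likelihood test). Eif2s3y, Ddx3y, Kdm5d and Uty had no more than 3 counts in each female AVF and were at least 239-fold, at least 735-fold, at least 114-fold and at least 155-fold lower there. The other genes were autosomal: Ppbp had a log2 fold change of -2.30 (standard error 0.19, adjusted p = 0.0111, edgeR's quasi-likelihood test), and Dbp, named after its values were seen, had -1.84.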

The heatmap plot and PCA plot of the 49 DEG showed that no prominent homogeneity was observed in either group (Fig. 4b, Supplementary Fig. S8). 

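Over these DEG, the leading principal component held 99.2% of the variance of the 6 AVF samples.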

GO enrichment analysis of the 49 DEG showed that 63 GO terms were statistically significant, with 47 terms belonging to BP, 8 terms belonging to CC and 8 terms belonging to MF. Among the top 10 BP terms with the lowest adjusted *p* values, 8 CC terms and 8 MF terms are shown in Fig. 4c. Enrichment map plots of the 3 ontology subgroups are shown in Supplementary Fig. S8. These data are consistent with very few differences in gene expression detectable between patent female and male AVF on postoperative day 7.

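Whether the effect of the operation differed between the sexes was tested over all 12 samples as an interaction of operation and sex. 0 of 22163 tested genes had an adjusted p value under 0.05 for the interaction, and 1069 had an unadjusted p value under it (edgeR's quasi-likelihood test). With the number of the mouse as a block, a model added after the values were seen, these were 0 and 1180 genes (same test). In simulated counts with 200 genes changed 4-fold, 159 were recovered by the test without the block. Smaller changes, and changes in genes of low expression, were not simulated, so the power for them is unknown. From its comparison of female and male AVF, the paper proposes that very few differences in gene expression are detectable between patent female and male AVF on this day.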

**Figure 4:**
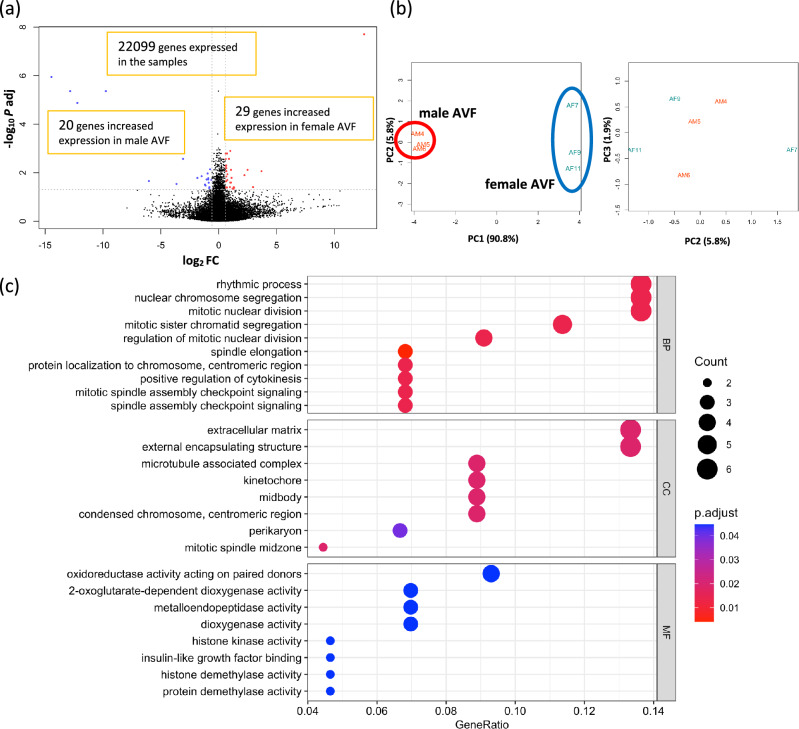
Differentially expressed genes (DEG) and gene ontology (GO) analysis between the female and male AVF. (**a**) Volcano plot of 22,099 genes expressed among the female (n = 3) and male (n = 3) AVF samples. 49 genes were expressed differentially; genes (n = 29) with increased expression in the female AVF samples are in red dots, and genes (n = 20) with increased expression in the male AVF samples are in blue dots. (**b**) Principal component analysis (PCA) plot of the 6 AVF samples grouping the 49 DEG. The 3 female AVF samples are circled in blue; the 3 male AVF samples are circled in red. (**c**) GO enrichment analysis. 63 GO terms were significantly overrepresented among the 49 DEG. *AVF* arterio-venous fistula, *Log2FC* logarithm of a fold change of the female AVF vs the male AVF to base 2, *P adj* adjusted P value calculated by the Benjamini–Hochberg procedure, *PC* principal component, *BP* biological process, *CC* cellular component, *MF* molecular function.

## Discussion

Our data shows heterogeneous patterns of mRNA expression on postoperative day 7 among the AVF group compared to the relatively homogenous sham-operated group (Fig. 1b,c Supplementary Figs. S1, S2), although many genes related to metabolism were significantly downregulated in the AVF group, which is consistent with previous microarray data (Supplementary Table S3). Interestingly, the AVF group was divisible into two distinct subgroups, nAVF and OUT (Fig. 1c,d), with different patterns of expression including coagulation, immunity, lipid, and many metabolic processes (Fig. 2c, Table 1, Supplementary Fig. S4), despite all AVF among both groups being patent and physiologically indistinguishable (Fig. 2a). The nAVF group showed overrepresentation in immunity, extracellular matrix including collagens, and cell cycle (Fig. 3c, Table 2, Supplementary Fig. S5) compared to sham. The OUT group showed overrepresentation in cell cycle and metabolic processes, but also showed distinct activation of the coagulation and complement systems (Supplementary Fig. S7). Previously published data was used to validate these findings (Table 3). These data suggest that the AVF group, including the nAVF and OUT groups, have an expression profile compatible with adaptive remodeling, whereas a significant minority of AVF (OUT) may be predisposed to fistula failure with additional activation of genes in the metabolism, coagulation and inflammation pathways.

Our data shows that a significant minority of the AVF (2 of 6 samples) are associated with different patterns of mRNA expression from the majority (4 of 6) of AVF (Fig. 1b–d). We have previously reported, using the same murine AVF model, approximately a third of the patent AVF gradually fail to remain patent beginning at day 21 through day 42^16,35^. These similar data suggests that our mouse AVF model shows a rate of failure to mature that corresponds to that seen with human fistulae. Although the clinical outcome of AVF remains inadequate for many patients, biological mechanisms that regulate AVF maturation and failure are still poorly understood^36^. Patient characteristics such as age, female sex and diabetes as well as physiological parameters such as the preoperative venous diameter and the postoperative fistula flow velocity may be related to fistula failure^37–39^, but these clinical markers have not led to rigorous molecular or physiological biomarkers that correlate with failure. One potential biomarker, low serum ratio of matrix metalloproteinase/tissue inhibitor of metalloproteinase (MMP/TIMP) at the time of fistula surgery was associated with subsequent maturation failure in humans^40^. In our data, the OUT group showed relatively low MMP12 expression and high TIMP4 expression compared to the nAVF group as well (Table 3). Moreover, the coagulation cascade in the OUT group was upregulated (Fig. 2c, Supplementary Fig. S7). 

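Mmp12 was at 8.85 ± 1.74 (SD, n = 2) normalized CPM in the OUT group and 29.3 ± 12 (SD, n = 4) in the nAVF group, a log2 fold change of -1.71 (standard error 0.40, adjusted p = 0.126, edgeR's quasi-likelihood test). Timp4 was at 24.8 ± 1.78 (SD, n = 2) and 18.3 ± 5.18 (SD, n = 4), with a log2 fold change of 0.45 (adjusted p = 0.994, same test). Neither passed the adjusted threshold, and the adjusted p of Mmp12 ran from 0.00117 to 0.905 over the other tests, filters and models tried (edgeR's quasi-likelihood test and its alternatives).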

Activated coagulation and thrombosis are clinically related to AVF failure^41^. In addition, genotype polymorphisms of factor V, prothrombin (factor II) and plasminogen activator inhibitor I (PAI-I) were also associated with AVF failure in humans^42,43^. In a randomized controlled trial, the combination of oral prostacyclin analog and clopidogrel improved early AVF patency and maturation compared to placebo^44^. These similarities suggest the OUT group may be destined to fail to achieve adaptive remodeling.

Interestingly, although metabolism was generally suppressed in the AVF samples compared to the sham (Supplementary Table S3), many metabolic processes were relatively less downregulated in the OUT group when compared to the nAVF group (Fig. 2c, Supplementary Fig. S4). However, the relationship between AVF maturation and metabolism has been poorly documented. 

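In OUT against nAVF, 58 of the 60 genes of Supplementary Table S3 had a positive log2 fold change, with a median of 0.18. 0 had an adjusted p value under 0.05 and 1 an unadjusted p value under it (edgeR's quasi-likelihood test). The mean log2 expression of these genes was 5.998 in sample #05 and 6.595 in sample #09, against 6.09 ± 0.35 (SD, n = 4) in the nAVF group. Against sham, their median log2 fold change was -0.90 with sample #05 as the only OUT sample, and -0.81 in the nAVF group. The positive direction therefore rested on sample #09.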

Using a microarray, we previously reported that oxidative phosphorylation, mitochondrial long chain fatty acid β-oxidation and mitochondrial unsaturated fatty acid β-oxidation were significantly downregulated in the mouse AVF model on day 7 compared to sham veins^31^. Endothelial cells prefer anaerobic glycolytic metabolism to oxidative phosphorylation to produce ATP^45,46^, perhaps to minimize the effects of reactive oxygen species and oxidative stress^47^. Therefore, it is possible that suppression of several metabolic processes could be a key signature of successful adaptive remodeling and ultimately AVF maturation.

In contrast to the OUT group, the nAVF group may represent physiological adaptive venous remodeling. The nAVF group showed significant changes in ECM and immunity as well as cell cycling (Fig. 3c, Table 3, Supplementary Fig. S5), compared to the sham group. The regulation of AVF maturation is complex and remains incompletely understood. Immediately after AVF creation, the vein accommodates to a new fistula environment characterized by arterial inflow without peripheral vascular resistance, and thus the vein is exposed to high flow, high pressure, high shear stress, and high oxygen tension^48–50^ to which the vein undergoes adaptive outward remodeling and wall thickening^15,51–53^. The adaptative response involves not only cell proliferation but also a constellation of biological processes including ECM remodeling^23,47,51^. Degradation of ECM by the upregulation of the MMP family plays a key role in the early maturation phase in order for the vein to remodel. Likewise, proper expression of TIMP, collagens, elastins, and other structural proteins is essential to regulate the degradation and synthesis of ECM^23,54^. Moreover, as the nAVF group showed overrepresentation of immunity, immune response including both innate and adaptive systems such as accumulation of macrophages and T cells is also important for the AVF maturation^24,26,28,55^. Our data shows heterogeneous responses in the group of veins, suggesting that patterns of gene expression predict success or failure of venous adaptive remodeling.

Although RNA-seq is becoming a popular biological technique, few studies have reported use of RNA-seq to study AVF maturation. In a study that examined paired vein and AVF samples in humans^56^, 102 DEG were identified in association with subsequent AVF maturation failure. Among these DEG, proteoglycan-modifying enzymes (HYAL2 and HPSE) and metalloproteinases (MMP9, MMP19, ADAMTS9, and ADAMTS14) showed decreased expression in failure cases. However, no upregulation of metabolic process was reported in the study. The timing of specimen collection in this study was 2–4 months after AVF creation, so active changes of metabolic signatures in failure cases might be difficult to detect.

Our study surprisingly found that comparison between female and male AVF showed almost insignificant differences (Fig. 4, Supplementary Table S4, Supplementary Fig. S8), although female sex is a well-known risk factor of AVF maturation failure in humans^7,57^. Moreover, our murine AVF model showed significantly worse patency rate in female mice beginning day 21 up to day 42^17^. We also reported gonadectomy in female mice diminished accumulation of monocytes, macrophages, and T cells in the venous wall on day 3 and day 7, suggesting female sex hormones regulate AVF maturation via immune cell recruitment^18^. Similarly, RNA-seq and bioinformatics analyses of human AVF samples showed that activated γδ-T cells and mast cells were observed only in women^58^. Since our RNA-seq data does not show sex differences that emerge later than day 7 in this model, female sex hormones may have later influence on the immune cell response to venous adaptive remodeling.

In conclusion, RNA-seq showed significantly heterogeneous mRNA expression on day 7 in the murine aortocaval AVF model. Despite physiologically indistinctive features of the AVF, a small subset of AVF undergoes not only normal remodeling, but also several biological processes including diminished ECM remodeling, activated coagulation and inflammation as well as relatively upregulated metabolism, that suggest predisposition to maladaptive remodeling that could lead to fistula failure. These data suggest that detection of these processes, such as metabolism, might be a viable translational strategy to predict fistula failure and reduce patient morbidity.

## Materials and methods

### Arteriovenous Fistula (AVF) model

All animal experiments were performed in compliance with federal guidelines and the ARRIVE guidelines and with approval from the Institutional Animal Care and Use Committee of Yale University.

10-week-old wild-type female and male C57BL/6 J mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Infrarenal aortocaval fistulae were created as previously described^16,35^. Briefly, inhaled 2–2.5% isoflurane in 1.0 L/min 0_2_ was used for general anesthesia, and extended-release buprenorphine (Ethiqa XR; North Brunswick, NJ, USA) was administered subcutaneously with a dosage of 3.25 mg/kg body weight for intraoperative and postoperative analgesia. The abdominal aorta and the IVC were exposed with a midline laparotomy; the bowels were gently retracted. After the vessels were clamped at an immediately caudal level of the origins of the left renal artery and vein, a fistula between the vessels was created by using a 25-gauge needle to puncture the aorta and IVC, from a left lateral side of the aorta into a lumen of the IVC at a level cranial to the aortic bifurcation. Hemostasis of the puncture site on the lateral aortic wall was achieved by a gentle compression with a surrounding retroperitoneal tissue. A pulsatile bright-red blood flow visible intraoperatively through the IVC wall was considered as a primary technical success of the AVF creation. Sham-operated mice underwent all the same steps except the needle puncture.

### Ultrasound measurements

A Vevo 770 High-Resolution Imaging system (FUJIFILM Visual Sonics, Toronto, Canada) with an RMV704 transducer with a center frequency of 40 MHz was utilized for a sonographic assessment just before the operation (day 0) and on postoperative day 7 as described previously^16,35^. 10 sham-operated mice (5 female and 5 male animals) and 6 mice with a AVF (3 female and 3 male animals) were assessed. Briefly, under general anesthesia with inhaled 1.5% isoflurane in 1.0 L/min O_2_, the abdominal aorta and the IVC were identified at a level of left renal artery and vein. Diameters of the vessels were measured at an immediately caudal level of the origins of the left renal artery and vein in a transverse view under B-mode. Velocities of blood flow in the vessels were also measured at the same level in a longitudinal view under pulse-wave mode. An AVF was considered patent when increased diameters and velocities of the vessels were observed on postoperative day 7. Resistance index was calculated by (aorta peak systolic velocity – aorta end-diastolic velocity) / aorta peak systolic velocity.

### RNA extraction and RNA sequencing

For poly-A mRNA sequencing, IVC from 6 sham-operated mice and 6 mice with a AVF were collected. Among these animals, the 6 AVF were from the same mice used for the ultrasound assessment above. Euthanasia method for all animals was exsanguination under anesthesia with inhaled 3–4% isoflurane in 1.0 L/min O_2_, consistent with recommendations of the American Veterinary Medical Association Guidelines on Euthanasia and complying with local Veterinary Clinical Services policies. All IVC samples were harvested after circulatory flushing with normal saline on postoperative day 7. The range of the extracted IVC from mice with an AVF was from just above the fistula opening through just below the origin of the left renal vein. The tissues were immediately submerged in RNAprotect Tissue Reagent (QIAGEN, Hilden, Germany) and incubated overnight at 4 °C, then stored at − 20 °C without the reagent. Total RNA was extracted using RNeasy Mini Kit with DNase I (QIAGEN, Hilden, Germany) according to the manufacturer’s protocol. Total RNA quality and concentration were estimated with A260/A280 and A260/A230 ratios measured using a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, DE, USA).

Preparation and sequencing of poly-A mRNA sequencing libraries were performed by the Yale Center for Genome Analysis (YCGA). RNA integrity was estimated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA integrity number (RIN) values of ≥ 8.0 were used for analysis. Poly-A mRNA was purified from approximately 200 ng of total RNA and the stranded mRNA sequencing libraries were constructed using KAPA mRNA HyperPrep Kit for Illumina sequencing (Roche, Basel, Switzerland). Indexed libraries were quantified by qRT-PCR using KAPA Library Quantification Kits (Roche, Basal, Switzerland) and insert size distribution was determined using an Agilent 2100 Bioanalyzer. Samples with a yield of ≥ 0.5 ng/µL and a size distribution of 150–300 bp were sequenced. Sample concentrations were normalized to 1.2 nM and loaded onto an Illumina NovaSeq flow cell (Illumina, San Diego, CA, USA) at a concentration that yielded 25 million passing filter clusters per sample. Samples were sequenced using 101 bp paired-end sequencing on an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA). Data generated during sequencing runs were simultaneously transferred to the YCGA high-performance computing cluster.

### Differential expression analysis and enrichment analysis

The FASTQ files of raw sequencing reads were imported into a computing cluster based on Red Hat Linux computing system and analyzed. For the purpose of quality control, poly A and poly T sequences, Illumina adaptor sequences and low-quality sequences in the reads were deleted using PRINSEQ v0.20.4 and Trimmomatic v0.39 software^59,60^. The trimmed sequencing data were aligned to the GRCm39 reference genome with the gene annotation information (Ensembl release 106)^61^ and expression values for each gene were counted using STAR v2.7.7a and RSEM v1.3.3 software^62^ (Supplementary Code S1).

Further analyses were performed using packages in R v4.2.3 and RStudio v2023.03.0 build 386 on the macOS computing system. Differentially expressed genes (DEG) were identified from the dataset using the edgeR v3.40.2 package^63^ (Supplementary Code S2). To identify DEG and perform post-hoc analyses among subgroups, we used the TCC v1.38.0 and baySeq v2.32.0 packages^64–66^ (Supplementary Code S3, S4, S5). To exclude low-expressed genes, only genes with total counts per million (CPM) greater than 1 in at least 2 samples were used for the analysis between the sham and the AVF groups (Supplementary Code S2). For subsequent subgroup analyses, only genes with total expression counts greater than 12 throughout the 12 samples were used (Supplementary Code S3, S4, S5). Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were carried out using the clusterProfiler v4.6.2 package^67^ (Supplementary Code S2, S3, S4, S5). Visualization of the enrichment analyses were rendered by the clusterProfiler and the pathview v1.38.0 packages^68^.

### Gene expression microarray analysis

To validate the RNA-seq data, we referred to microarray data that was previously described^23,31^. Briefly, the IVC of sham-operated mice or mice with an AVF were collected on postoperative day 7 (n = 4). Total RNA was isolated from each sample, and 200 ng of isolated RNA was used for whole genome gene expression microarray analysis using the Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA, USA). DEG were identified with a false discovery rate < 0.05 and an absolute fold change > 2.0. Pathway enrichment analysis was performed using MetaCore (Thomson Reuters, New York, NY, USA).

### Statistical analysis

Statistical analyses of the sequencing data were performed with the above-mentioned packages in R, where an adjusted P value of < 0.05 and an absolute fold change of ≥ 2.0 were considered statistically significant to identify DEG unless otherwise specified. Adjusted P values of < 0.05 were considered statistically significant including for the GO and KEGG enrichment analyses. The adjusted P values were determined by applying the Benjamini–Hochberg multiplicity correction method^69^.

All other statistical analyses were performed with GraphPad Prism 9 v9.4.1 (GraphPad Software, San Diego, CA, USA). Data are represented as mean ± standard error of the mean. For multiple group comparison, the Shapiro–Wilk test was used to determine normality of the distributions; for normally distributed data, one-way ANOVA followed by Tukey’s post hoc test was used whereas for data without a normal distribution, the Kruskal–Wallis test followed by the Dunn post hoc test was performed. Statistical significance was determined as a P value < 0.05.

### Supplementary Information

Supplementary Information.

## Data Availability

All custom scripts are available as Supplementary Code S1–S5. The raw RNA sequencing data and the processed data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) database under accession number GSE244317.

# Supplementary material for: Heterogeneous gene expression during early arteriovenous fistula remodeling suggests that downregulation of metabolism predicts adaptive venous remodeling
**Source:** Sci Rep. 2024 Jun 10;14:13287. doi: 10.1038/s41598-024-64075-8
**Supplement:** Supplementary file 1 — Supplementary Information.

# Supplemental Data

## Title

**Heterogeneous gene expression during early arteriovenous fistula remodeling suggests that downregulation of metabolism predicts adaptive venous remodeling**

## Authors

Yuichi Ohashi, MD<sup>1,2,3</sup>, Clinton D. Protack, MD, PhD,<sup>1,2</sup> Yukihiro Aoyagi, MD, PhD<sup>1,2,4</sup>, Luis Gonzalez, PhD<sup>1,2</sup>, Carly Thaxton, MD<sup>1,2</sup>, Weichang Zhang, MD, PhD<sup>1,2</sup>, Masaki Kano, MD, PhD<sup>1,2,5</sup>, Hualong Bai, MD, PhD<sup>1,2</sup>, Bogdan Yatsula, PhD<sup>1,2</sup>, Rafael Alves, BM<sup>1,2</sup>, Katsuyuki Hoshina, MD, PhD<sup>3</sup>, Eric B Schneider PhD<sup>6</sup>, Xiaochun Long PhD<sup>7</sup>, Rachel J. Perry, PhD<sup>8,9</sup>, Alan Dardik, MD, PhD<sup>1,2,9,10, \*</sup>

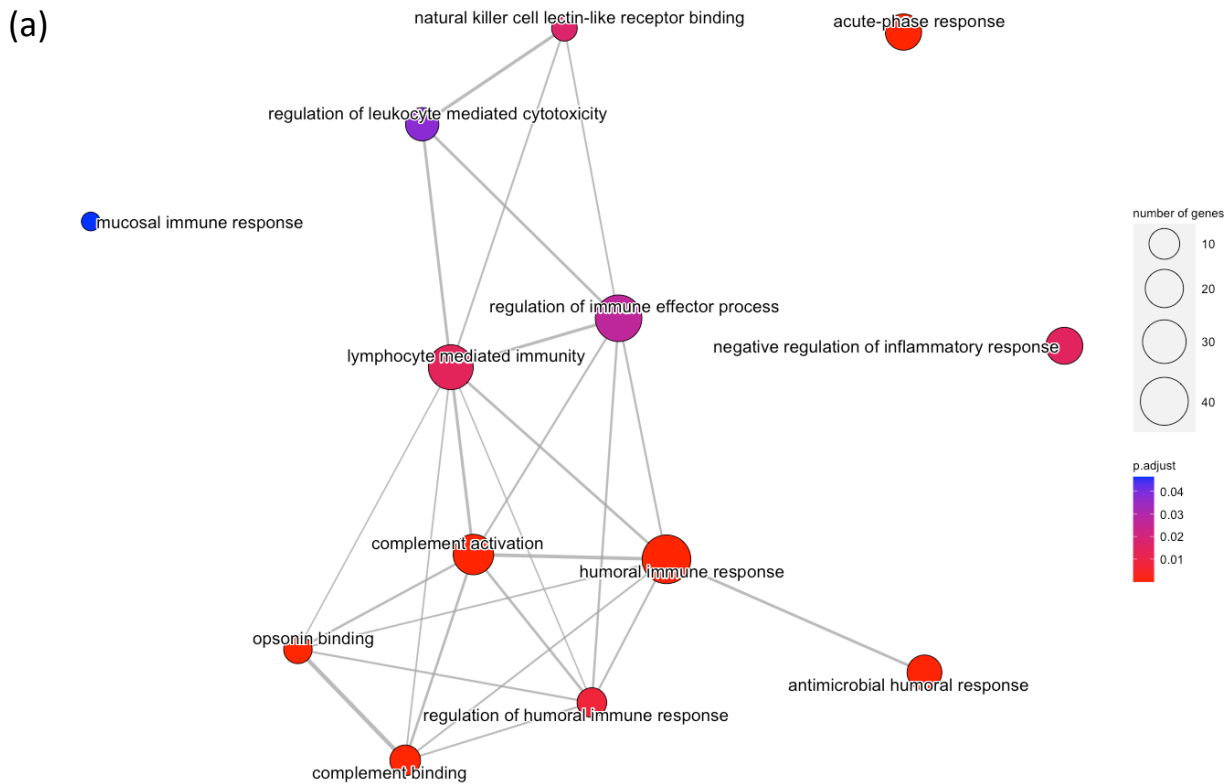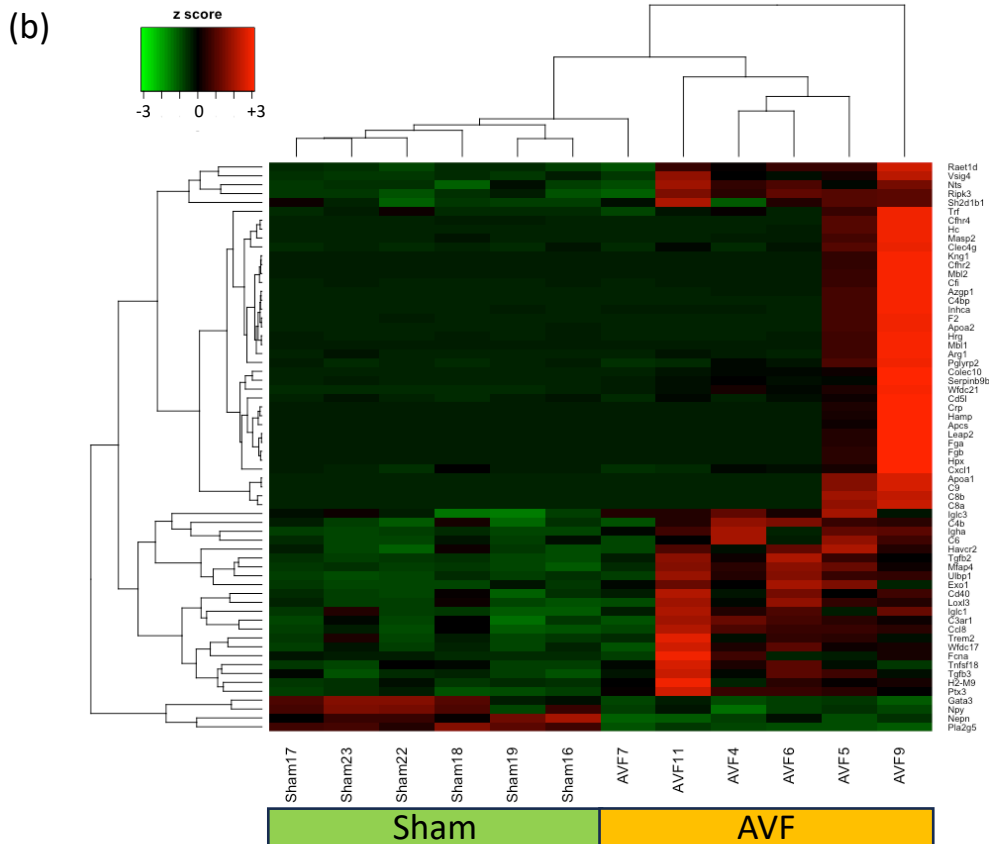

**Supplementary Figure S1: Difference in the Immune system comparing the sham and AVF groups.**

(a) Enrichment map plot of the 13 GO terms related to the immune system. Connected edges indicate mutually overlapping DEG sets. (b) Heatmap plot of the 64 immune genes included in the 13 GO terms.

(a)

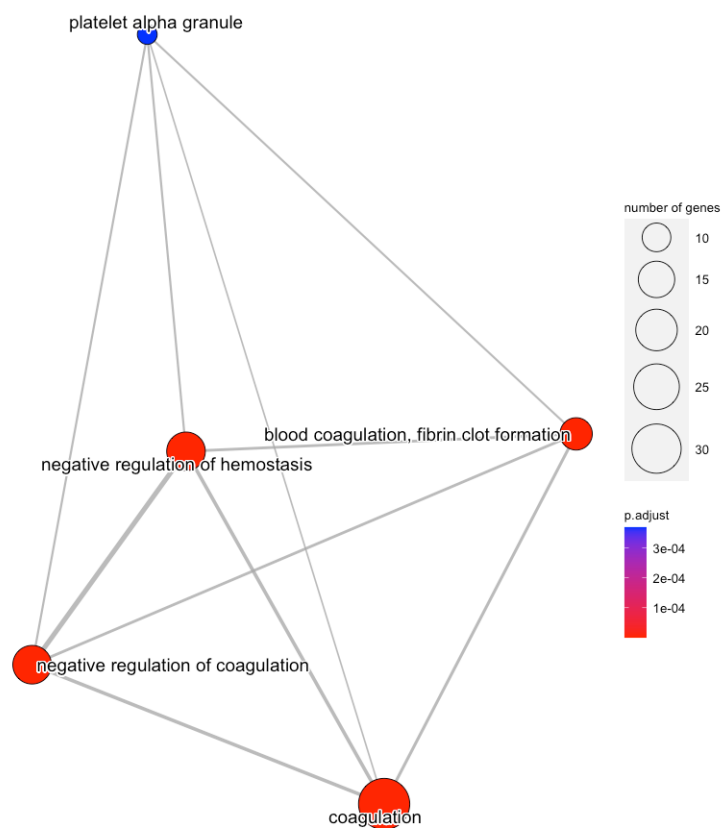

(b)

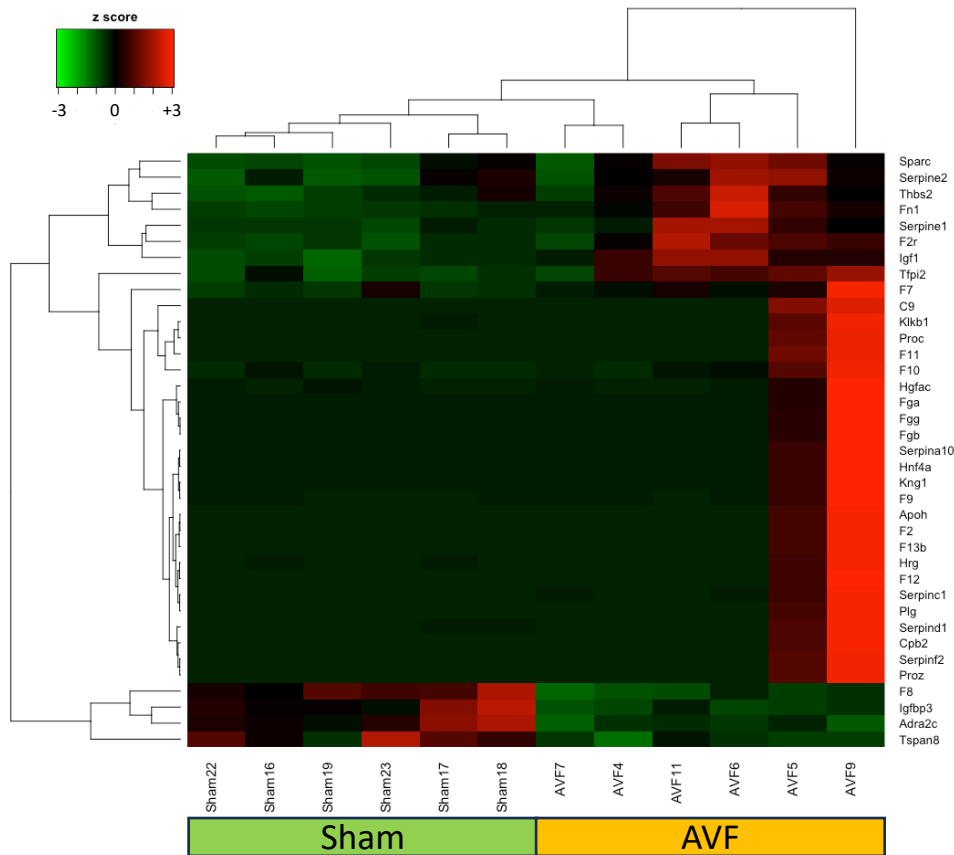

**Supplementary Figure S2: Difference in the coagulation comparing the sham and AVF groups.**

**(a)** Enrichment map plot of the 5 GO terms related to the coagulation cascade. Connected edges indicate mutually overlapping DEG sets. **(b)** Heatmap plot of the 37 DEG included in the 5 GO terms related to the coagulation cascade.

(a)

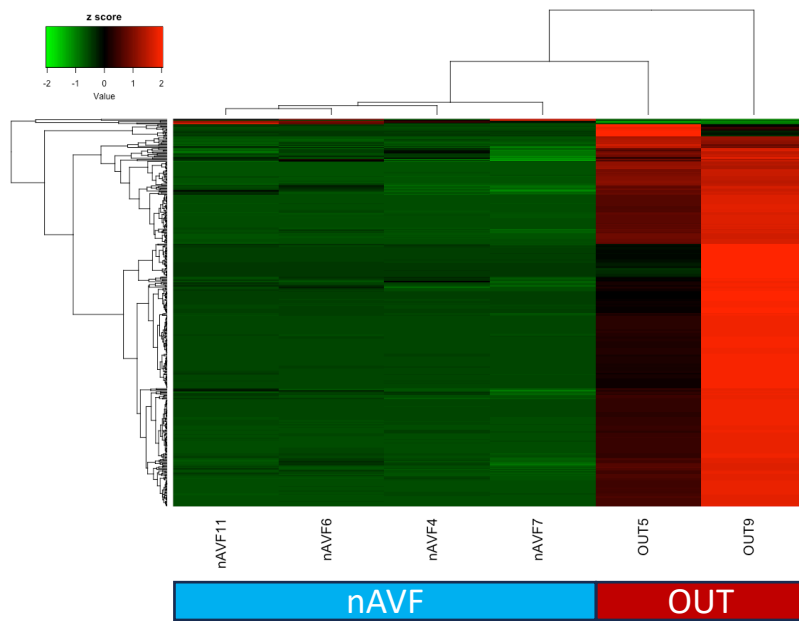

(b)

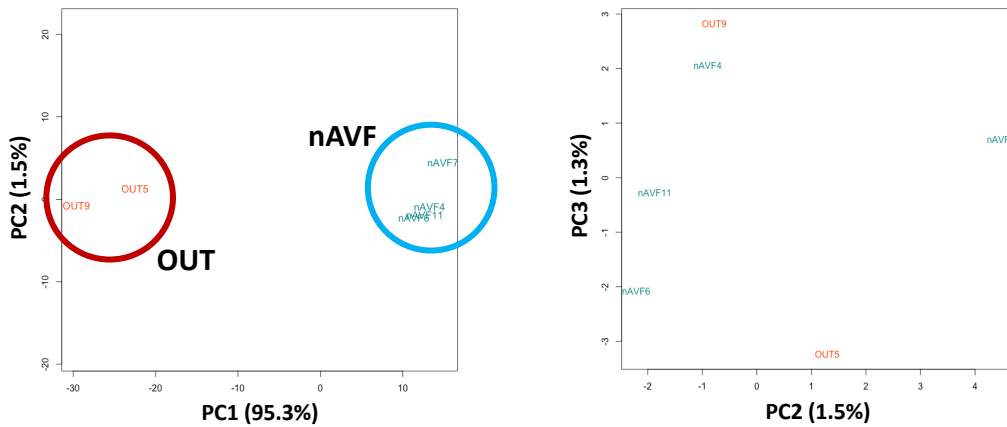

**Supplementary Figure S3: Differentially expressed genes (DEG) between the normal AVF (nAVF) and outliers (OUT) groups.** (a) Heatmap plot of the 413 DEG. (b) Principal component analysis (PCA) plot of the 6 AVF samples grouping the 413 DEG. The 4 normal AVF (nAVF) samples are circled in blue; the 2 outlier (OUT) samples are circled in red.

(a)

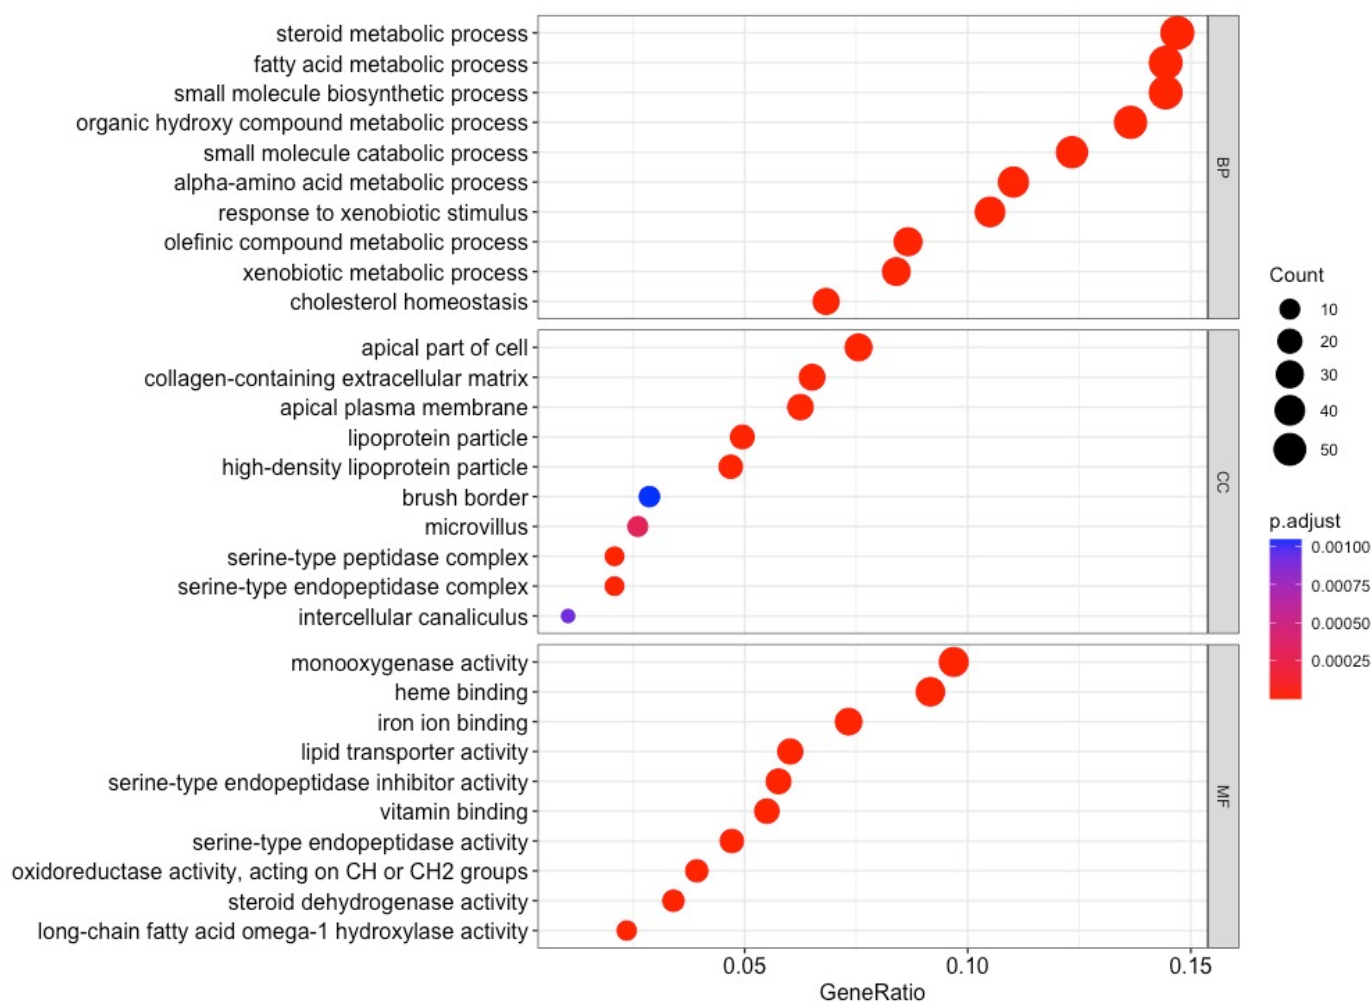

**Supplementary Figure S4: Enrichment analysis comparing the normal AVF (nAVF) and outliers (OUT) groups.**

(a) GO enrichment analysis. 239 GO terms (150 BP, 19 CC, and 70 MF) were significantly overrepresented among the 413 DEG. GO terms with the top 10 lowest adjusted P values for each ontology (BP, CC, and MF) are shown. **(Continues)**

(b)

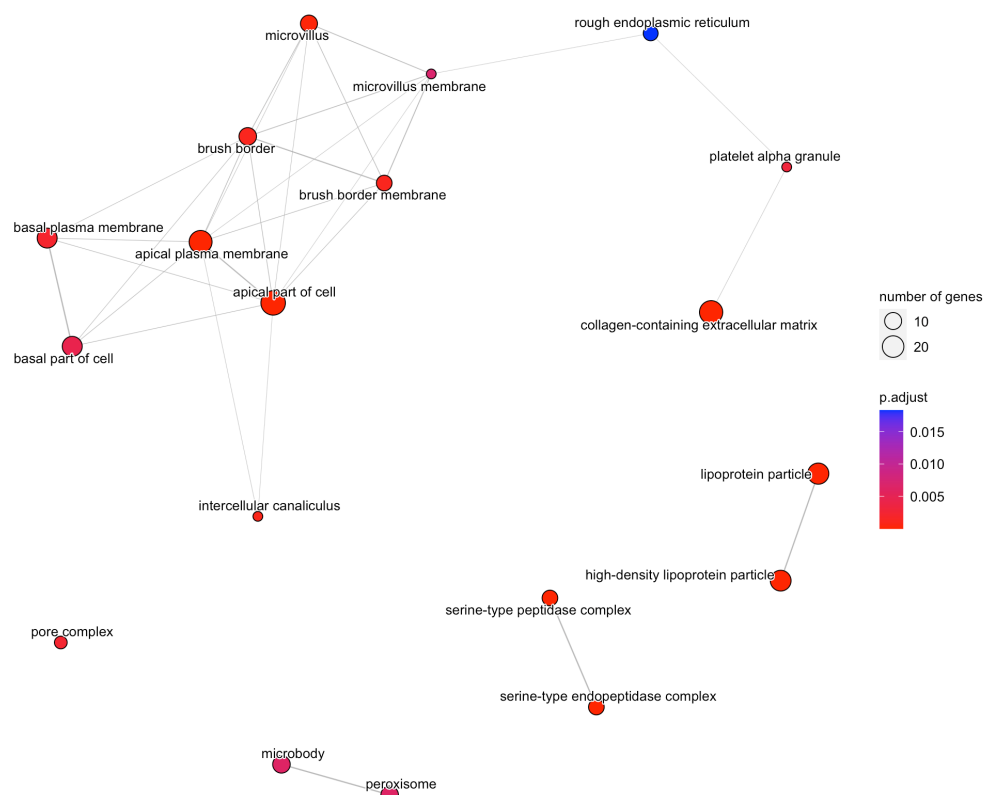

(c)

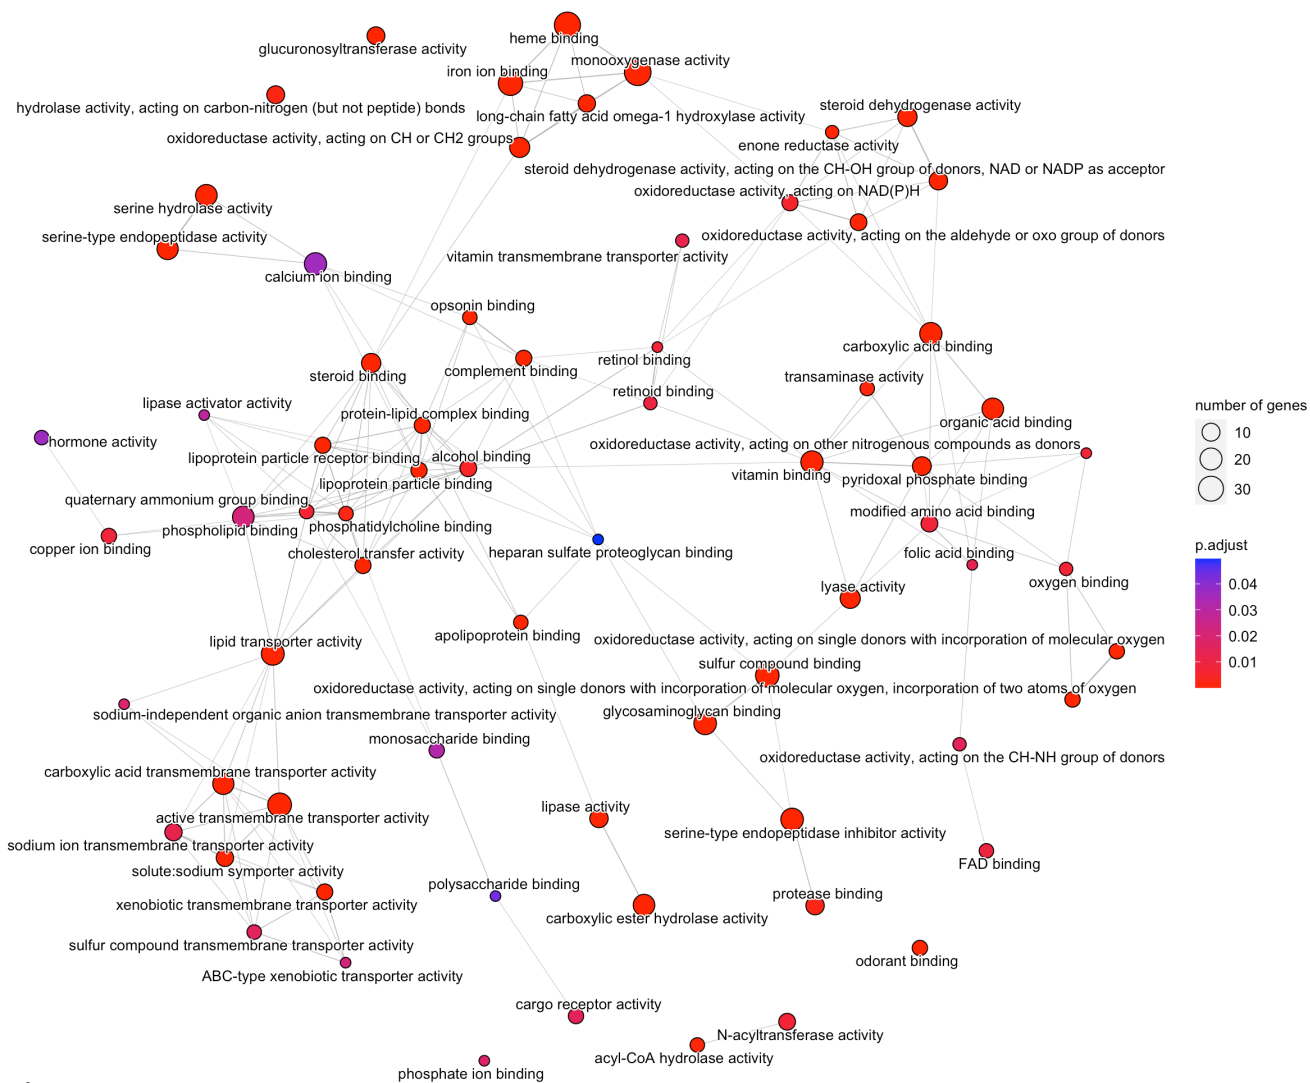

(Continued) Supplementary Figure S4.

(b) Enrichment map plot of the 19 CC terms. (c) Enrichment map plot of the 70 MF terms.

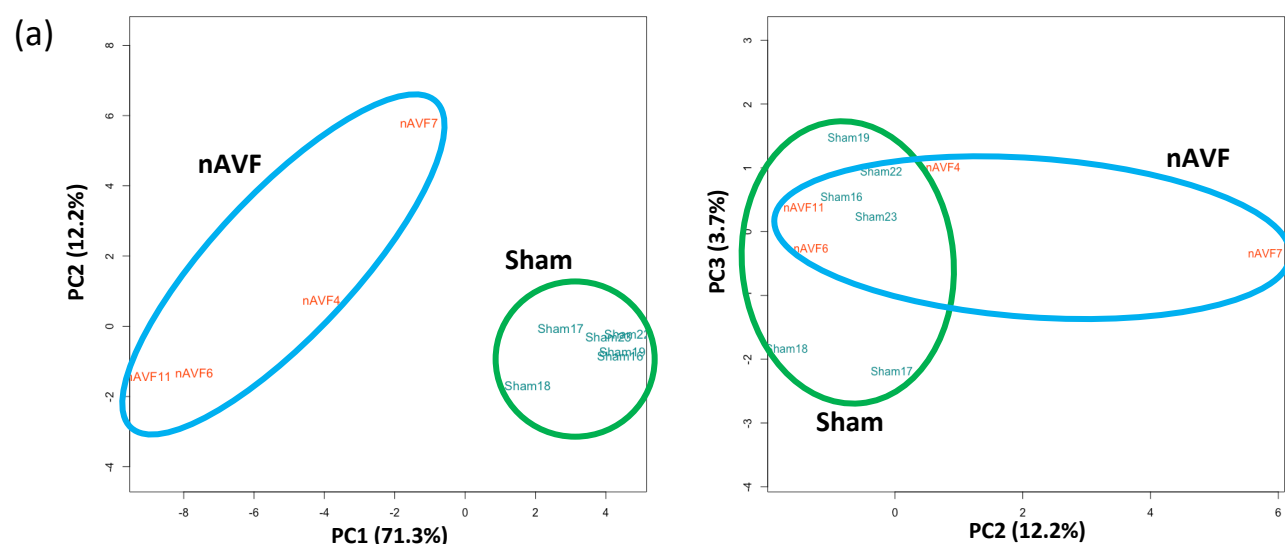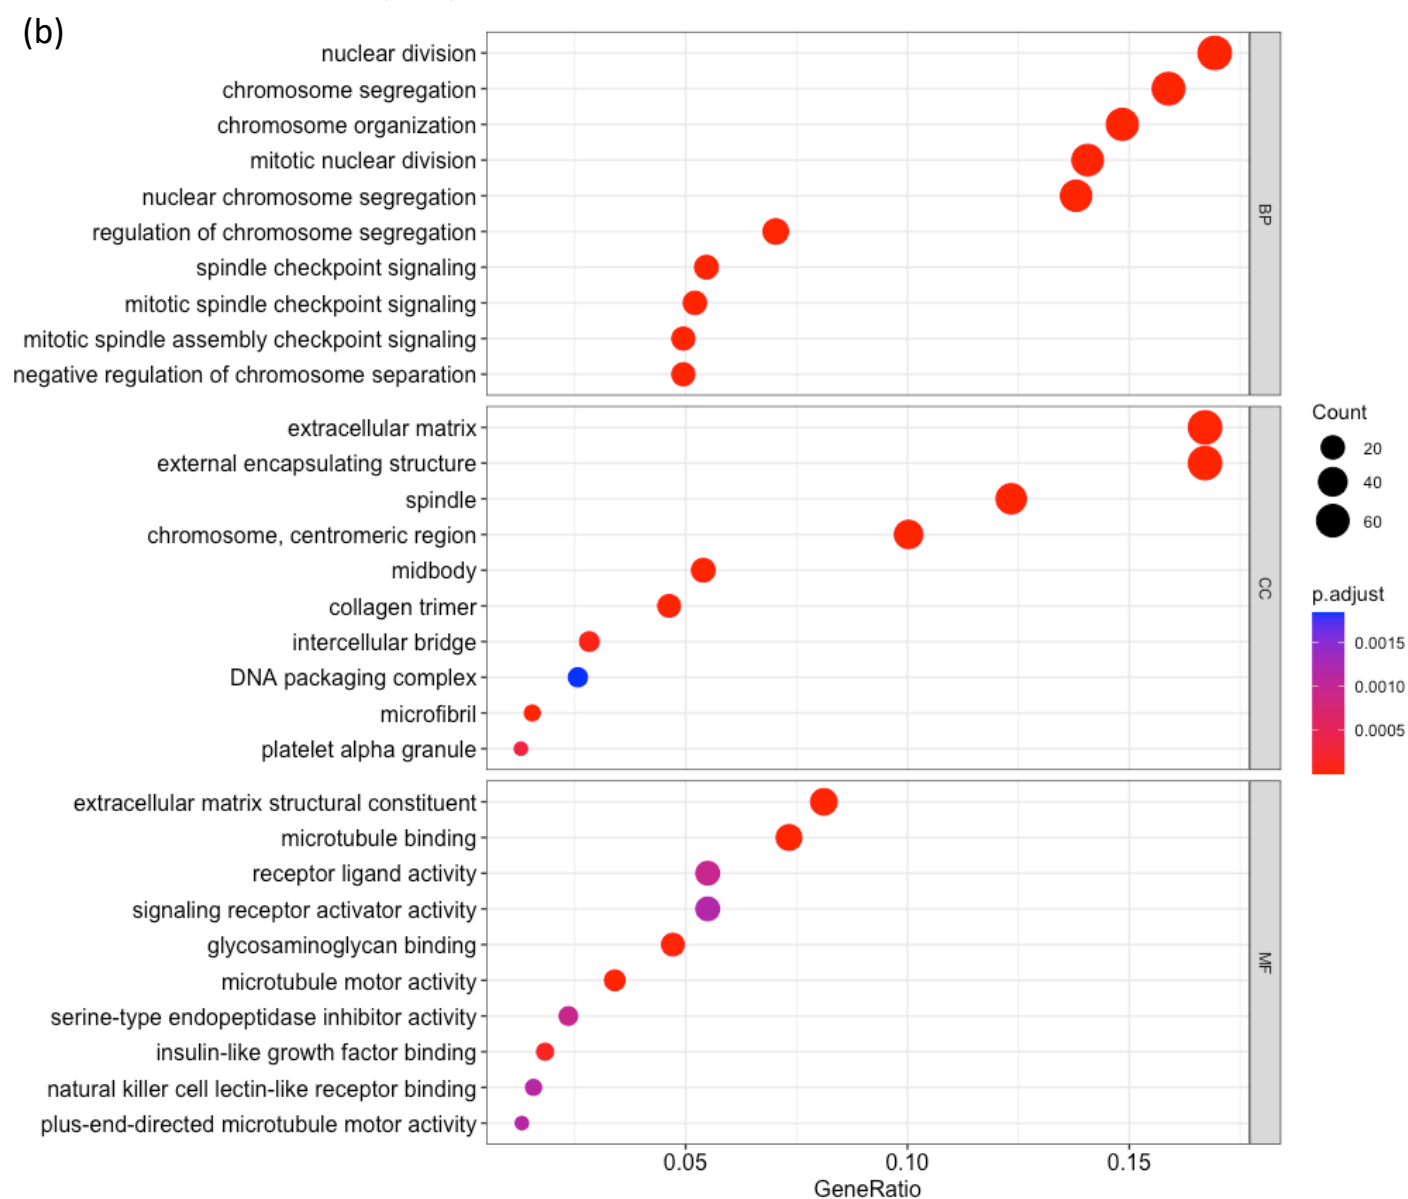

**Supplementary Figure S5: Comparison between the sham and normal AVF (nAVF) groups.**

**(a)** Principal component analysis (PCA) plot of the 10 samples (n=6 sham, n=4 nAVF) grouping the 403 DEG. The 6 sham samples are circled in green; the 4 nAVF samples are circled in blue. **(b)** GO enrichment analysis. 122 GO terms (79 BP, 19 CC, and 24 MF) were significantly overrepresented among the 403 DEG. GO terms with the top 10 lowest adjusted P values for each ontology (BP, CC, and MF) are shown. **(Continues)**

(c)

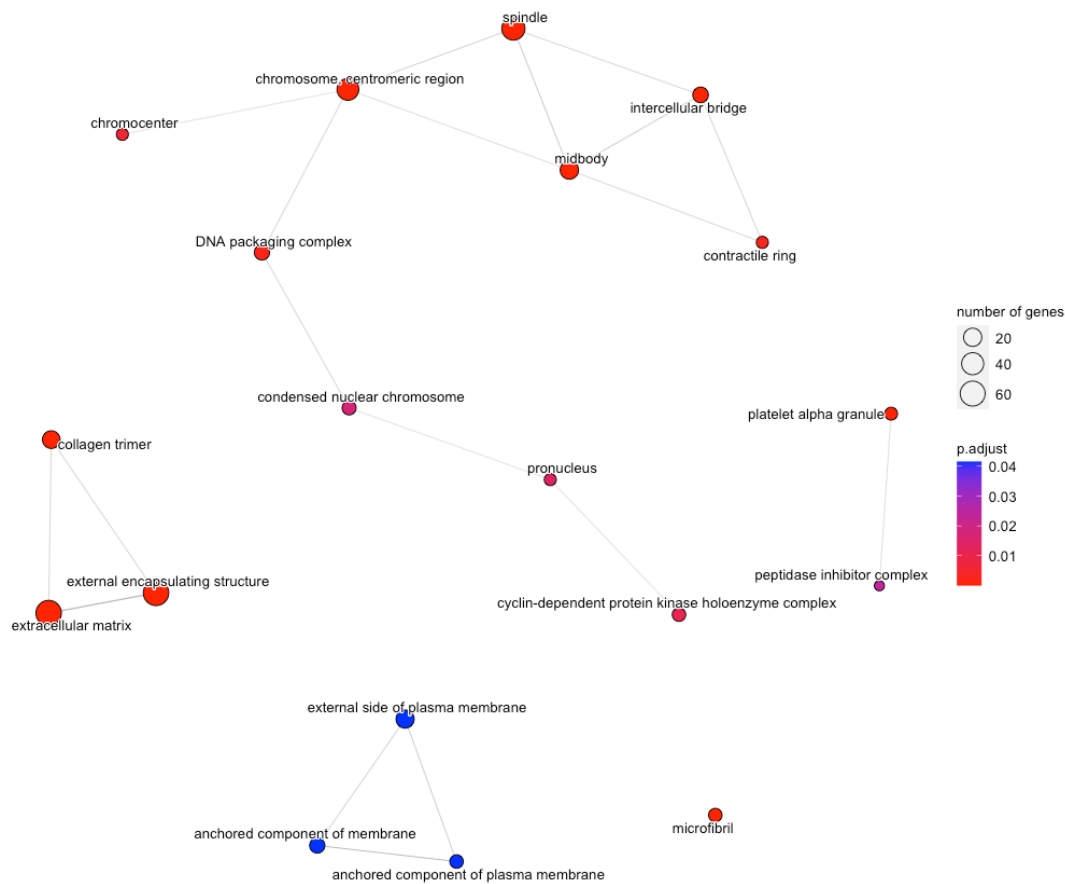

(d)

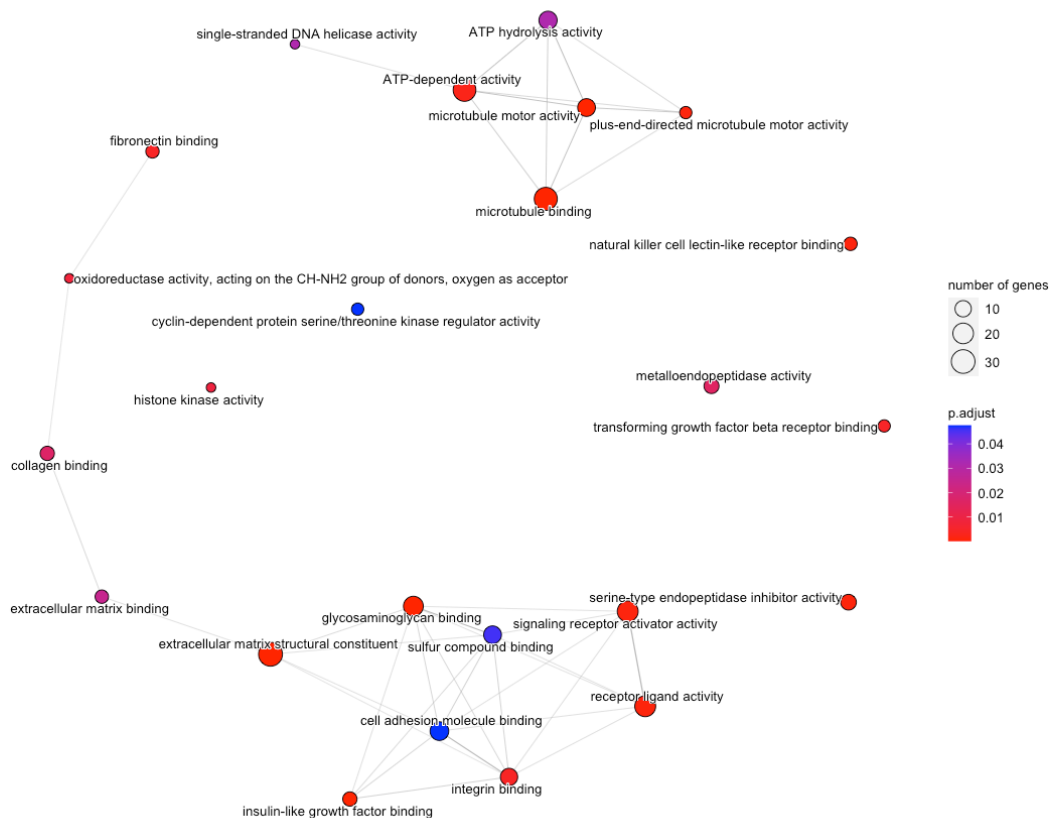

(Continued) Supplementary Figure S5.

(c) Enrichment map plot of the 19 CC terms. (d) Enrichment map plot of the 24 MF terms.

(a)

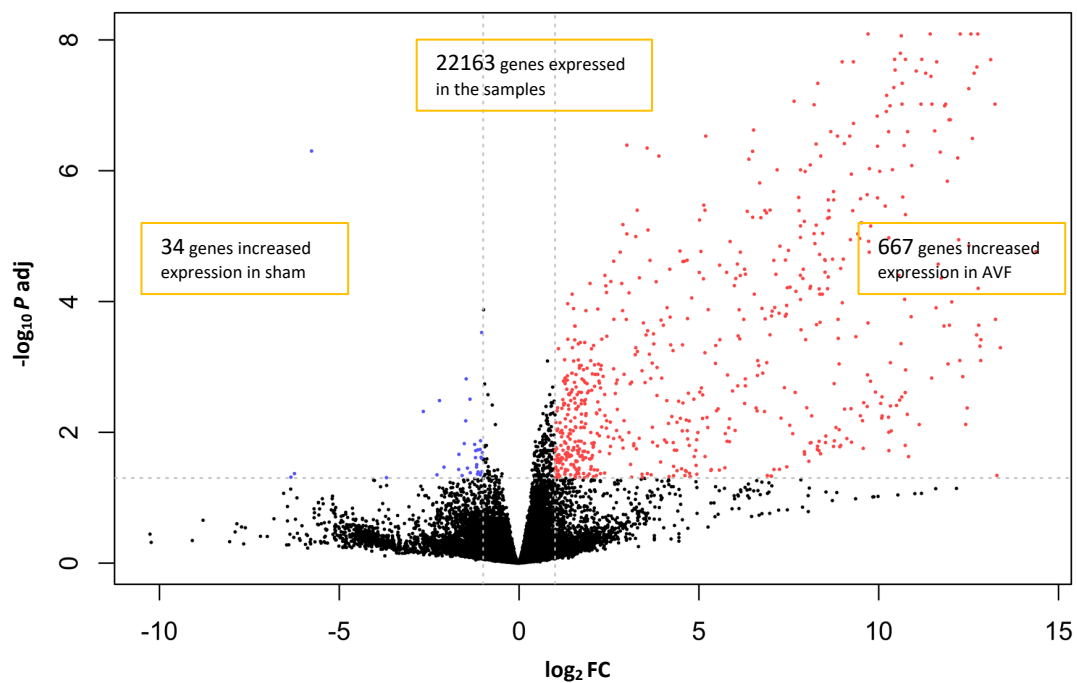

(b)

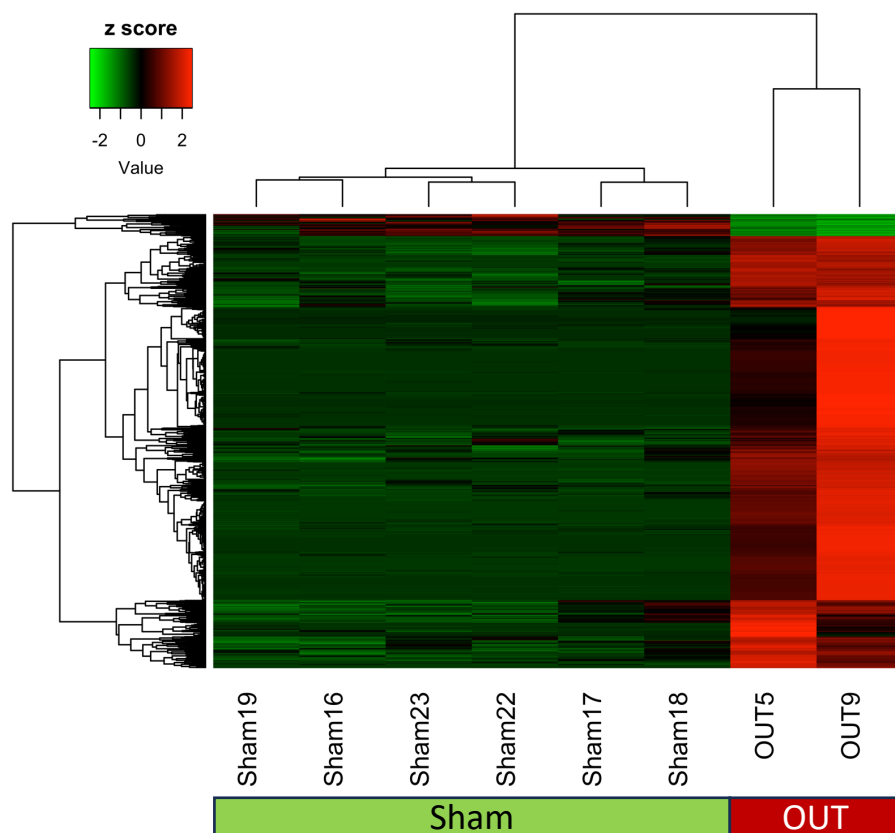

**Supplementary Figure S6: Comparison between the sham and OUT groups.**

**(a)** Volcano plot of 22163 genes expressed among the 8 samples. 701 genes were expressed differentially; genes ( $n=667$ ) with increased expression in the OUT samples are in red dots, and genes ( $n=34$ ) with increased expression in the nAVF samples are in the blue dots. **(b)** Heatmap plot of the 701 DEG. *(Continues)*

(c)

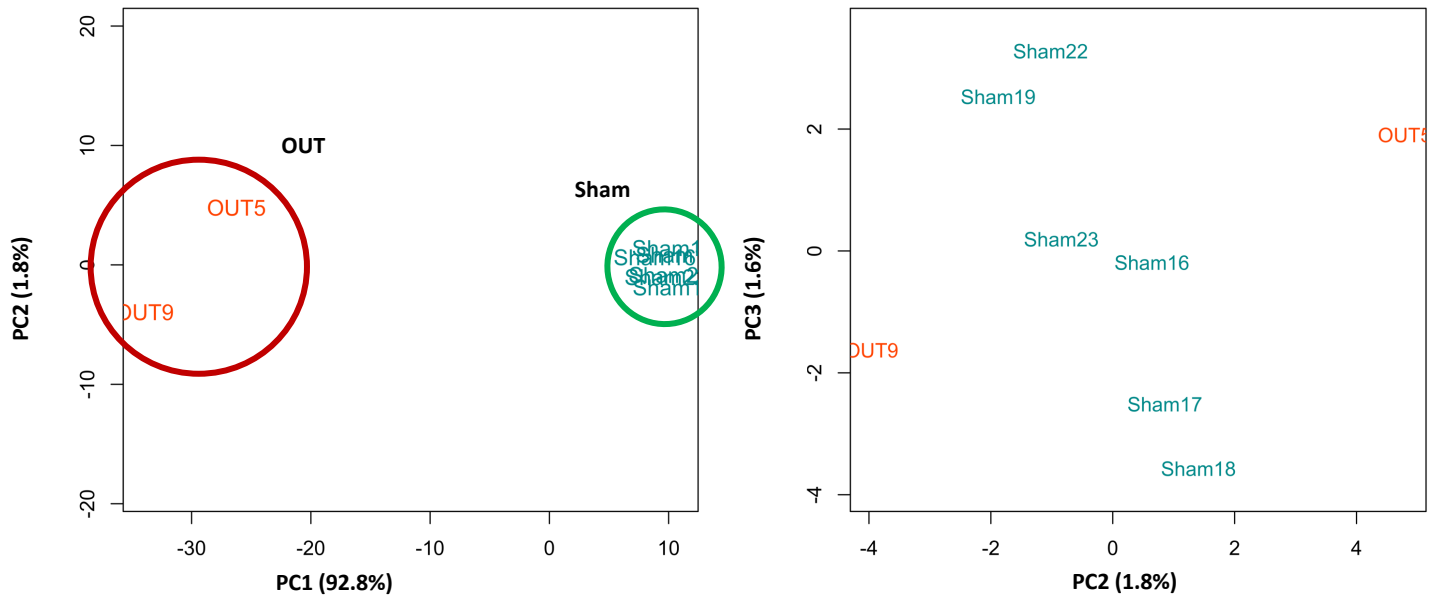

(d)

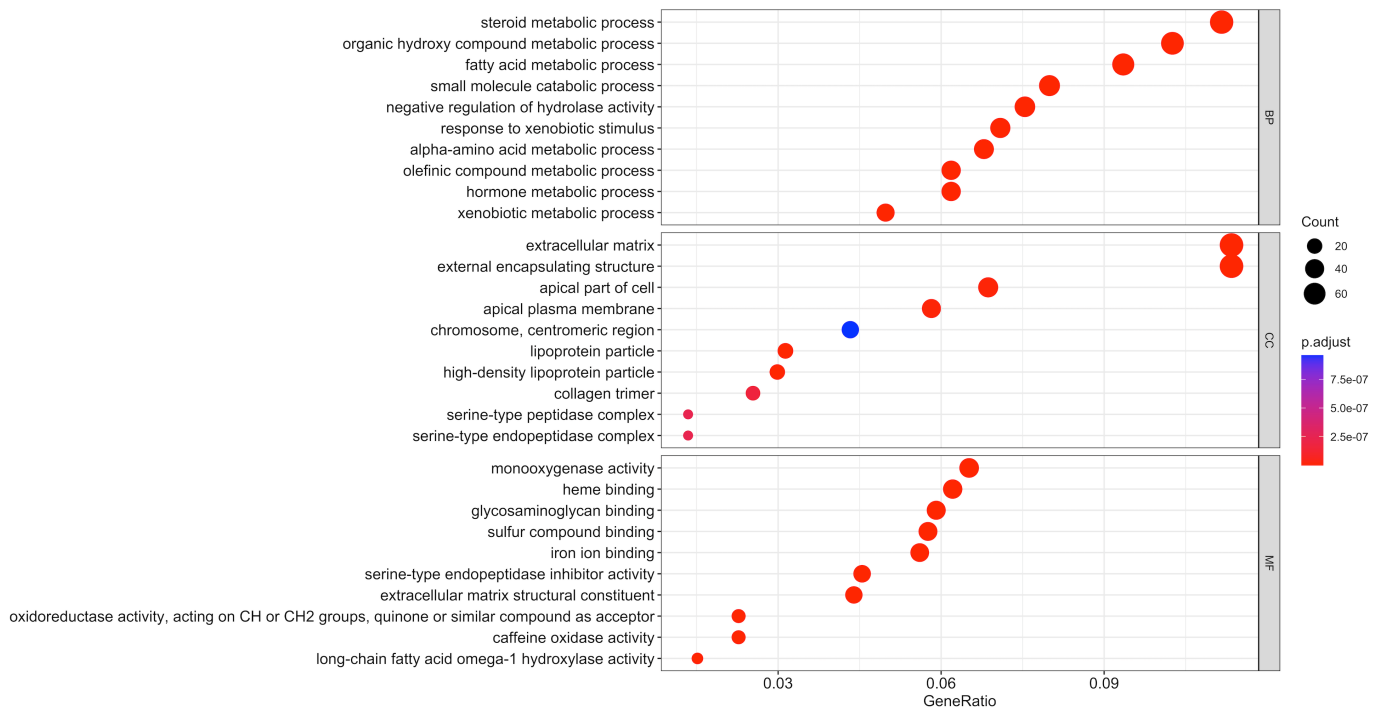

**(Continued) Supplementary Figure S6.**

**(c)** Principal component analysis (PCA) plot of the 8 samples (n=6 sham, n=2 OUT) grouping the 701 DEG. The 6 sham samples are circled in green; the 2 OUT samples are circled in red. **(d)** GO enrichment analysis. 302 GO terms (198 BP, 25 CC, and 79 MF) were significantly overrepresented among the 701 DEG. GO terms with the top 10 lowest adjusted P values for each ontology (BP, CC, and MF) are shown. **(Continues)**

(e)

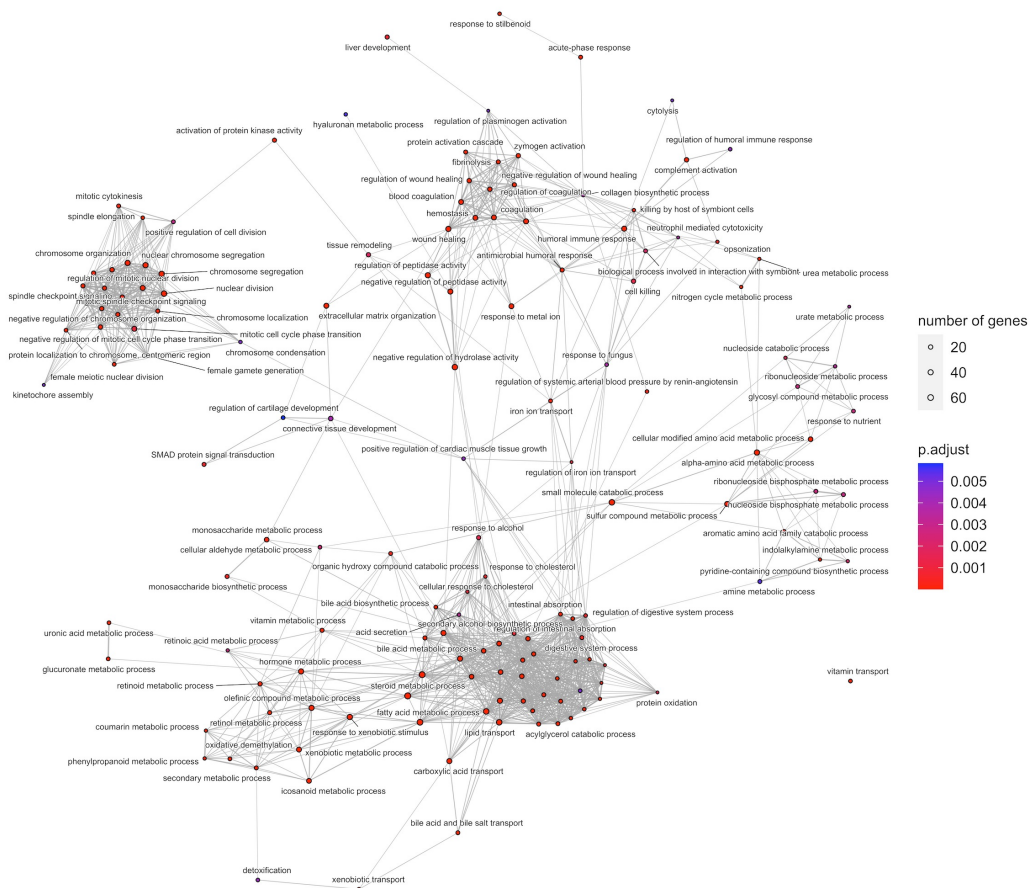

(f)

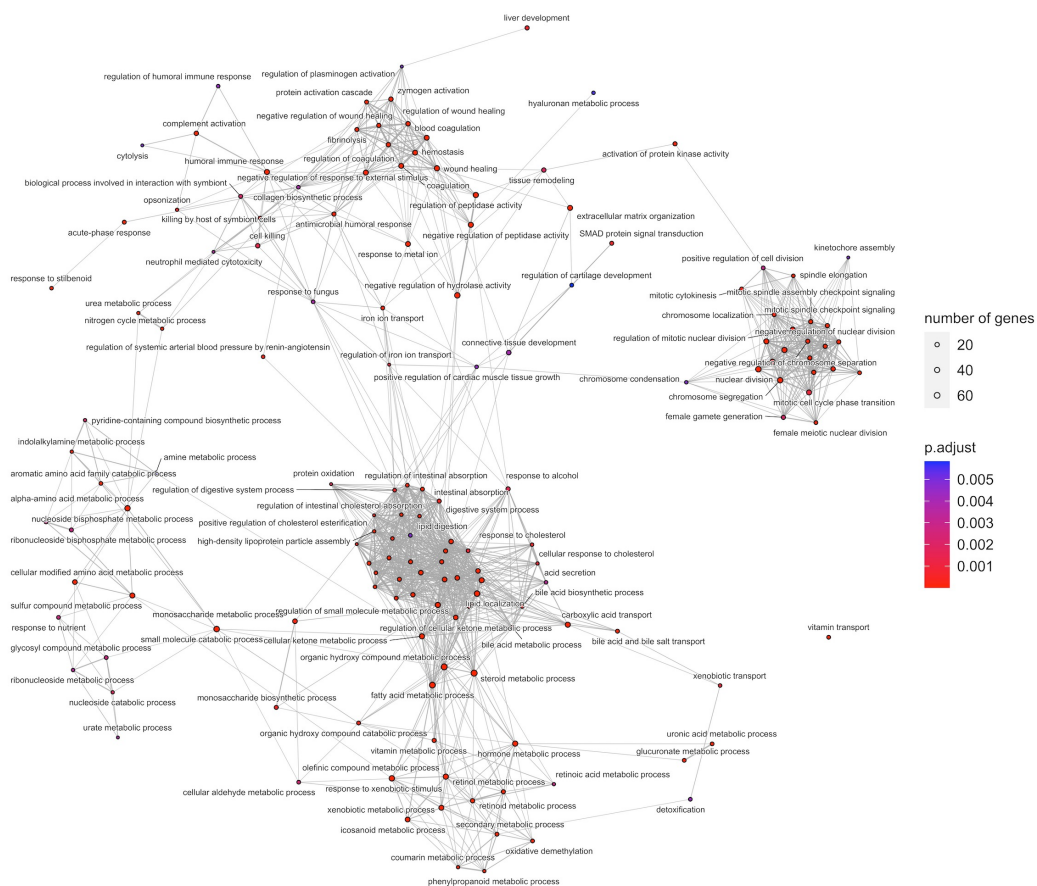

(Continued) Supplementary Figure S6.

(e) Enrichment map plot of the top 150 GO terms. (f) Enrichment map plot of the top 150 BP GO terms.

(a)

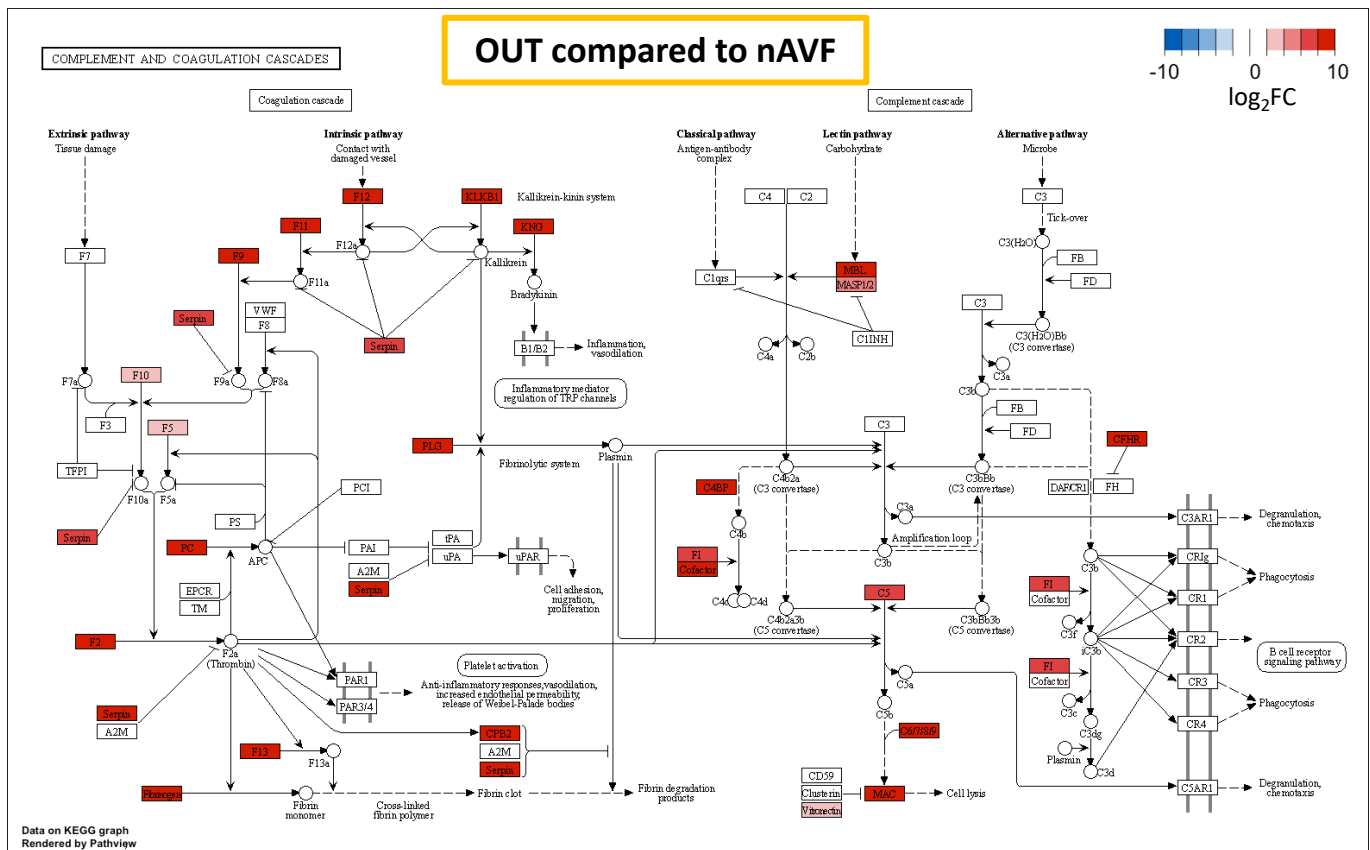

(b)

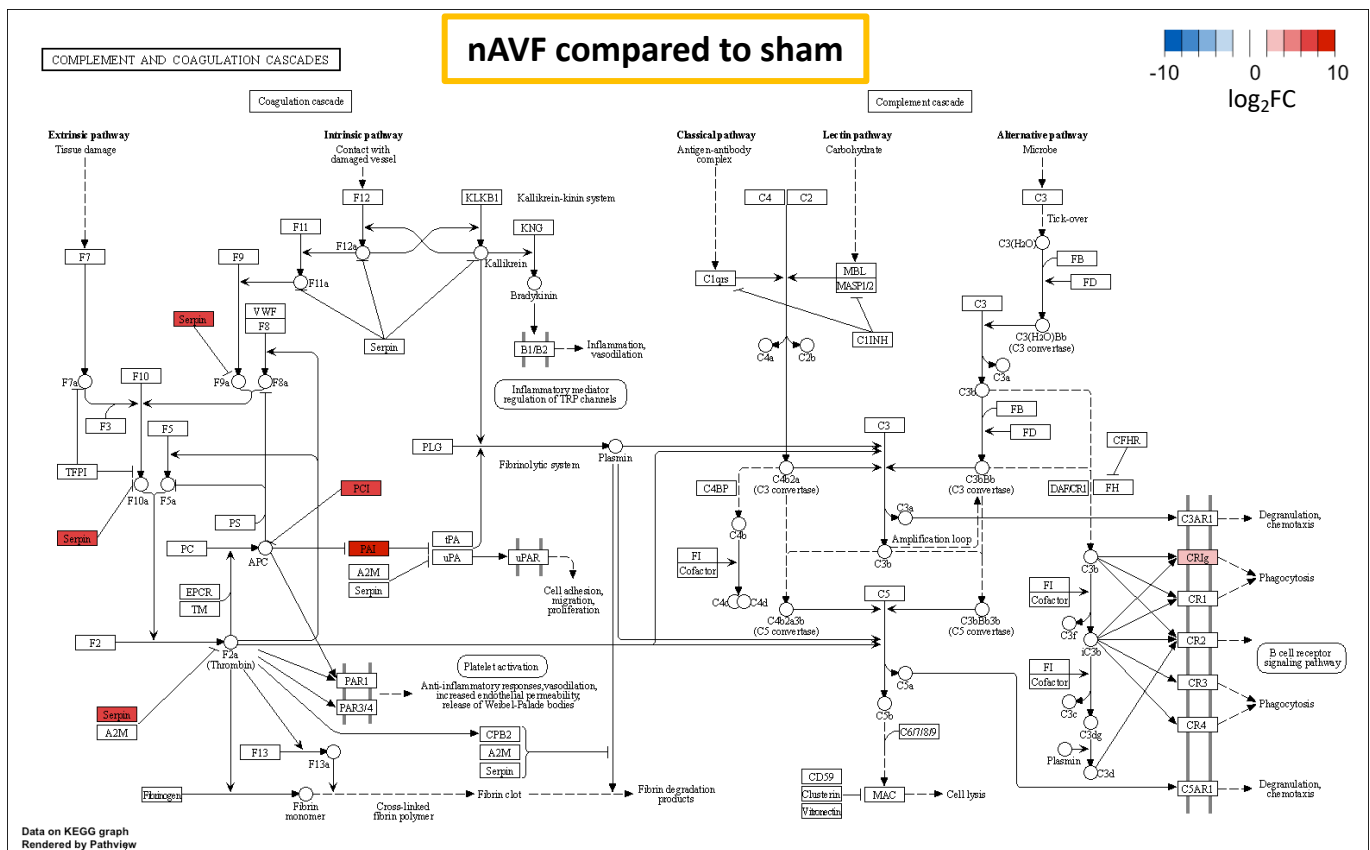

**Supplementary Figure S7: Differentially expressed genes (DEG) in the complement and coagulation cascades.**

(a) DEG in the OUT group compared to the nAVF group among the complement and coagulation cascades. Red boxes show genes with increased expression in the OUT samples. (b) DEG in the nAVF group compared to the sham group among the complement and coagulation cascades. Red boxes show genes with increased expression in the nAVF samples; green boxes show genes with decreased expression in the nAVF samples. **(Continues)**

(c)

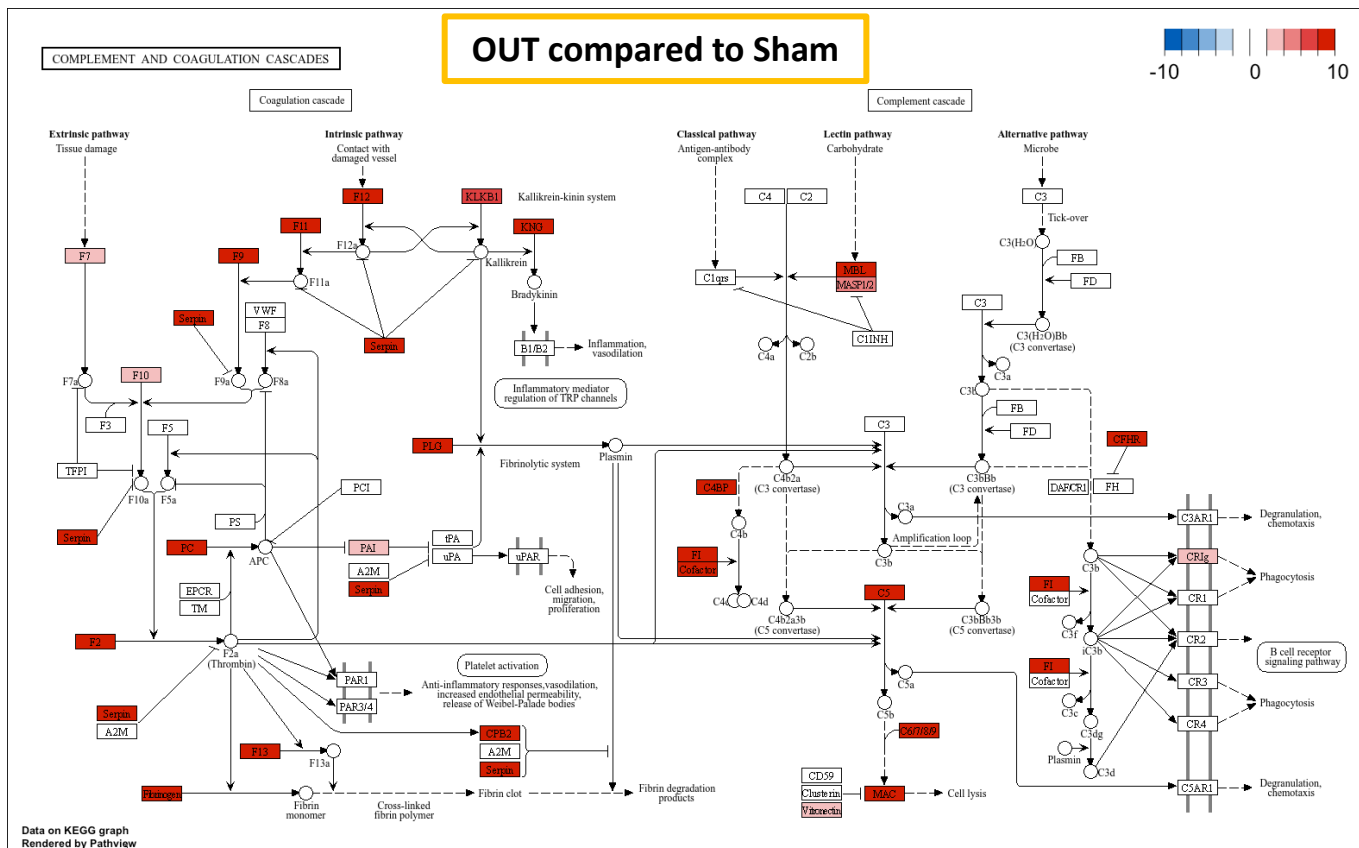

**(Continued) Supplementary Figure S7.**

**(c)** DEG in the OUT group compared to the sham group among the complement and coagulation cascades. Red boxes show genes with increased expression in the OUT samples.

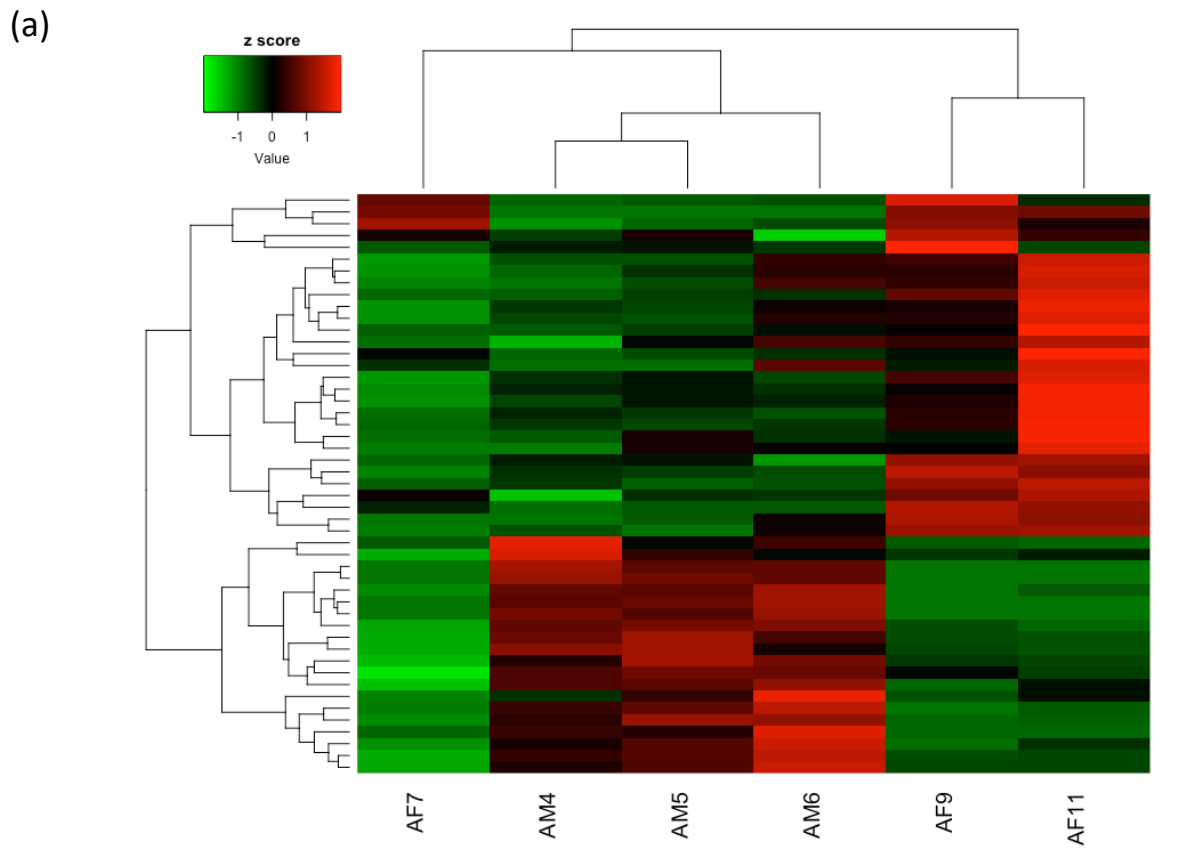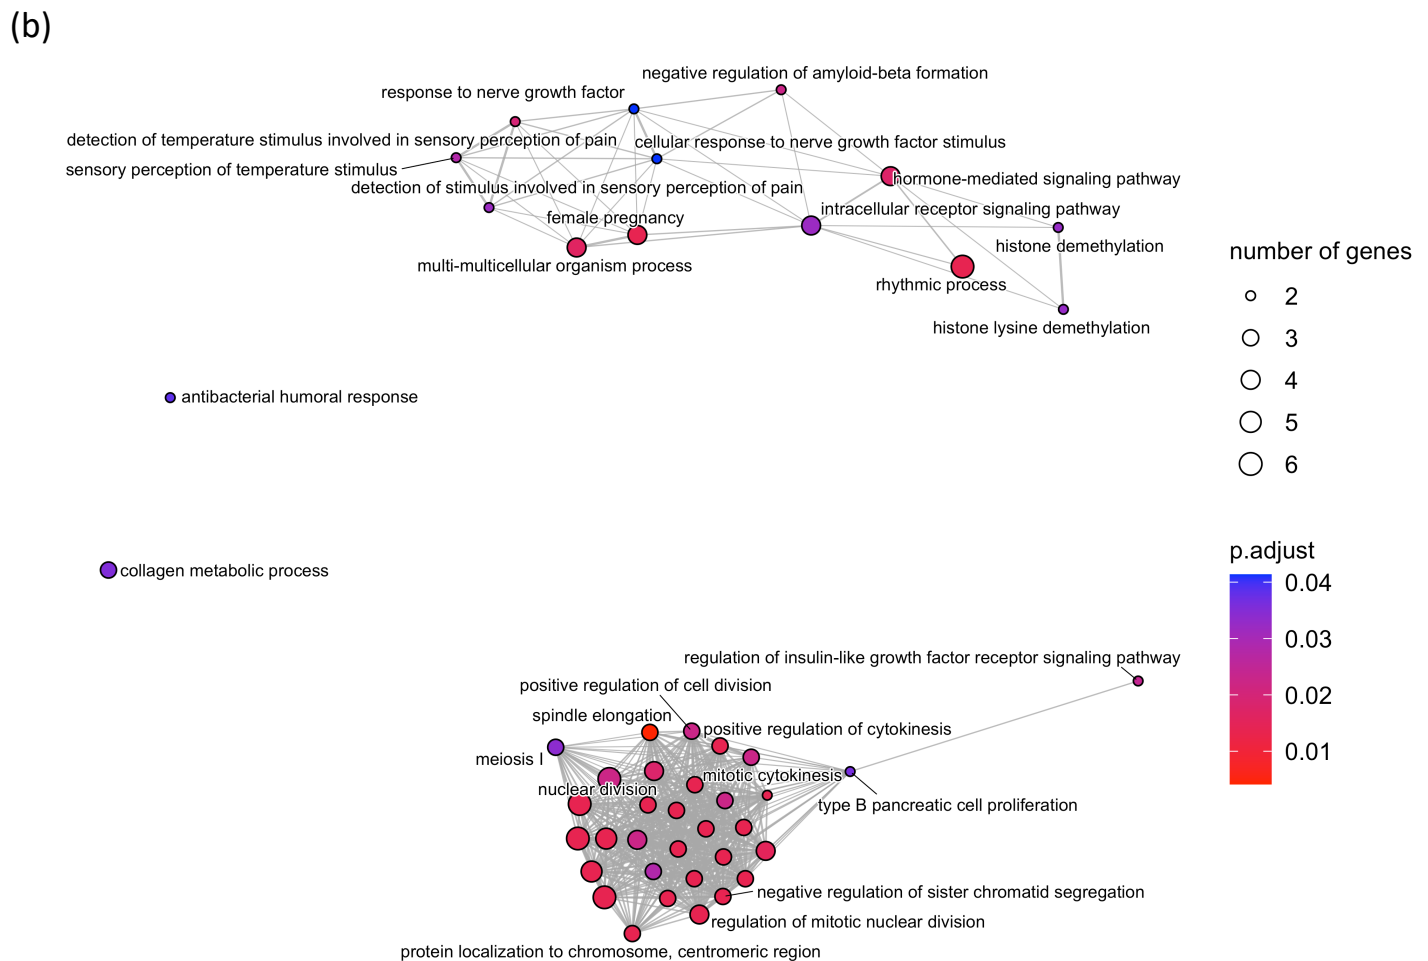

**Supplementary Figure S8: Differentially expressed genes (DEG) and enrich analysis between the female and male AVF. (a) Heatmap plot of the 49 DEG. (b) Enrichment map plot of the 47 BP terms. (Continues)**

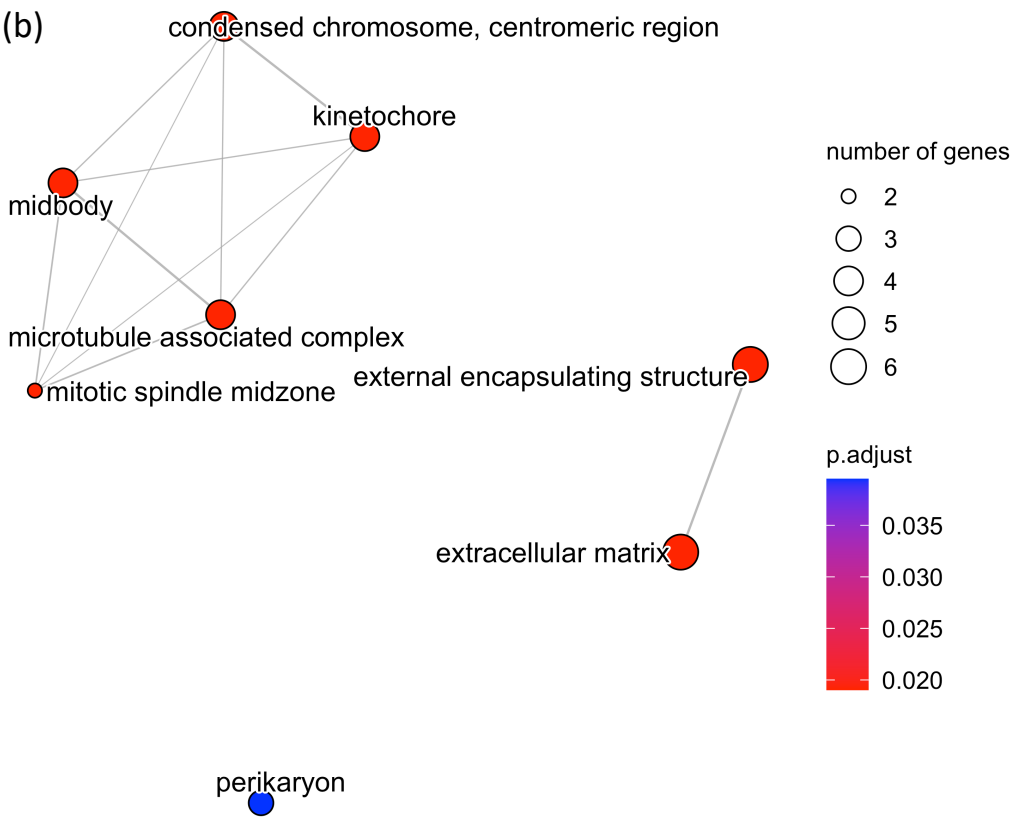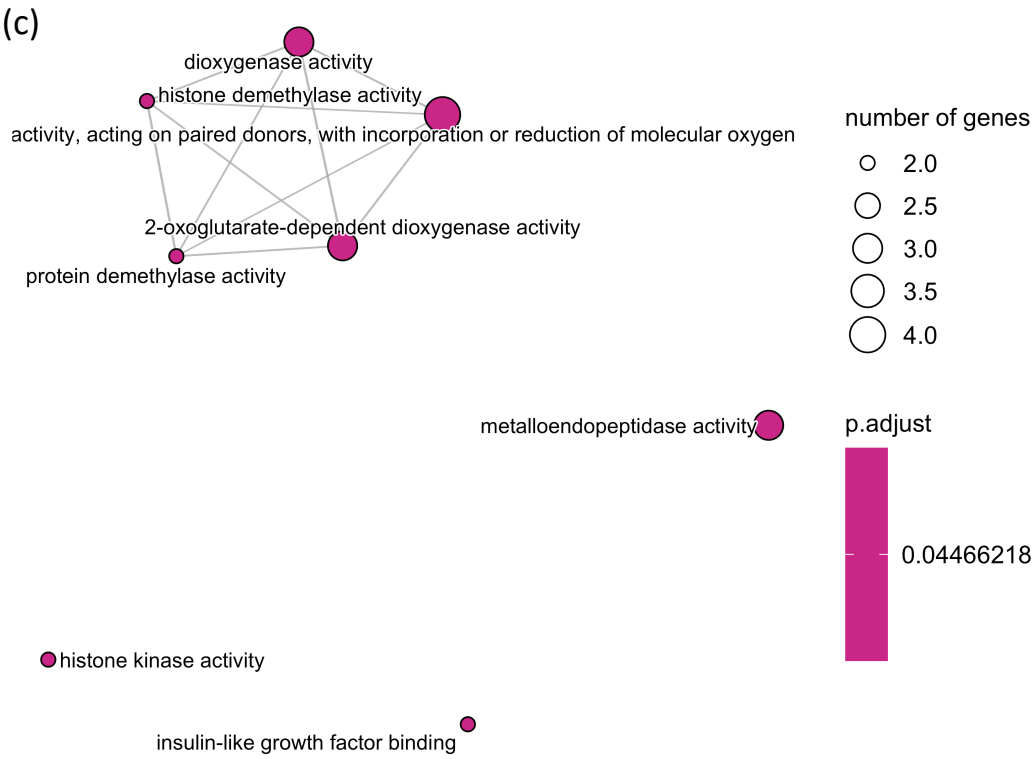

(Continued) Supplementary Figure S8.

(c) Enrichment map plot of the 8 CC terms. (d) Enrichment map plot of the 8 MF terms.

Supplementary Table S1. Quality control and mapping result of the RNA sequencing data of the 12 samples.

| Sample |       |        |      | Raw data    |     |                 | Quality-controlled data |     |                 | Mapping               |                   |
|--------|-------|--------|------|-------------|-----|-----------------|-------------------------|-----|-----------------|-----------------------|-------------------|
| No.    | Group | Sex    | RQN  | Read Counts | %GC | Sequence Length | Read Counts             | %GC | Sequence Length | Uniquely mapped reads | Uniquely mapped % |
| 04     | AVF   | Male   | 8.7  | 28,090,599  | 45  | 101             | 26,592,359              | 45  | 36 - 101        | 21,979,218            | 82.65             |
| 05     | AVF   | Male   | 9.0  | 28,437,777  | 45  | 101             | 27,052,808              | 45  | 36 - 101        | 22,415,830            | 82.86             |
| 06     | AVF   | Male   | 9.6  | 28,469,162  | 44  | 101             | 27,375,604              | 45  | 36 - 101        | 23,403,955            | 85.49             |
| 07     | AVF   | Female | 8.7  | 27,742,631  | 49  | 101             | 27,029,208              | 49  | 36 - 101        | 22,097,544            | 81.75             |
| 09     | AVF   | Female | 9.0  | 25,595,425  | 43  | 101             | 24,459,284              | 44  | 36 - 101        | 20,052,835            | 81.98             |
| 11     | AVF   | Female | 10.0 | 27,397,924  | 45  | 101             | 26,189,494              | 45  | 36 - 101        | 21,937,120            | 83.76             |
| 16     | Sham  | Male   | 8.6  | 30,162,638  | 43  | 101             | 29,003,925              | 43  | 36 - 101        | 23,017,218            | 79.36             |
| 17     | Sham  | Male   | 8.9  | 28,616,513  | 44  | 101             | 27,384,142              | 44  | 36 - 101        | 22,356,447            | 81.64             |
| 18     | Sham  | Male   | 9.1  | 29,328,681  | 44  | 101             | 28,195,833              | 44  | 36 - 101        | 23,679,990            | 83.98             |
| 19     | Sham  | Female | 8.7  | 27,997,133  | 43  | 101             | 26,653,970              | 44  | 36 - 101        | 21,247,833            | 79.72             |
| 22     | Sham  | Female | 8.3  | 32,399,920  | 44  | 101             | 31,170,881              | 44  | 36 - 101        | 25,872,045            | 83.00             |
| 23     | Sham  | Female | 9.0  | 26,136,642  | 44  | 101             | 25,214,238              | 44  | 36 - 101        | 20,649,862            | 81.90             |

Supplementary Table S2. MetaCore pathways significantly changed in the microarray analysis of sham and AVF samples

| MetaCore Pathway                                                                              | Gene ratio | (%)   | p value  |
|-----------------------------------------------------------------------------------------------|------------|-------|----------|
| Tricarboxylic acid cycle                                                                      | 17/20      | 85.0  | 1.26E-14 |
| Propionate metabolism p.2                                                                     | 18/23      | 78.3  | 3.06E-14 |
| Butanoate metabolism                                                                          | 17/24      | 70.8  | 2.57E-12 |
| Leucine, isoleucine and valine metabolism/ Rodent version                                     | 19/30      | 63.3  | 2.74E-12 |
| Leucine, isoleucine and valine metabolism.p.2                                                 | 18/28      | 64.3  | 7.25E-12 |
| Propionate metabolism p.1                                                                     | 12/15      | 80.0  | 4.77E-10 |
| Regulation of lipid metabolism Insulin regulation of fatty acid metabolism                    | 19/43      | 44.2  | 1.10E-08 |
| Mitochondrial long chain fatty acid beta-oxidation                                            | 12/18      | 66.7  | 1.45E-08 |
| Oxidative phosphorylation                                                                     | 27/83      | 32.5  | 2.71E-08 |
| Mitochondrial unsaturated fatty acid beta-oxidation                                           | 10/13      | 76.9  | 2.90E-08 |
| Cell cycle_Chromosome condensation in prometaphase                                            | 12/20      | 60.0  | 8.09E-08 |
| Peroxisomal branched chain fatty acid oxidation                                               | 12/22      | 54.5  | 3.41E-07 |
| Cell cycle_The metaphase checkpoint                                                           | 15/36      | 41.7  | 1.02E-06 |
| Ubiquinone metabolism                                                                         | 17/48      | 35.4  | 2.90E-06 |
| Lysine metabolism/ Rodent version                                                             | 13/30      | 43.3  | 3.21E-06 |
| Glycogen metabolism                                                                           | 9/15       | 60.0  | 3.74E-06 |
| Cell cycle_Role of APC in cell cycle regulation                                               | 13/31      | 41.9  | 5.01E-06 |
| Regulation of lipid metabolism_PPAR regulation of lipid metabolism                            | 10/20      | 50.0  | 9.52E-06 |
| Tryptophan metabolism/ Rodent version                                                         | 13/33      | 39.4  | 1.15E-05 |
| Mitochondrial ketone bodies biosynthesis and metabolism                                       | 7/11       | 63.6  | 2.87E-05 |
| Lysine metabolism                                                                             | 11/27      | 40.7  | 3.80E-05 |
| Tryptophan metabolism                                                                         | 12/32      | 37.5  | 4.49E-05 |
| Regulation of metabolism_Role of Adiponectin in regulation of metabolism                      | 12/37      | 32.4  | 2.26E-04 |
| CoA biosynthesis                                                                              | 8/19       | 42.1  | 3.46E-04 |
| Cell adhesion_ECM remodeling                                                                  | 14/50      | 28.0  | 3.92E-04 |
| Development_Leptin signaling via PI3K-dependent pathway                                       | 11/34      | 32.4  | 4.23E-04 |
| Pyruvate metabolism/ Rodent version                                                           | 10/29      | 34.5  | 4.34E-04 |
| Mechanism of action of DGAT1 inhibitors in obesity and diabetes mellitus, type II (Variant 1) | 6/12       | 50.0  | 6.56E-04 |
| Triacylglycerol biosynthesis in obesity and diabetes mellitus, type II                        | 6/12       | 50.0  | 6.56E-04 |
| Putative pathways for stimulation of fat cell differentiation by Bisphenol A                  | 9/26       | 34.6  | 8.16E-04 |
| Cell cycle_Spindle assembly and chromosome separation                                         | 10/32      | 31.3  | 1.05E-03 |
| Pyruvate metabolism                                                                           | 8/22       | 36.4  | 1.10E-03 |
| Pentose phosphate pathway                                                                     | 6/13       | 46.2  | 1.11E-03 |
| Saturated fatty acid biosynthesis                                                             | 3/3        | 100.0 | 1.12E-03 |
| Regulation of lipid metabolism_Insulin regulation of glycogen metabolism                      | 11/39      | 28.2  | 1.53E-03 |
| Regulation of lipid metabolism Insulin signaling: generic cascades                            | 11/40      | 27.5  | 1.92E-03 |
| Prostaglandin 2 biosynthesis and metabolism                                                   | 8/24       | 33.3  | 2.10E-03 |
| Pentose phosphate pathway/ Rodent version                                                     | 6/15       | 40.0  | 2.70E-03 |
| Cell cycle Initiation of mitosis                                                              | 8/25       | 32.0  | 2.82E-03 |

Supplementary Table S3. Metabolic pathways in MetaCore microarray analysis and corresponding RNA-seq genes

| Microarray                                                |                     | RNA-seq   |                     |          | Microarray                                         |                     | RNA-seq   |                     |          |
|-----------------------------------------------------------|---------------------|-----------|---------------------|----------|----------------------------------------------------|---------------------|-----------|---------------------|----------|
| gene name                                                 | log <sub>2</sub> FC | gene name | log <sub>2</sub> FC | P adj    | gene name                                          | log <sub>2</sub> FC | gene name | log <sub>2</sub> FC | P adj    |
| Tricarboxylic acid cycle                                  |                     |           |                     |          | Mitochondrial long chain fatty acid beta-oxidation |                     |           |                     |          |
| IDH3A                                                     | -3.3                | Idh3a     | -1.22               | 1.42E-03 | CPT-1B                                             | -5.9                | Cpt1b     | -2.35               | 8.13E-07 |
| PYC                                                       | -3.2                | Pcx       | -0.21               | 8.06E-01 | ACADVL                                             | -4.0                | Acadvl    | -1.08               | 1.68E-03 |
| SCS-A                                                     | -3.1                |           |                     |          | HADHB                                              | -3.3                | Hadhb     | -1.30               | 9.41E-04 |
| SCS-G                                                     | -3.1                |           |                     |          | ACAA2                                              | -3.1                | Acaa2     | -1.37               | 2.22E-05 |
| SUCLG1                                                    | -3.1                | Suclg1    | -1.29               | 1.29E-04 | ACSL5                                              | -2.8                | Acsl5     | -0.33               | 2.73E-01 |
| ACON                                                      | -3.0                | Aco2      | -1.33               | 1.20E-04 | AcetylCoA acyltransferase                          | -2.7                |           |                     |          |
| SUCB1                                                     | -2.9                | Dlat      | -0.87               | 1.58E-02 | ECHS1                                              | -2.7                | Echs1     | -0.72               | 2.05E-02 |
| DLDH                                                      | -2.7                | Dld       | -0.65               | 5.30E-02 | HADHA                                              | -2.7                | Hadha     | -0.70               | 3.15E-02 |
| ODO1                                                      | -2.7                | Dhtkd1    | 0.14                | 8.72E-01 | CPT2                                               | -2.6                | Cpt2      | -0.46               | 3.09E-01 |
| FUMH                                                      | -2.6                | Fh1       | -0.58               | 5.48E-02 | ACADM                                              | -2.4                | Acadm     | -0.99               | 1.14E-02 |
| ODO2                                                      | -2.5                | Dlst      | -0.85               | 3.57E-03 | HCDH                                               | -2.3                | Hadh      | -0.91               | 6.40E-03 |
| CISY                                                      | -2.4                | Cs        | -0.75               | 1.49E-02 | ACSL1                                              | -2.0                | Acsl1     | -0.40               | 5.26E-01 |
| Succinate dehydrogenase                                   | -2.2                |           |                     |          | Oxidative phosphorylation                          |                     |           |                     |          |
| IDH3B                                                     | -2.2                | Idh3b     | -1.10               | 1.59E-04 | NDUFV1                                             | -2.9                | Ndufv1    | -0.82               | 6.91E-03 |
| IDH3                                                      | -2.2                |           |                     |          | CYC1                                               | -2.9                | Cyc1      | -1.02               | 3.56E-03 |
| SUCLG2                                                    | -2.1                | Suclg2    | -0.24               | 5.21E-01 | UQCRCF1                                            | -2.7                | Uqcrcf1   | -0.87               | 1.61E-02 |
| IDH3G                                                     | -2.1                | Idh3g     | -0.81               | 2.24E-03 | UQCRC1                                             | -2.7                | Uqcrc1    | -0.70               | 2.84E-02 |
| Leucine, isoleucine and valine metabolism/ Rodent version |                     |           |                     |          | NDUFS1                                             | -2.6                | Ndufs1    | -0.59               | 4.21E-02 |
| AL1A7                                                     | -3.6                | Aldh1a7   | -0.06               | 9.54E-01 | NDUFB8                                             | -2.6                | Ndufb8    | -1.00               | 4.83E-04 |
| HADHB                                                     | -3.3                | Hadhb     | -1.30               | 9.41E-04 | COX Va                                             | -2.6                | Cox5a     | -0.95               | 2.73E-03 |
| ACAA2                                                     | -3.0                | Acaa2     | -1.37               | 2.22E-05 | UQCR 10                                            | -2.5                | Uqcrc10   | -0.84               | 9.60E-03 |
| PCC                                                       | -2.7                | Acaca     | -0.82               | 1.80E-01 | NDUFAB1                                            | -2.4                | Ndufab1   | -0.90               | 5.26E-03 |
| PCCA                                                      | -2.7                | Pcca      | -0.21               | 7.11E-01 | NDUFA9                                             | -2.4                | Ndufa9    | -0.68               | 1.01E-02 |
| PCCB                                                      | -2.7                | Pccb      | -0.58               | 2.57E-02 | NDUFS6                                             | -2.4                | Ndufs6    | -0.66               | 1.94E-02 |
| AcetylCoA acyltransferase                                 | -2.7                |           |                     |          | NDUFA10                                            | -2.3                | Ndufa10   | -0.92               | 1.36E-03 |
| ECHS1                                                     | -2.7                | Echs1     | -0.72               | 2.05E-02 | NDUFS3                                             | -2.3                | Ndufs3    | -0.73               | 1.36E-02 |
| HADHA                                                     | -2.7                | Hadha     | -0.70               | 3.15E-02 | Succinate dehydrogenase                            | -2.2                |           |                     |          |
| HIBCH                                                     | -2.3                | Hibch     | -0.52               | 1.52E-01 | NDUFB6                                             | -2.2                | Ndufb6    | -0.75               | 2.47E-02 |
| HCDH                                                      | -2.3                | Hadh      | -0.91               | 6.40E-03 | UQCR11                                             | -2.2                | Uqcrc11   | -0.73               | 2.42E-02 |
| MCC                                                       | -2.3                |           |                     |          | NDUFS5                                             | -2.2                | Ndufs5    | -0.65               | 2.62E-02 |
| MCCC2                                                     | -2.3                | Mccc2     | -0.15               | 8.02E-01 | NDUFS2                                             | -2.2                | Ndufs2    | -0.61               | 4.94E-02 |
| MUTA                                                      | -2.2                | Mmut      | -0.35               | 3.18E-01 | NDUFB9                                             | -2.2                | Ndufb9    | -0.78               | 1.24E-02 |
| AUMH                                                      | -2.2                |           |                     |          | NDUFS8                                             | -2.1                | Ndufs8    | -0.68               | 1.51E-02 |
| AOX1                                                      | -2.1                | Aox1      | -0.26               | 5.96E-01 | ATP5A                                              | -2.1                | Atp5a1    | -0.62               | 2.20E-02 |
| MCCA                                                      | -2.1                | Mccc1     | 0.00                | 9.99E-01 | NDUFS7                                             | -2.1                | Ndufs7    | -0.84               | 1.15E-02 |
| MMSA                                                      | -2.0                | Aldh6a1   | -0.26               | 6.05E-01 | UQCRH                                              | -2.1                | Uqcrc11   | -0.62               | 1.52E-02 |
| ACAT1                                                     | -2.0                | Acat1     | -0.46               | 1.18E-01 | NDUFA4                                             | -2.1                | Ndufa4    | -0.73               | 1.31E-02 |
|                                                           |                     |           |                     |          | Cytochrome C                                       | -2.0                |           |                     |          |
|                                                           |                     |           |                     |          | NDUFB5                                             | -2.0                | Ndufb5    | -0.75               | 7.33E-03 |
|                                                           |                     |           |                     |          | COX Vb                                             | -2.0                | Cox5b     | -0.83               | 2.94E-03 |

+2.0

log<sub>2</sub>FC

-2.0

0.10

adjusted P

0.005

Supplementary Table S4. Differentially expressed genes comparing the female AVF group vs the male AVF group

#### Supplementary Code S1. Quality control, mapping and counting.

```
module load PRINSEQ/0.20.4-foss-2018b-Perl-5.28.0
module load Trimmomatic/0.39-Java-11
module load STAR/2.7.9a-GCCcore-10.2.0
module load RSEM/1.3.3-foss-2020b

#poly A/T removal
for i in ${SampleNo[@]}
do
    prinseq-lite.pl
    -verbose -fastq ${mainpath}/FASTQs/${i}R1.fastq -fastq2 ${mainpath}/FASTQs/${i}R2.fastq \
    -trim_tail_right 6 -trim_tail_left 6 -out_format 3 \
    -out_good ${mainpath}/TrimmedFQ/${i}good -out_bad ${mainpath}/TrimmedFQ/${i}bad
done

#Adapters and low-quality reads removal
for i in ${SampleNo[@]}
do
    java -jar $EBROOTTRIMMOMATIC/trimmomatic-0.39.jar \
    PE -threads 64 -phred33 \
    ${mainpath}/TrimmedFQ/${i}good_1.fastq ${mainpath}/TrimmedFQ/${i}good_2.fastq \
    ${mainpath}/TrimmedFQ/${i}R1clean.fastq.gz ${mainpath}/TrimmedFQ/${i}R1unpaired.fastq.gz \
    ${mainpath}/TrimmedFQ/${i}R2clean.fastq.gz ${mainpath}/TrimmedFQ/${i}R2unpaired.fastq.gz \
    ILLUMINACLIP:${mainpath}/COMMANDS/AdaptorSeq.fa:2:30:10 \
    LEADING:30 TRAILING:30 SLIDINGWINDOW:4:15 MINLEN:36
done

#Index creation
STAR --runMode genomeGenerate \
    --genomeDir ${mainpath}/Index --runThreadN 64 --limitGenomeGenerateRAM 99000000000 --sjdbOverhang 100 \
    --genomeFastaFiles ${mainpath}/GRCm39.fa --sjdbGTFfile ${mainpath}/GRCm39.gtf

#Mapping
for i in ${SampleNo[@]}
do
    STAR --outSAMtype BAM SortedByCoordinate --quantMode TranscriptomeSAM --runThreadN 64 --genomeLoad NoSharedMemory --outSAMattributes All \
    --readFilesCommand gunzip -c --genomeDir ${mainpath}/Index
    --readFilesIn ${mainpath}/TrimmedFQ/${i}R1clean.fastq.gz ${mainpath}/TrimmedFQ/${i}R2clean.fastq.gz \
    --outFileNamePrefix ${mainpath}/BAMs/${i}.
done

#Reference Creation
rsem-prepare-reference --gtf ${mainpath}/COMMANDS/GRCm39.gtf -p 64 ${mainpath}/COMMANDS/GRCm39.fa ${mainpath}/Index/GRCm39

#Counting gene expression amounts
for i in ${SampleNo[@]}
do
    rsem-calculate-expression --paired-end --alignments --estimate-rspd --append-names --strandedness reverse -p 64
    ${mainpath}/BAMs/${i}.Aligned.toTranscriptome.out.bam ${mainpath}/Index/GRCm39 ${mainpath}/Counts/${i}
done
```

**Supplementary Code S2. DEG analysis and GO enrichment analysis comparing the sham and AVF groups**

```
library(edgeR)
library(clusterProfiler)
library(org.Mm.eg.db)

#load count data
count <- read.table("CountsResult.tsv", sep="\t", header=T, row.names=1, quote="")
count <- as.matrix(count)

#DEG analysis
group <- factor(c("AVF", "AVF", "AVF", "AVF", "AVF", "AVF", "Sham", "Sham", "Sham", "Sham", "Sham", "Sham"), levels=c("Sham", "AVF"))
d <- DGEList(counts=count, group=group)
cpm <- cpm(d)
keep <- rowSums(cpm>1)>=2
d <- d[keep,]
d <- calcNormFactors(d)
d <- estimateCommonDisp(d)
d <- estimateTagwiseDisp(d)
exact <- exactTest(d)
table <- as.data.frame(topTags(exact, n=nrow(data), sort.by="none"))
table$gene_id <- row.names(table)
write.table(table, file="DEG.tsv", row.names=T, col.names=T, sep="\t", quote=F)

#GO enrichment analysis
table <- read.table("DEG.tsv", sep="\t", header=T, row.names=1, quote="")
all.genes <- rownames(table)
is.degs <- all.genes[table$FDR < 0.05 & abs(table$logFC) >= 1]
all.genes.entrez <- bitr(all.genes, fromType = "ENSEMBL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")
is.degs.entrez <- bitr(is.degs, fromType = "ENSEMBL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")
ego <- enrichGO(gene = is.degs.entrez[,2], universe = all.genes.entrez[,2], OrgDb = org.Mm.eg.db, ont = "ALL",
  pAdjustMethod = "BH", pvalueCutoff = 0.05, qvalueCutoff = 1, readable = TRUE)
ego.result <- simplify(ego)
write.table(ego.result, "GO.tsv", sep="\t", row.names=F, col.names = T, quote = F)
```

**Supplementary Code S3. Subgroup analyses between the nAVF and OUT groups.**

```
library(TCC)
library(baySeq)
library(edgeR)
library(clusterProfiler)
library(org.Mm.eg.db)

#subgroup analysis Sham-nAVF-OUT
param_OUT <- 2
param_nAVF <- 4
param_ShAm <- 6
param_order <- c("nonDEG", "DEG_OUT", "DEG_nAVF", "DEG_ShAm", "DEGall")
param_sampleSize <- 100000

data <- read.table(CountsResult.tsv, header=T, row.names=1, sep="\t", quote="")
data <- data[!(rowSums(data)<=12),]
data <- round(data)
data.cl <- c(rep(1, param_OUT), rep(2, param_nAVF), rep(3, param_ShAm))
tcc <- new("TCC", data, data.cl)
tcc <- calcNormFactors(tcc, norm.method="tmm", test.method="edger", iteration=3, FDR=0.1, floorPDEG=0.05)

ba <- new("countData", data=as.matrix(data), replicates=data.cl)
nonDEG <- factor(c(rep("non", param_OUT), rep("non", param_nAVF), rep("non", param_ShAm)))
DEG_OUT <- factor(c(rep("OUT", param_OUT), rep("other", param_nAVF), rep("other", param_ShAm)))
DEG_nAVF <- factor(c(rep("other", param_OUT), rep("nAVF", param_nAVF), rep("other", param_ShAm)))
DEG_ShAm <- factor(c(rep("other", param_OUT), rep("other", param_nAVF), rep("Sham", param_ShAm)))
DEGall <- factor(c(rep("OUT", param_OUT), rep("nAVF", param_nAVF), rep("Sham", param_ShAm)))
groups(ba) <- list(nonDEG = nonDEG, DEG_OUT = DEG_OUT, DEG_nAVF = DEG_nAVF, DEG_ShAm = DEG_ShAm, DEGall = DEGall)

tcc <- estimateDE(tcc, test.method="edger", FDR=0.05)
result <- getResult(tcc, sort=FALSE)
sum(tcc$stat$q.value < 0.05)
libsizes(ba) <- colSums(data)*tcc$norm.factors
ba <- getPriors.NB(ba, sampleSize=param_sampleSize, estimation="QL", cl=NULL)
ba <- getLikelihoods(ba, pET="BIC", nullData=FALSE, cl=NULL)

out <- list()
out$PP <- exp(ba@posteriors)
out$MAP <- param_order[max.col(out$PP)]
ranking <- tcc$stat$rank
orderings <- NULL
for(i in 1:length(out$MAP)){
  orderings <- append(orderings, as.character(ba@orderings[i, max.col(out$PP)[i]]))
}

tmp <- cbind(row.names(data), data, out$PP, out$MAP, orderings, ranking, result$q.value)
write.table(tmp, DEG-ANOVA.tsv, sep="\t", append=F, quote=F, row.names=F)

#Fold Change calculation
count <- read.table("CountsResult-nAVF-OUT.tsv", sep="\t", header=TRUE, row.names=1, quote="")
count <- as.matrix(count)
group <- factor(c("OUT", "OUT", "nAVF", "nAVF", "nAVF", "nAVF"), levels=c("nAVF", "OUT"))

d <- DGEList(counts=count, group=group)
d <- calcNormFactors(d)
d <- estimateCommonDisp(d)
d <- estimateTagwiseDisp(d)
exact <- exactTest(d)
table <- as.data.frame(topTags(exact, n=nrow(data), sort.by = "none"))
write.table(table, file="FC-ANOVA.tsv", sep="\t", row.names = TRUE, col.names = TRUE, quote=F)

#GO ANALYSIS
table <- read.table("DEG-FC-ANOVA.tsv", sep="\t", header=T, row.names=1, quote="")
all.genes <- rownames(table)
is.degs <- all.genes[table$qvalue < 0.05 & abs(table$logFC) >= 1]

all.genes.entrez <- bitr(all.genes, fromType = "ENSEMBL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")
is.degs.entrez <- bitr(is.degs, fromType = "ENSEMBL", toType = "ENTREZID", OrgDb = "org.Mm.eg.db")

ego <- enrichGO(gene = is.degs.entrez[2], universe = all.genes.entrez[2], OrgDb = org.Mm.eg.db, ont = "ALL",
  pAdjustMethod = "BH", pvalueCutoff = 0.05, qvalueCutoff = 1, readable = TRUE)
ego.result <- simplify(ego)
write.table(ego.result, "GO-nAVF-OUT.tsv", sep="\t", row.names=F, col.names = T, quote = F)

#KEGG pathway analysis
kegg.result <- enrichKEGG(gene=as.character(is.degs.entrez[2]), universe=as.character(all.genes.entrez[2]), keyType = "ncbi-geneid", organism="mmu",
  pvalueCutoff = 0.05, qvalueCutoff = 1, pAdjustMethod = "BH", use_internal_data = F)
write.table(kegg.result, "KEGG-nAVF-OUT.tsv", sep="\t", row.names=F, col.names = T, quote = F)
```

#### Supplementary Code S4. Subgroup analyses between the sham and nAVF groups.

```
library(TCC)
library(baySeq)
library(edgeR)
library(clusterProfiler)
library(org.Mm.eg.db)

#subgroup analysis Sham-nAVF-OUT
param_OUT <- 2
param_nAVF <- 4
param_Shame <- 6
param_order <- c("nonDEG", "DEG_OUT", "DEG_nAVF", "DEG_Shame", "DEGall")
param_sampleSize <- 100000

data <- read.table("../CountsResult.tsv", header=T, row.names=1, sep="\t", quote="")
data <- data[!(rowSums(data)<=12),]
data <- round(data)
data.cl <- c(rep(1, param_OUT), rep(2, param_nAVF), rep(3, param_Shame))
tcc <- new("TCC", data, data.cl)
tcc <- calcNormFactors(tcc, norm.method="tmm", test.method="edgeR", iteration=3, FDR=0.1, floorPDEG=0.05)

ba <- new("countData", data=as.matrix(data), replicates=data.cl)
nonDEG <- factor(c(rep("non", param_OUT), rep("non", param_nAVF), rep("non", param_Shame)))
DEG_OUT <- factor(c(rep("OUT", param_OUT), rep("other", param_nAVF), rep("other", param_Shame)))
DEG_nAVF <- factor(c(rep("other", param_OUT), rep("nAVF", param_nAVF), rep("other", param_Shame)))
DEG_Shame <- factor(c(rep("other", param_OUT), rep("other", param_nAVF), rep("Shame", param_Shame)))
DEGall <- factor(c(rep("OUT", param_OUT), rep("nAVF", param_nAVF), rep("Shame", param_Shame)))
groups(ba) <- list(nonDEG = nonDEG, DEG_OUT = DEG_OUT, DEG_nAVF = DEG_nAVF, DEG_Shame = DEG_Shame, DEGall = DEGall)

tcc <- estimateDE(tcc, test.method="edgeR", FDR=0.05)
result <- getResult(tcc, sort=FALSE)
sum(tcc$stat$q.value < 0.05)
libsizes(ba) <- colSums(data)*tcc$norm.factors
ba <- getPriors.NB(ba, sampleSize=param_sampleSize, estimation="QL", cl=NULL)
ba <- getLikelihoods(ba, pET="BIC", nullData=FALSE, cl=NULL)

out <- list()
out$PP <- exp(ba@posteriors)
out$MAP <- param_order[max.col(out$PP)]
ranking <- tcc$stat$rank
orderings <- NULL
for(i in 1:length(out$MAP)){
  orderings <- append(orderings, as.character(ba@orderings[i, max.col(out$PP)[i]]))
}

tmp <- cbind(row.names(data), data, out$PP, out$MAP, orderings, ranking, result$q.value)
write.table(tmp, "DEG-ANOVA.tsv", sep="\t", append=F, quote=F, row.names=F)

#Fold Change calculation
count <- read.table("CountsResult-Sham-nAVF.tsv", sep="\t", header=TRUE, row.names=1, quote="")
count <- as.matrix(count)
group <- factor(c("nAVF", "nAVF", "nAVF", "nAVF", "Shame", "Shame", "Shame", "Shame", "Shame", "Shame"), levels=c("Shame", "nAVF"))

d <- DGEList(counts=count, group=group)
d <- calcNormFactors(d)
d <- estimateCommonDisp(d)
d <- estimateTagwiseDisp(d)
exact <- exactTest(d)
table <- as.data.frame(topTags(exact, n=nrow(data), sort.by="none"))
write.table(table, file="FC-ANOVA.tsv", sep="\t", row.names=TRUE, col.names=TRUE, quote=F)

#GO ANALYSIS
table <- read.table("DEG-FC-Sham-nAVF.tsv", sep="\t", header=T, row.names=1, quote="")
all.genes <- row.names(table)
is.degs <- all.genes[table$qvalue < 0.05 & abs(table$logFC) >= 1]

all.genes.entrez <- bitr(all.genes, fromType="ENSEMBL", toType="ENTREZID", OrgDb="org.Mm.eg.db")
is.degs.entrez <- bitr(is.degs, fromType="ENSEMBL", toType="ENTREZID", OrgDb="org.Mm.eg.db")

ego <- enrichGO(gene=is.degs.entrez[2], universe=all.genes.entrez[2], OrgDb=org.Mm.eg.db, ont="ALL",
  p.adjust.method="BH", p.value.cutoff=0.05, q.value.cutoff=1, readable=TRUE)
ego.result <- simplify(ego)
write.table(ego.result, "GO-Sham-nAVF.tsv", sep="\t", row.names=F, col.names=T, quote=F)

#KEGG pathway analysis
kegg.result <- enrichKEGG(gene=as.character(is.degs.entrez[2]), universe=as.character(all.genes.entrez[2]), keyType="ncbi-geneid", organism="mmu",
  p.value.cutoff=0.05, q.value.cutoff=1, p.adjust.method="BH", use.internal.data=F)
write.table(kegg.result, "KEGG-Sham-nAVF.tsv", sep="\t", row.names=F, col.names=T, quote=F)
```

# Supplementary Code S5. Subgroup analyses of the sex difference.

```

library(TCC)
library(baySeq)
library(edgeR)
library(clusterProfiler)
library(org.Mm.eg.db)

#subgroup analysis for Sex differences
param_AM <- 3
param_AF <- 3
param_SM <- 3
param_SF <- 3
param_order <- c("nonDEG", "DEG_AM", "DEG_AF", "DEG_SM", "DEG_SF", "DEG_AMAF", "DEG_AMSM", "DEG_AMSF", "DEG_AFSM", "DEG_AFSF", "DEG_SMSF", "DEGall")
param_sampleSize <- 100000

data <- read.table("../CountsResult.tsv", header=T, row.names=1, sep="\t", quote="")
data <- data[!(rowSums(data)<=12),]
data <- round(data)
data.cl <- c(rep(1, param_AM), rep(2, param_AF), rep(3, param_SM), rep(4, param_SF))
tcc <- new("TCC", data, data.cl)
tcc <- calcNormFactors(tcc, norm.method="tmm", test.method="edger", iteration=3, FDR=0.1, floorPDEG=0.05)

ba <- new("countData", data=as.matrix(data), replicates=data.cl)
nonDEG <- factor(c(rep("non", param_AM), rep("non", param_AF), rep("non", param_SM), rep("non", param_SF)))
DEG_AM <- factor(c(rep("AM", param_AM), rep("other", param_AF), rep("other", param_SM), rep("other", param_SF)))
DEG_AF <- factor(c(rep("other", param_AM), rep("AF", param_AF), rep("other", param_SM), rep("other", param_SF)))
DEG_SM <- factor(c(rep("other", param_AM), rep("other", param_AF), rep("SM", param_SM), rep("other", param_SF)))
DEG_SF <- factor(c(rep("other", param_AM), rep("other", param_AF), rep("other", param_SM), rep("SF", param_SF)))
DEG_AMAF <- factor(c(rep("AM", param_AM), rep("AF", param_AF), rep("other", param_SM), rep("other", param_SF)))
DEG_AMSM <- factor(c(rep("AM", param_AM), rep("other", param_AF), rep("SM", param_SM), rep("other", param_SF)))
DEG_AMSF <- factor(c(rep("AM", param_AM), rep("other", param_AF), rep("other", param_SM), rep("SF", param_SF)))
DEG_AFSM <- factor(c(rep("other", param_AM), rep("AF", param_AF), rep("SM", param_SM), rep("other", param_SF)))
DEG_AFSF <- factor(c(rep("other", param_AM), rep("AF", param_AF), rep("other", param_SM), rep("SF", param_SF)))
DEG_SMSF <- factor(c(rep("other", param_AM), rep("other", param_AF), rep("SM", param_SM), rep("SF", param_SF)))
DEGall <- factor(c(rep("AM", param_AM), rep("AF", param_AF), rep("SM", param_SM), rep("SF", param_SF)))
groups(ba) <- list(nonDEG = nonDEG, DEG_AM = DEG_AM, DEG_AF = DEG_AF, DEG_SM = DEG_SM, DEG_SF = DEG_SF, DEG_AMAF = DEG_AMAF,
                  DEG_AMSM = DEG_AMSM, DEG_AMSF = DEG_AMSF, DEG_AFSM = DEG_AFSM, DEG_AFSF = DEG_AFSF, DEG_SMSF = DEG_SMSF, DEGall = DEGall)

tcc <- estimateDE(tcc, test.method="edger", FDR=0.05)
result <- getResult(tcc, sort=FALSE)
sum(tcc$stat$q.value < 0.05)
libsizes(ba) <- colSums(data)*tcc$norm.factors
ba <- getPrior.NB(ba, sampleSize=param_sampleSize, estimation="QL", cl=NULL)
ba <- getLikelihoods(ba, pET="BIC", nullData=FALSE, cl=NULL)

out <- list()
out$PP <- exp(ba@posteriors)
out$MAP <- param_order[max.col(out$PP)]
ranking <- tcc$stat$rank
orderings <- NULL
for(i in 1:length(out$MAP)){
  orderings <- append(orderings, as.character(ba@orderings[i, max.col(out$PP)[i]]))
}

tmp <- cbind(row.names(data), data, out$PP, out$MAP, orderings, ranking, result$q.value)
write.table(tmp, "DEG-SexDifference.tsv", sep="\t", append=F, quote=F, row.names=F)

#Fold Change calculation
count <- read.table("CountsResult-SexDifference.tsv", sep="\t", header=TRUE, row.names=1, quote="")
count <- as.matrix(count)
group <- factor(c("AM", "AM", "AF", "AF", "AF"), levels=c("AM", "AF"))
d <- DGEList(counts=count, group=group)
d <- calcNormFactors(d)
d <- estimateCommonDisp(d)
d <- estimateTagwiseDisp(d)
exact <- exactTest(d)
table <- as.data.frame(topTags(exact, n=nrow(data), sort.by="none"))
write.table(table, file="FC-SexDifference.tsv", sep="\t", row.names=TRUE, col.names=TRUE, quote=F)

#GO ANALYSIS
table <- read.table("DEGandFC-SexDifference.tsv", sep="\t", header=T, row.names=1, quote="")
all.genes <- row.names(table)
is.degs <- all.genes[table$qvalue < 0.05 & abs(table$logFC) >= 0.5849625]

all.genes.entrez <- bitr(all.genes, fromType="ENSEMBL", toType="ENTREZID", OrgDb="org.Mm.eg.db")
is.degs.entrez <- bitr(is.degs, fromType="ENSEMBL", toType="ENTREZID", OrgDb="org.Mm.eg.db")

ego <- enrichGO(gene=is.degs.entrez[2], universe=all.genes.entrez[2], OrgDb=org.Mm.eg.db, ont="ALL",
                pAdjustMethod="BH", pvalueCutoff=0.05, qvalueCutoff=1, readable=TRUE)
ego.result <- simplify(ego)
write.table(ego.result, "GO-SexDifference.tsv", sep="\t", row.names=F, col.names=T, quote=F)

#KEGG pathway analysis
kegg.result <- enrichKEGG(gene=as.character(is.degs.entrez[2]), universe=as.character(all.genes.entrez[2]), keyType="ncbi-geneid", organism="mmu",
                          pvalueCutoff=0.05, qvalueCutoff=1, pAdjustMethod="BH", use_internal_data=F)
write.table(kegg.result, "KEGG-SexDifference.tsv", sep="\t", row.names=F, col.names=T, quote=F)

```

How the deposited data were processed for this re-analysis (not part of the article)

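RNA-seq was analysed for the IVC of 12 mice on postoperative day 7: 6 with an AVF and 6 sham-operated, with 3 female and 3 male mice in each group, and 1 library per mouse. The authors trimmed the reads with PRINSEQ and Trimmomatic, aligned them to GRCm39 with STAR and the annotation of Ensembl, and deposited expected counts per gene from RSEM, without normalization or a filter on genes. The file held 55414 genes by Ensembl identifier, and 5.72% to 7.75% of the values of a library were not whole. Names and coordinates of genes came from the GENCODE M39 annotation, which is on GRCm39, the build of the authors, but of a later release than theirs, and 665 identifiers had no name in it. Samples were named by the number in the paper and assigned to sex and operation from the sample labels, and to nAVF and OUT from the text of the paper.

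The libraries held 15177881 to 22717423 counts, with medians of 18708602 in AVF and 20582468 in sham. 3 counts were the least taken as detected, 0.127 to 0.324 normalized CPM. Within groups, the chi-square over the degrees of freedom of pairs of libraries was 40.1 to 706 over 22 pairs, so the spread between mice was larger than counting error.

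Counts were rounded and normalized with TMM in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Tests were edgeR's quasi-likelihood test, with p values adjusted over all tested genes by the Benjamini-Hochberg procedure. A gene was called a DEG with an adjusted p value under 0.05 and an absolute log2 fold change of at least 1, or 0.585 between the sexes. The filters were those of the paper: more than 1 CPM in at least 2 samples for AVF against sham (15912 genes), and more than 12 counts over the 12 samples for the other comparisons (22163 genes, of which those with counts in the compared samples were tested). The comparisons were AVF against sham, OUT against nAVF, nAVF against sham, OUT against sham, female against male AVF, female against male sham, and the interaction of operation and sex. Lists of genes came from the supplement of the paper, from gene symbols (collagens, Cyp, Ugt and Apo families) and from the S and G2/M genes of Seurat 5.3.0, and marker genes of tissues were listed from general knowledge of each tissue. Silhouette widths were computed with cluster 2.1.8.1 on 1 minus Spearman's correlation, and principal components on log2 CPM with a prior count of 1. Shares of marker genes were compared after adding 0.001 to the percent and taking the log2, with exact permutation tests. The 95% intervals of shares were exact binomial intervals.

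Genes named in the text are those the paper names for these data, those of the lists above, and in each comparison the 5 DEG of each direction with the lowest adjusted p values whose groups did not overlap. Dbp, Serpinb9b, Serpinb6b and Serpinh1 fall outside that rule and were named after their values were seen, and the results of some genes are not reported here. Pairs of mice were taken from the numbers and sexes in the sample labels, since the text of the paper names no pairing, and a model with the number as a block was run beside each comparison of 2 groups that has such pairs. Set before the data were examined were the lists of marker genes and these alternatives: the exact test of edgeR, DESeq2 1.42.0, size factors of the relative log expression method, other filters, unrounded values, no fold change threshold, a robust fit, sex as a covariate, the block, all samples in 1 fit, a test over 3 groups, AVF without the OUT samples, and each sample left out in turn. Tests without ribosomal RNA genes, the exact test on unrounded counts, and the block in the model of the interaction were added after values were seen. On simulated counts with 200 genes changed 4-fold, the quasi-likelihood test recovered 159 to 198 of them and called 6 to 17 unchanged genes over the 7 comparisons. Groups in which every library had no more than 3 counts were not searched for samples far from the others, a rule set after the values were seen, and so was the number of collagen genes asked for in the test of brown fat RNA as a covariate. Terms of GO and KEGG, the microarray, the ultrasound data and the raw reads were not analysed here, and the packages TCC, baySeq and clusterProfiler were not used here.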

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

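The tests of ribosomal RNA in sample #07, of skeletal muscle RNA in a sham sample and of a shared source for the genes raised in OUT were chosen after the results were seen, as was that of a batch by number, and the other tests were planned. Each of 164 groups of 4 to 6 samples was searched for a sample whose gap to its nearest neighbour is large for the range of the group (Dixon's test, 95% level). 10 groups had such a sample, and chance gives 8.2. 19 further groups with all libraries at or under 3 counts were not searched, a rule set after values were seen.

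Ribosomal RNA genes took 46% of the counts of sample #07, far above the 2.39% to 12.6% of the other AVF samples. Over genes, the difference of sample #07 from the other AVF samples had a Spearman correlation with GC content of -0.051, within the -0.251 to 0.222 of the other samples, but this weighs all genes alike, so a few genes with many counts cannot move it, and it could not test GC content as the cause. Supplementary Table S1 of the paper gives 49% GC for the reads of sample #07 and 43% to 45% for the others. Without ribosomal RNA genes and with all libraries thinned to the same number of counts, the mean distance of sample #07 to the other nAVF samples was 0.0324, and 0.0314 before, while sample #04 had 0.0352 and 0.0336. Sample #07 was not the farthest of the 4 before this change, so the test could not decide whether ribosomal RNA sets it apart. Without these genes, AVF against sham had 774 DEG in place of 759. No biological explanation was tested.

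Samples #05 and #09 held RNA of hepatocyte marker genes, a signal the paper does not report. The markers took 0.357% and 0.91% of their counts, against 0.00427% to 0.00914% in sham samples, and Alb was at 1850 and 5590 normalized CPM against 0.127 to 1.94. Sample #09 also lay far from the other AVF samples, with a mean distance of 0.0657 against 0.0367 to 0.0453. All 10 markers outside coagulation, complement and immunity were higher in both samples than in each of the other 10. The median log2 ratio of sample #09 to sample #05 was 1.42 for these markers and 1.67 for the 24 raised coagulation genes, a difference of -0.244, within the limit of 1 that was planned. Of the 342 genes raised in OUT that were compared, 83.3% had a ratio within 1 of the median of the markers, against 14.7% of 16410 other genes, but a gene has to be raised in both samples to be a DEG, which itself narrows the ratio. 15 genes known for higher expression in female liver had a median ratio of 6.80 and 14 for male liver one of -3.19, where sample #09 is female and #05 male (two-sided permutation test with 100000 resamples of the genes, difference 10.00, p = 4e-05).

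Other explanations for the genes raised in OUT were weighed too. The mean total count of samples #05 and #09 was 0.952 times that of the other 10 and both lay within their range, which goes against library size. The median log2 fold change of all tested genes was -0.0164, but TMM normalization holds this median near 0 by design, so it could not test for a general shift. Both OUT mice have the number 2 in the sample labels and no nAVF mouse has it, so a batch by number coincides with the group. Over the 351 genes raised in OUT, the sham samples of that number, #17 and #22, differed from the other sham samples by a median log2 of 0, where OUT differed from nAVF by 3.17. This goes against a batch that added these transcripts in both operations. Some of the genes, such as F11 and F12, had no count in any sham sample, so a batch that scales expression could not show in them. A batch of the AVF mice alone cannot be told apart. 1 of the 15 splits of the 6 AVF samples into 2 and 4, the named split itself, gave as many DEG, and the others gave 0, but the OUT group was named from these data, so this could not decide. The expression of these genes in samples #05 and #09 may come from hepatocyte RNA in the tissue, a hypothesis tested on the same data (p = 4e-05 in the permutation test above, which treats genes as independent and rests on 1 mouse of each sex), and it cannot be told apart from production of these transcripts in the fistula wall. How such RNA would have reached the samples was not tested.

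Skeletal muscle markers took 0.243% of the counts of sham sample #23, against 0.000462% to 0.00201% in the other sham samples, and 0.00554% of sample #11, against 0.000769% to 0.000918% in the other nAVF samples. The OUT sample #09 had the largest share of the AVF samples, 0.0102%. Acta1, one of the markers, was at 246 normalized CPM in sham sample #23 and at 0.379 to 0.72 in the others, and at 8.61 in sample #09 and 3.94 in sample #11. Its log2 fold change in AVF against sham was -4.02 with all samples (adjusted p = 0.142, edgeR's quasi-likelihood test) and 2.31 without sham sample #23 (adjusted p = 0.118, same test), and its adjusted p ranged from 0.0315 to 0.953 over the other tests, filters and models. The direction rested on that sample, which may hold RNA of skeletal muscle, but the gene did not pass with all samples either, so its p of 0.118 cannot separate the explanations. The test was not repeated for sample #11. Cardiac muscle markers, which were not among the values searched, took 0.123% of the counts of sham sample #19, against 0.00588% to 0.0124% in the other sham samples, and Myh6, one of them, was at 408 normalized CPM there and at most 0.142 in the others. Seen after the other results, this was not tested further: OUT against sham had 408 lower DEG without sham sample #19 and 60 with it, but whether these markers bear on that was not examined.

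5 named genes had a sample far from the others of its group. Fam174b was at 47.4 normalized CPM in sham sample #22 (others 55.3 to 58.8). Ric3 was at 11.6 in sham sample #19 (others 17.7 to 20.1), and Fhod3 at 8 in sham sample #16 (others 11.8 to 13). Col8a2 was at 4.81 in sample #04 (others 7.23 to 7.42), and Fga at 0.647 in sample #07 (others 0 to 0.0453). Over the groups searched, chance gives nearly as many such samples as were found, and neither a technical nor a biological explanation was tested for these 5.

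Between 3 female and 3 male sham samples, a comparison the paper does not report, 18 genes were DEG by edgeR's quasi-likelihood test, 7 higher and 11 lower in female samples. 4 of the lower genes lay on the Y chromosome, 1 of the higher on the X chromosome and 1 of the higher on the Y chromosome, and 12 on autosomes. 1 of the 4 splits that part as many same-numbered pairs, the real one, gave as many DEG, and the others gave 0, but with so few splits the share cannot fall under 0.05 whatever the data, so it could not test the count. Xist (adjusted p = 6.56e-07, same test) and the Y-linked genes lower in female samples follow the sex chromosomes. In the test of the interaction of operation and sex, 0 of 89 named genes had an adjusted p value under 0.05, and 1069 of all tested genes had an unadjusted one under it.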

How the results depend on the processing

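The alternatives were planned, except the tests without ribosomal RNA genes and the exact test on unrounded counts, which were chosen after values were seen. The values below lie more than 1.5 times from the count with edgeR's quasi-likelihood test, or crossed its threshold, or moved by more than the spread over samples, and for each the cause was not tested. Normalization by relative log expression, unrounded counts and tests without ribosomal RNA genes kept the number of DEG within 1.5 times in all 7 comparisons, and the robust fit did so for the DEG too.

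With edgeR's exact test in place of the quasi-likelihood test, lower DEG of AVF against sham were 361 in place of 223, and on unrounded counts 361, a setting chosen after the values were seen. OUT against nAVF had 532 DEG, 8 lower, in place of 352 and 1. nAVF against sham had 761, 290 lower, in place of 440 and 103, and OUT against sham 1119, 261 lower, in place of 689 and 60. Female against male AVF had 22, 14 higher, in place of 7 and 1 (6 were lower), and female against male sham 245 (152 higher, 93 lower) in place of 18 (7 higher, 11 lower). Lower metabolic genes were 35 in nAVF in place of 5, and 2 in OUT in place of 0.

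With DESeq2, lower DEG were 408 in AVF against sham, 11 in OUT against nAVF, 309 of 777 DEG in nAVF against sham and 406 of 1152 in OUT against sham. Female against male AVF had 62 (27 higher, 35 lower) and female against male sham 239 (113 higher, 126 lower). The interaction of operation and sex had 4 genes in place of 0, where 1069 had an unadjusted p under 0.05 in the quasi-likelihood test. Lower metabolic genes were 36 in nAVF and 2 in OUT. The share of higher genes among the DEG of OUT against sham went from 91.3% to 64.8%, and of nAVF against sham from 76.6% to 60.2%.

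Without a fold change threshold, AVF against sham had 2190 (1373 higher, 817 lower) genes with an adjusted p value under 0.05 and nAVF against sham 963 (713 higher, 250 lower), and 100 were lower in OUT against sham. Without AVF samples #05 and #09, AVF against sham had 475 DEG, 112 lower, and 6 lower metabolic genes in place of 31. Of the DEG with all samples, 313 higher and 77 lower genes were DEG there too. Without a filter on low counts, there were 6 lower DEG in OUT against nAVF, 32 in female against male sham (22 lower), and 18 lower metabolic genes in AVF and 9 in nAVF. With the filter on CPM, female against male sham had 10 (4 higher, 6 lower). The robust fit gave 1 lower metabolic gene in nAVF, and sex as a covariate 2 lower DEG in OUT against nAVF.

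With the number of the mouse as a block, nAVF against sham had 178 lower DEG, OUT against sham 1419 DEG, 596 lower, female against male AVF 14, 7 higher, and female against male sham 46, 30 higher. Lower metabolic genes were 21 in nAVF and 9 in OUT, and higher cell cycle genes 32 in nAVF in place of 56. With all 12 samples in one fit, OUT against nAVF had 2 lower DEG, female against male sham 10 with 5 lower, and nAVF 8 lower metabolic genes. With the test over 3 groups, lower DEG were 18 in OUT against nAVF, 202 in nAVF against sham and 102 in OUT against sham, and lower metabolic genes 3 in nAVF and 3 in OUT. No block could be fitted for OUT against nAVF, where no samples share number and sex.

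The silhouette width of OUT and nAVF was 0.511 with the filter on CPM and 0.0249 without the DEG of that comparison, in place of 0.246. The spread of nAVF over that of sham was 1.11 (exact permutation test, two-sided, n = 4 and 6, p = 0.271) in place of 1.74 for AVF. The leading component held 25.5% of the variance over all genes, 73.2% without scaling and 53.5% over the DEG of the exact test, in place of 61.1%.

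With 1 sample left out at a time, the DEG ranged over 470 to 1023 for AVF against sham (352 to 608 higher, 118 to 415 lower), 238 to 530 for nAVF against sham (207 to 376 and 31 to 164), 592 to 1064 for OUT against sham (31 to 408 lower), and 6 to 60 for female against male sham (2 to 19 and 4 to 41). In OUT against nAVF, 1 to 3 were lower. Lower metabolic genes were 6 to 44 in AVF, 0 to 25 in nAVF and 0 to 1 in OUT, and higher collagen genes 10 to 19 in nAVF in place of 16. The leading component held 59.2 to 63.2% of the variance, and the difference of the hepatocyte marker share between AVF and sham ranged over 0.0706 to 0.252 percent points, with 0.252 (exact permutation test, two-sided, n = 5 and 6, p = 0.0303) without sample #07 in place of 0.209 (n = 6 and 6, p = 0.165).

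Among 2601 values of named genes under the alternatives, 2420 kept their direction and side of the threshold, 112 fell short of it, 44 passed it, 20 values without a test moved by more than the standard error of a difference, and 5 changed direction. Acta1 in AVF against sham changed direction without sham sample #23, with log2 fold changes from -4.94 to 2.31 over the samples left out. Dhtkd1 in AVF against sham did so without sample #09, with -0.03 to 0.29, and without both OUT samples (-0.03), as did Vtn without both (-0.3). C7 in OUT against nAVF did so without sample #04 (0.08), with -1.59 to 0.21 over the samples left out, where the ends came from leaving out an OUT sample.

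The depth limits genes near the floor of 3 counts, for which folds are lower bounds, and sample #07, with 8196603 counts outside ribosomal RNA, limits the detection of such genes most. With an OUT sample left out, 1 OUT sample was left, so only fold changes were taken and no DEG were called.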

Differences from the paper's values

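Of the log2 fold changes that the paper lists in Supplementary Table S3, 56 were compared and 0 differed, with a largest difference of 0.01. The counts of DEG below came from edgeR's quasi-likelihood test.

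In AVF against sham, 759 genes were DEG, 536 of them higher, against the paper's 1057 and 696, and 223 were lower, against the paper's 361. The exact test of edgeR gave 361 and DESeq2 408, and without AVF sample #07, sham sample #18 or sham sample #19 the counts were 415, 251 and 323, while the other alternatives set before the data were examined did not close the gap. The exact test on unrounded counts, the steps of Supplementary Code S2, gave 1057 DEG, 696 higher and 361 lower, and was chosen after the values were seen to approach the paper's 1057, 696 and 361.

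In OUT against nAVF, 1 gene was lower, against the paper's 6. The exact test gave 8 and no filter gave 6, and the other alternatives set before the data were examined did not close the gap. In OUT against sham, 60 genes were lower, against the paper's 34. With all 12 samples in one fit there were 41, and with sham samples #16, #17, #18, #22 or #23 left out 38, 47, 39, 31 and 33, while the other alternatives set before the data were examined did not close the gap.

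Between female and male AVF, 7 genes were DEG, 1 higher and 6 lower, against the paper's 49, 29 and 20. DESeq2 gave 62 in all and 27 higher, within range of the paper's values, and none of the alternatives set before the data were examined closed the gap for the lower genes. At a 2-fold threshold the counts were 7, 1 and 6, against the paper's 24, 12 and 12. The exact test gave 22, 14 and 8 there, and no other alternative set before the data were examined closed these gaps. On the X chromosome 1 gene was higher in female AVF, against the paper's 2, which DESeq2 gave and the other alternatives set before the data were examined did not.

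The average silhouette width of OUT and nAVF was 0.246, against the paper's 0.426. Over the genes passing the filter on CPM it was 0.511 and with Euclidean distance 0.293, both within the limits set, while leaving out the genes called in OUT against nAVF (0.0249) or an nAVF sample (0.251 to 0.27) did not close the gap.

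The paper describes nAVF samples as more heterogeneous than sham samples, and the ratio of mean distances was 1.11 (exact permutation test, two-sided, n = 4 and 6, p = 0.271). The paper states that the C6/7/8/9 complex increased significantly in OUT against nAVF, and the log2 fold changes of C6 and C7 were 0.73 and -0.42 (adjusted p = 0.994 and 0.994, edgeR's quasi-likelihood test, with 0.892 to 1 for C6 and 0.892 to 1 for C7 over the other tests, filters and models, apart from the test over 3 groups, which asks for any difference among them). Leaving out sample #04 closed the gap for C6, and no alternative did for C7. The paper states that no complement factor differed between nAVF and sham, and C4b and the complement receptor Vsig4 passed the adjusted threshold.

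Table 3 lists genes as changed in AVF against sham, with adjusted p values between about 0.03 and 0.05 read by eye, that did not pass here, among them Vegfa (adjusted p = 0.078), Cd274 (0.0717), Timp4 (0.0649), Acta1 (0.142) and Ndufs1 (0.068), all by edgeR's quasi-likelihood test. The exact test, which the authors used for this comparison, passed all of these, and DESeq2 all but Acta1, for which it gave no adjusted p value. The block passed Cd274, Timp4 and Ndufs1, leaving out AVF sample #04 passed Vegfa and Cd274, AVF sample #09 Cd274, sham sample #17 Ndufs1, and sham sample #18 Timp4, and the other alternatives set before the data were examined did not close these gaps. Col18a1 did not pass in nAVF against sham (adjusted p = 0.0562, edgeR's quasi-likelihood test, against about 0.04 in Table 3, read by eye). It passed with the exact test, DESeq2, no filter, the CPM filter, sex as a covariate, the block, all 12 samples in one fit, the test over 3 groups and without sham sample #18, and also without ribosomal RNA genes, a setting chosen after values were seen, while the other alternatives set before the data were examined did not close the gap.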

Other observations

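The tests of the neuron markers and of a mislabelled sample, of both marker scores as covariates, of the relation of lower genes to them, and of other splits for the lists of genes were chosen after the results were seen, and the others were planned.

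The metabolic genes with lower expression in AVF were set against 2 explanations. 0 of 10000 random lists matched on expression had a median log2 fold change as low as the -0.73 of the list (lowest -0.14, and -0.01 over all tested genes). The listed genes were thus lower relative to other genes of like expression. TMM normalization holds the median of all genes near 0 by design, so this could not test for a shift from normalization. Brown fat markers took 0.0261 ± 0.0144% (SD, n = 6) of counts in AVF and 0.102 ± 0.0703% (SD, n = 6) in sham (exact permutation test, two-sided, p = 0.0152, adjusted p = 0.11 over 17 marker sets). The metabolic and brown fat scores had a Pearson's r of 0.982 (exact permutation p = 0.00417, adjusted 0.0167 over 4 relations) and a Spearman's rho of 0.943 (exact permutation p = 0.0167, adjusted 0.0667) over the 6 sham samples, and r was 0.86 without the 2 samples farthest from the median. Over the 6 AVF samples r was 0.804 (exact permutation p = 0.0778, adjusted 0.156) and rho 0.714 (exact permutation p = 0.136, adjusted 0.272), and r was 0.682 without 2 samples, so the relation does not pass the threshold there. For skeletal muscle markers r was -0.0178 in sham and 0.325 in AVF, but -0.959 in sham without samples #23 and #19 and -0.092 in AVF without samples #09 and #11, so these values rested on a few samples. With the brown fat score as a covariate, 1 listed gene in place of 31 was lower in AVF at the adjusted threshold and the median log2 fold change was -0.09, while 11 in place of 18 collagen genes were higher. Less brown fat RNA in AVF samples is a candidate source of the lower values, but some brown fat markers act in the same metabolism as the listed genes, so the covariate may remove a change in the vein as well, and the explanations cannot be told apart.

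Genes lower in AVF were also set against the amounts of brown fat and ganglion RNA. 46.5% of the 217 lower genes compared had a correlation over 0.7 with the brown fat or the neuron score among samples of the same group, against 15.1% of other tested genes and 0.933% of the higher genes. With the brown fat score alone as a covariate, 61 of the 223 lower and 352 of the 536 higher DEG passed again, and with the neuron score alone 111 and 286. With both scores, 1.79% of the lower and 2.8% of the higher DEG passed again, so few of either that this model could not decide. A part of the lower genes may follow the amount of these tissues in the samples.

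Exchanging AVF sample #07 and sham sample #19 gave 646 DEG, 153 higher and 493 lower, the largest count of the splits other than the real one, and 204 were also DEG as labelled. A mislabelled sample was weighed on the 1121 DEG between the other 5 AVF and 5 sham samples: 39.6% put sample #07 nearer the AVF mean and 56.2% put sham sample #19 nearer the sham mean. For genes higher in AVF these were 58.8% and 93.8%, and for lower genes 22.1% and 22%, so the directions disagreed and that test could not decide. Of the 10 higher genes with the lowest p between these other samples, 10 put sample #07 nearer the AVF mean and 9 put sham sample #19 nearer the sham mean, and of the 10 lower ones 2 and 4 did. Eln, one of these higher genes, was at 3390 normalized CPM in sample #07, where sham samples had at most 382, and at 241 in sham sample #19, where AVF samples had at least 2160. An exchange of labels would have moved the higher genes as well as the lower ones, so these values go against it. All 8 markers of sympathetic neurons were DEG with lower expression on the exchanged grouping, and 1 as labelled, with neuron scores of at least 6.44 on the side holding sample #07 and at most 5.82 on the other. RNA from neurons of a ganglion is a candidate source of that split.

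The mean cell cycle score of female minus male AVF was 0.132 with all samples, and with 1 sample left out it ranged from -0.0144 to 0.243, so its sign changed with 1 sample left out.

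Other splits of the samples that part as many same-numbered pairs were compared with the real one. For AVF against sham, 1 of 32 splits, the real one, gave as many DEG (others at most 646), 1 of 32 as many lower metabolic genes (at most 0), 1 of 32 as many higher collagen genes (at most 1) and 1 of 32 as many higher cell cycle genes (at most 24). For nAVF against sham, 1 of 16 splits gave as many DEG (at most 226), 1 of 16 as many metabolic genes (at most 0), 1 of 16 as many collagen genes (at most 0) and 1 of 16 as many cell cycle genes (at most 3), with too few splits for a share under 0.05. For female against male AVF it was 1 of 4 splits, with the same limit. For the interaction of operation and sex, 32 of 32 assignments gave at least the 0 genes of the real one, which a count of 0 makes certain, and 10 of 32 gave at least its 1069 genes with an unadjusted p under 0.05.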
